# Regulation of Zfp36 by ISGF3 and MK2 restricts the expression of inflammatory cytokines during necroptosis stimulation

**DOI:** 10.1038/s41419-024-06964-4

**Published:** 2024-08-08

**Authors:** Sahil Yadav, Rayan El Hamra, Norah A. Alturki, Ardeshir Ariana, Avni Bhan, Kate Hurley, Matthias Gaestel, Perry J. Blackshear, Alexandre Blais, Subash Sad

**Keywords:** Interferons, Acute inflammation

## Abstract

Necrosome activation following TLR- or cytokine receptor-signaling results in cell death by necroptosis which is characterized by the rupture of cell membranes and the consequent release of intracellular contents to the extracellular milieu. While necroptosis exacerbates various inflammatory diseases, the mechanisms through which the inflammatory responses are regulated are not clear. We show that the necrosome activation of macrophages results in an upregulation of various pathways, including the mitogen-activated protein kinase (MAPK) cascade, which results in an elevation of the inflammatory response and consequent expression of several cytokines and chemokines. Programming for this upregulation of inflammatory response occurs during the early phase of necrosome activation and proceeds independently of cell death but depends on the activation of the receptor-interacting protein kinase-1 (RipK1). Interestingly, necrosome activation also results in an upregulation of IFNβ, which in turn exerts an inhibitory effect on the maintenance of inflammatory response through the repression of MAPK-signaling and an upregulation of *Zfp36*. Activation of the interferon-induced gene factor-3 (ISGF3) results in the expression of ZFP36 (TTP), which induces the post-transcriptional degradation of mRNAs of various inflammatory cytokines and chemokines through the recognition of AU-rich elements in their 3’UTR. Furthermore, ZFP-36 inhibits IFNβ-, but not TNFα- induced necroptosis. Overall, these results reveal the molecular mechanism through which IFNβ, a pro-inflammatory cytokine, induces the expression of ZFP-36, which in turn inhibits necroptosis and halts the maintenance of the inflammatory response.

## Introduction

Macrophages are a subset of myeloid cells that are present in various anatomical compartments of the body, where they play a frontline role in eliminating pathogens through the expression of high levels of inflammatory cytokines such as TNFα, IL-1, and IL-8 [1]. Inflammatory cytokines can also be induced by sterile triggers such as oxidized LDL [2]. While an acute cytokine storm is a beneficial host response against pathogens, chronic expression of inflammatory cytokines can lead to destruction of tissues, and consequent disease [3].

Various pathways of cell death have been implicated in inflammatory responses [4, 5]. The intrinsic and extrinsic pathways of apoptosis play fundamental roles during organismal development, and in the elimination of self-reactive immune cells [6]. The apoptotic blebs are rapidly cleared by neighboring macrophages through efferocytosis, and the process is not inflammatory [7]. In contrast to apoptosis, several pathways of inflammatory cell death have been revealed. Pyroptosis is an inflammatory pathway of cell death that is activated by inflammasome signaling [8]. Recognition of bacterial virulence factors by inflammasomes results in the activation of caspase-1/8/11, which results in the cleavage of pro-IL-1β and pro-IL-18 to active IL-1β and IL-18. This leads to the secretion of IL-1β and IL-18, and rupture of the cell membrane, which results in the release of intracellular damage-associated molecular patterns (DAMPS) such as mitochondrial DNA [9]. Necroptosis is another pathway of inflammatory cell death that is induced by TLR- and cytokine-receptor signaling in the context of inactive caspase-8 [10]. Necroptosis is induced following necrosome activation that is initiated by the phosphorylation of the receptor-interacting protein kinase-1 (RipK1), which results in the phosphorylation of other downstream interacting proteins such as RipK3 and mixed lineage kinase domain-like pseudokinase (MLKL) [11, 12]. Assembly of the necrosome leads to the trimerization of MLKL, which leads to the formation of MLKL-trimers, which relocate to the cell membrane and interact with PtdIns(4,5)P2, resulting in the leakage of cell membrane [13] and consequent release of intracellular DAMPs [14–17] and exacerbation of inflammation [18]. Accumulation of MLKL at the plasma membrane is a critical checkpoint in necroptosis [19].

While the inflammatory pathways of cell death play important roles in controlling infection, persistent activation of the necrosome exacerbates inflammatory bowel disease, liver injury, necrotizing pancreatitis, systemic inflammatory disorder, multiple sclerosis, atherosclerosis, necrotizing dermatitis, fatty liver disease and amyotrophic lateral sclerosis [20–27]. It is generally thought that the cell rupture following necroptosis and consequent spillage of the intracellular contents to the extracellular milieu leads to inflammation [18, 21]. In this report, we performed a transcriptomic analysis of macrophages during necrosome activation to reveal the molecular mechanisms that activate and regulate the inflammatory response that is induced following necrosome activation. We show that the necrosome activation induces the inflammatory response independently of cell death, and that this is regulated by type I interferon-induced expression of the zinc finger protein (ZFP)-36, also called tristetraprolin (TTP).

## Results

### Necroptosis stimulation induces an inflammatory storm

Necroptosis has been shown to result in the release of intracellular DAMPs, such as S100 proteins, mitochondrial DNA, and HMGB1, and the release of these into the extracellular milieu is speculated to result in the exacerbation of the inflammatory response that is often observed following necrotic cell death. 

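Bone marrow-derived macrophages (BMDMs) from WT mice and from Ifnar1-/- mice, which lack a subunit of the type I interferon receptor, were left untreated or were treated for 6 h. The treatments were LPS, IFNβ, zVAD, LPS+zVAD, IFNβ+zVAD, LPS+zVAD+Nec-1 and IFNβ+zVAD+Nec-1. LPS is a bacterial ligand of the receptor TLR4, zVAD (zVAD-fmk) inhibits caspases, and Nec-1 inhibits the kinase RipK1. The paper gives zVAD at 50 µM and Nec-1 at 10 µM. The doses of LPS and IFNβ differ between sources. The figure legends give LPS at 1 ng/mL and IFNβ at 100 U/mL, the methods give each at 10 ng/mL, and the sample labels give LPS at 100 ng/mL and IFNβ at 1000 U/mL. The 2 genotypes and 8 treatments make 16 groups of 2 arrays, 32 arrays in all, and this number of arrays limits the precision of every value.
RNA was labelled with 1 dye and hybridized to Agilent mouse arrays of 55681 probes. The authors' scanner software (Feature Extraction) subtracted the local background from each spot, corrected trends within the array and replaced very dim values by a surrogate. These intensities were taken to log2 and quantile-normalized between the arrays. Spots that the software marks as outliers, 130 to 499 per array, were left out. A probe was retained when well above background in at least 50% of the arrays, where the paper's methods ask for expression above background. This left 21470 of the 33153 probes that carry a gene symbol, and the brightest probe of each of 16025 genes was used. The probes well above background were 54.9% to 78.1% of all probes on the WT arrays (median 62.5%) and 44.5% to 61.6% on the Ifnar1-/- arrays (median 53.6%). No array held a saturated spot among these probes, with 0 on each.
Differences between groups were tested with limma, in 1 fit of the 16 group means with 16 residual degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method over the genes of a comparison, and a gene with an adjusted p under 0.05 is called changed. Gene set enrichment analysis (GSEA) was run with fgsea on genes ranked by log2 fold change, over 870 Reactome sets of 10 to 6000 genes. A set is called enriched at an adjusted p under 0.05 and an absolute normalized enrichment score (NES) above 1.5, the limits of the paper's methods. Lists of genes fixed in advance were tested with camera at its preset correlation between genes of 0.01. The arrays lie on 4 slides, and each slide holds the 8 treatments of 1 genotype with 1 replicate number. The genotypes are therefore on different slides, which were scanned on different days, and a difference between the genotypes in 1 treatment cannot be told apart from a difference between slides. A change with treatment within a genotype, and the difference between the changes of the 2 genotypes, can be.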

We performed a transcriptomic analysis of bone marrow-derived macrophages (BMDMs) during necrosome stimulation at a time point (6 h) when cell death is not detectable (Fig. S1A). 

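Relative to untreated WT BMDMs, IFNβ changed 5780 genes, of which 2167 were higher and 3613 lower. IFNβ+zVAD changed 6144 genes, with 2286 higher and 3858 lower. The change was at least 2-fold in 3812 of the genes changed by IFNβ and in 4103 of those changed by IFNβ+zVAD. The largest rises with IFNβ were in Ccl12 (log2 fold change 10.00), Serpina3g (9.33), Il6 (8.90), Cxcl9 (8.83) and Gbp4 (8.56), and the largest fall was in Zfyve28 (-5.72). With IFNβ+zVAD the largest rise was in Ptgs2 (9.76) and the largest fall in Peg12 (-6.10), which was above background on 0 of 2 arrays in these cells and so fell at least 51.1-fold. A fit of only the arrays of the groups compared moved the IFNβ+zVAD count most, to 3743 genes.
The balance between higher and lower genes depended on the scaling of the arrays. When each array was shifted to a common 75th percentile in place of quantile normalization, the higher genes went from 37.5% to 49.4% of the genes changed by IFNβ and from 37.2% to 48.1% of those changed by IFNβ+zVAD. The median log2 fold change of all genes went from -0.18 to -0.02 with IFNβ and from -0.17 to 0 with IFNβ+zVAD.
The changes with IFNβ and with IFNβ+zVAD had a Pearson correlation of 0.95 across 15742 genes, which are not independent replicates. The same untreated arrays enter both comparisons and alone would give a correlation of 0.5 among unchanged genes. With the replicates split so that no array entered both sides, the correlation was 0.82 and 0.87. Of the genes higher with IFNβ, 1894 (87.4%) were also higher with IFNβ+zVAD, and of the genes lower with IFNβ, 3218 (89.1%) were also lower.
In the direct comparison of IFNβ+zVAD with IFNβ, limma called 0 genes, and 637 genes had an unadjusted p under 0.05. The count was 21 with the slide as a block, the highest among the alternative fits. With 1 of the 4 arrays left out it ranged from 8 genes (without WT IFNβ replicate 1) to 52 genes (without WT IFNβ+zVAD replicate 1). When 200 genes drawn at random were changed in simulated arrays, 118 genes were called, 10 of them false. Each gene had its spread pooled over all groups, not the spread of this comparison. The calls found 81 of 100 genes changed by 2 log2 and 27 of 100 changed by 1 log2. These shares are averages over the genes drawn and do not hold for genes with a wider spread.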

Differential gene expression analysis was performed on BMMs at 6 h following treatment with IFNβ, and IFNβ+zVAD. 

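Tnf, which encodes TNFα, was measured by a probe on chromosome 17 of the mm9 assembly, from 35336795 to 35336854. Its log2 intensity was 10.36 ± 0.17 (SD, n = 2 arrays) in untreated WT BMDMs, 14.16 ± 0.42 with IFNβ and 15.67 ± 0.32 with IFNβ+zVAD. Relative to untreated cells it rose by 3.81 log2 with IFNβ (standard error 1.12, adjusted p = 0.0119 from limma) and by 5.31 log2 with IFNβ+zVAD (adjusted p = 0.000962). With 1 array left out, the adjusted p for IFNβ reached 0.0696 (without WT IFNβ replicate 2). Ifnb1 (chromosome 4, 88168023 to 88168082) rose by 4.75 log2 with IFNβ (standard error 1.02, adjusted p = 0.00122) and by 6.02 log2 with IFNβ+zVAD (adjusted p = 0.000133).
For interleukin 1, Il1a (chromosome 2, 129125994 to 129126053) had a log2 fold change of 0.97 with IFNβ (standard error 1.54, adjusted p = 0.69) and of 4.75 with IFNβ+zVAD (adjusted p = 0.0207). Its signal was above background on 1 of 2 arrays in untreated and in IFNβ-treated cells, and under a background correction by normexp its rise with IFNβ+zVAD was 1.81 log2. The adjusted p of this rise ranged from 0.00102 to 0.0542 over the alternative fits, and it was 0.144 without WT IFNβ+zVAD replicate 2. Il1b had a log2 fold change of 2.27 with IFNβ (adjusted p = 0.362) and of 3.04 with IFNβ+zVAD (adjusted p = 0.201). Cxcl1 (chromosome 5, 91321845 to 91321904) had a log2 fold change of 0.27 with IFNβ (standard error 1.47, adjusted p = 0.916), and with IFNβ+zVAD it was 13.0-fold higher than in untreated cells (adjusted p = 0.0537). The adjusted p for Cxcl1 with IFNβ+zVAD ranged from 0.00635 to 0.0794 over the alternative fits and was under 0.05 in 6 of them.
The standard errors pool the spread of all 16 groups, and for these genes the pair of Ifnar1-/- LPS+zVAD+Nec-1 arrays adds much of it, with Tnf at 12.98 ± 4.22 log2 (SD). The lowest adjusted p for Cxcl1, 0.00635, came from a fit without that pair, an alternative chosen after seeing the data. The same fit gave the lowest adjusted p for Il1b with IFNβ+zVAD, 0.00267, where the range over the alternatives reached 0.275.
Relative to IFNβ alone, IFNβ+zVAD raised Il1a by 3.78 log2 (unadjusted p = 0.0246), Cxcl1 by 3.42 log2 (unadjusted p = 0.0308), Tnf by 1.51 log2 (unadjusted p = 0.194) and Ifnb1 by 1.27 log2 (unadjusted p = 0.226), all with an adjusted p of 1. Over the alternative fits the adjusted p went down to 0.309 for Il1a, 0.406 for Cxcl1, 0.627 for Tnf and 0.768 for Ifnb1.

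**Figure D1:**
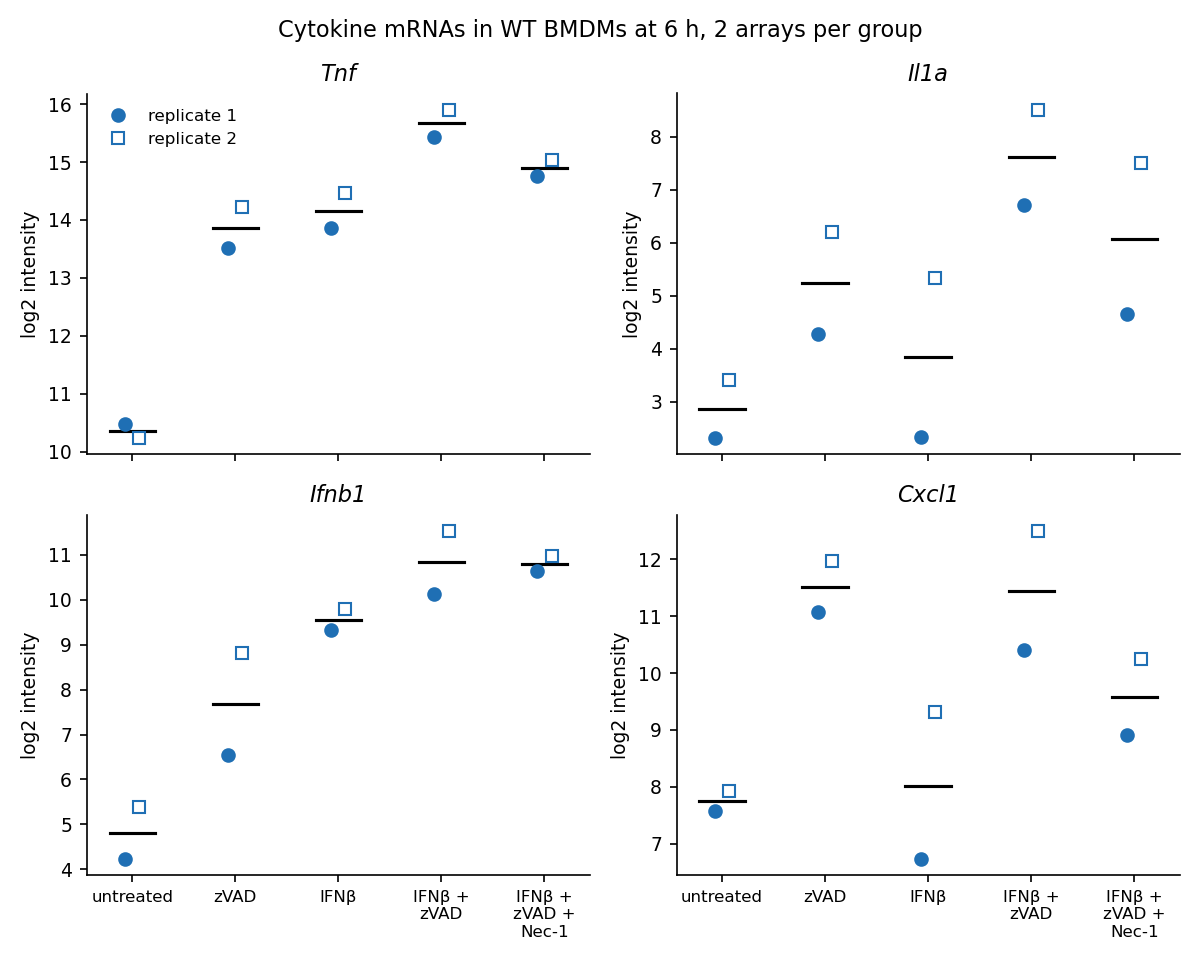
Log2 intensity (y axis) of Tnf, Il1a, Ifnb1 and Cxcl1 in WT BMDMs that were untreated or treated for 6 h with zVAD, IFNβ, IFNβ+zVAD or IFNβ+zVAD+Nec-1 (x axis), with the 2 arrays of each group as points and their mean as a bar. The mean of Cxcl1 was 11.52 with zVAD alone and 11.45 with IFNβ+zVAD.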

A 2D plot representing log_2_ fold-change of gene expression in cells treated with IFNβ relative to untreated WT BMDMs on the X-axis and log_2_FC of gene expression in cells treated with IFNβ+zVAD relative to untreated WT BMDMs on the Y-axis revealed a significant upregulation of various pro-inflammatory genes (e.g., *Tnfa, Il1, Ifnb, Cxcl1*) in cells stimulated with IFNβ+zVAD (Fig. 1A). In addition, gene set enrichment analysis (GSEA) revealed the upregulation of various pathways related to the inflammatory response (Figs. 1B–D and S1B–D). 

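Between IFNβ+zVAD and IFNβ, GSEA called 6 Reactome sets enriched, 4 of them up with zVAD and 2 down. The sets that went up were cholesterol biosynthesis (NES 1.99, adjusted p = 0.0216), class A rhodopsin-like receptors (NES 1.78, adjusted p = 0.0177), GPCR ligand binding (NES 1.77, adjusted p = 0.0148) and peptide ligand-binding receptors (NES 1.74, adjusted p = 0.044). Chemokine receptors bind chemokines, with 34 genes, had an NES of 1.59 (adjusted p = 0.18). The TLR4 cascade had an NES of 1.27 (adjusted p = 0.59) and signaling by interleukins, with 100 genes, an NES of 1.14 (adjusted p = 0.737).
Ranking the genes by limma's moderated statistic gave 0 sets, as did camera, at its preset or an estimated correlation, and fry. With 1 array left out the count ranged from 8 to 58 sets, the highest without WT IFNβ replicate 2. The interleukin set changed direction with the array left out, with an NES of -1.23 without WT IFNβ replicate 1 and 1.55 without WT IFNβ replicate 2. The chemokine set went from -1.18 without WT IFNβ replicate 1 to 1.77 without WT IFNβ replicate 2, where it was called (adjusted p = 0.0324). In the authors' normalized values the chemokine set was also called, with an NES of 1.90 (adjusted p = 0.0426, in a range over the alternatives run by GSEA up to 0.792). The TLR4 cascade was called without WT IFNβ replicate 2 (NES 1.81, adjusted p = 0.00859) and without WT IFNβ+zVAD replicate 1 (NES 1.68, adjusted p = 0.0411). The cholesterol set had an NES of 0.68 without WT IFNβ+zVAD replicate 1.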

No significant modulation of pathways related to protein translation was detected. 

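The Reactome set for translation, with 157 genes, had an NES of 0.76 between IFNβ+zVAD and IFNβ (adjusted p = 1), and mitochondrial translation had an NES of -0.75 (adjusted p = 1). When the arrays were shifted to a common 75th percentile, translation had an NES of 1.33 (adjusted p = 0.392, the lowest over the alternatives). A list of 87 genes of the cytosolic ribosome had a median log2 fold change of -0.004 (camera, adjusted p = 0.979), and 78 genes of the mitochondrial ribosome had a median of -0.05 (adjusted p = 0.417). A list of 54 translation initiation factors had a median of 0.09 (camera, adjusted p = 0.0242), with 41 of the genes higher and 13 lower. That result was not called by fry (adjusted p = 0.266) or with the correlation estimated from the data (adjusted p = 0.429).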

Analysis of the enriched leading edge gene sets revealed an upregulation of the TNFα signaling pathway during necroptosis stimulation, which resulted in an increased expression of various genes such as *TNFα, Cxcl1* and *Cxcl2*. 

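A list of 50 genes that TNF induces through NF-κB and MAPK was fixed in advance from general knowledge, and 45 of them were measured. Their median log2 fold change between IFNβ+zVAD and IFNβ was 0.76, with 42 genes higher and 3 lower (camera, adjusted p = 2.33e-17). Neither fry (adjusted p = 0.175) nor camera with an estimated correlation (adjusted p = 0.344) called this list, and over all 150 tests of lists camera called 64 at its preset correlation and 4 with the estimated one. No single gene of the list was called over all genes, with a count of 0 from limma. Adjusted over the list alone, 5 genes were higher, which were Egr1, Egr2, Plaur, Hbegf and Nr4a1, and Tnf, Cxcl1 and Cxcl2 were not among them. Cxcl2 rose by 2.82 log2 relative to IFNβ (standard error 1.44, unadjusted p = 0.065), and it had risen by 3.18 log2 with IFNβ relative to untreated cells (adjusted p = 0.0948) and by 6.00 log2 with IFNβ+zVAD (adjusted p = 0.00275). In the enrichment of the chemokine receptor set, the leading edge held Cxcl1, Cxcl2 and Cxcl3.
WT BMDMs treated with zVAD without IFNβ also had higher levels of these genes, with a median rise of the 45 genes of 1.54 log2 over untreated cells. Tnf rose by 3.51 log2 with zVAD alone (adjusted p = 0.59), Cxcl1 by 3.77 log2 (adjusted p = 0.724) and Cxcl2 by 4.85 log2 (adjusted p = 0.484). The adjusted p of Tnf was 0.0234 in the fit without the Ifnar1-/- LPS+zVAD+Nec-1 arrays, chosen after seeing the data, in a range over the alternatives up to 0.858. The difference between the change that zVAD made with IFNβ and the change it made without IFNβ was called by limma in 0 genes, with 251 at an unadjusted p under 0.05 and up to 4 in the alternative fits.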

Upregulation of the inflammatory response during necroptosis stimulation by IFNβ+zVAD treatment was significantly reduced in cells treated with Necrostatin-1 (Nec-1), which blocks the kinase activity of RipK1 and inhibits RipK1-RipK3 interaction [28] (Figs. 1C and S1B). 

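Between IFNβ+zVAD+Nec-1 and IFNβ+zVAD in WT BMDMs, limma called 0 of 16024 genes, with 620 at an unadjusted p under 0.05. The count was 24 without a filter on dim probes, the highest of the alternative fits. With 1 array left out it ranged from 6 genes (without WT IFNβ+zVAD+Nec-1 replicate 1) to 209 genes (without WT IFNβ+zVAD+Nec-1 replicate 2). In simulated data with the same pooled spread and 200 changed genes, 107 were called in this comparison, 4 of them false. The log2 fold change with Nec-1 was -0.77 for Tnf (standard error 1.12), -1.54 for Il1a, -1.87 for Cxcl1, -1.82 for Cxcl2 and -0.03 for Ifnb1, each with an adjusted p of 1. The lowest adjusted p over the alternative fits was 0.987 for Tnf, 0.81 for Cxcl1 and 0.789 for Cxcl2.
The list of TNF-induced genes had a median log2 fold change of -0.66 with Nec-1, with 2 genes higher and 43 lower (camera, adjusted p = 1.96e-13, with fry 0.357 and with an estimated correlation 0.413). A list of 10 ARE-containing transcripts that the paper names had a median of -0.77 (camera, adjusted p = 0.00379). Of the Reactome sets, 23 were enriched, 13 up and 10 down, and ranking by the moderated statistic moved this count to 49. Chemokine receptors bind chemokines had an NES of -1.95 (adjusted p = 0.0251, with camera 0.0828, with an estimated correlation 0.976 and with fry 0.865), cytokine signaling an NES of -1.60 (adjusted p = 0.0251), and signaling by interleukins an NES of -1.39 (adjusted p = 0.408, and called without WT IFNβ+zVAD replicate 1 at -1.64, adjusted p = 0.047). Mitochondrial translation went up with an NES of 1.93 (adjusted p = 0.00446, with an estimated correlation 0.976 and with fry 0.865), and it was not called without WT IFNβ+zVAD replicate 2 (adjusted p = 0.14) or without WT IFNβ+zVAD+Nec-1 replicate 2 (adjusted p = 0.212). Without WT IFNβ+zVAD+Nec-1 replicate 2 the count of sets was 0, and without WT IFNβ+zVAD replicate 2 the chemokine set had an NES of -1.10 (adjusted p = 0.877). It was also not called without either of the arrays with Nec-1 (adjusted p = 0.512 and 0.125).
The IFNβ+zVAD arrays enter both the comparison with IFNβ and the comparison with Nec-1, and this alone gives a correlation of -0.5 across unchanged genes. Across all genes, which are not independent replicates, the correlation was -0.39, and with the replicates split so that no array was shared it was -0.09 and -0.05. For the 45 list genes with the replicates split in the same way, 42 and 40 were lower with Nec-1 and 43 and 43 were higher with zVAD. No gene was called in both comparisons, with a limma count of 0. At an unadjusted p under 0.05, 288 genes were higher with zVAD, 298 were lower with Nec-1, and 77 were both. In 100 simulations with no change the mean of this overlap was 71.9 and the highest 93. The simulations took the spread of each gene as known and were not matched to the 288 and 298 genes. They cannot decide whether an overlap of 77 is more than unchanged genes would give.
The paper states that necroptosis stimulation induces an inflammatory storm (Fig. 1).

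**Figure D2:**
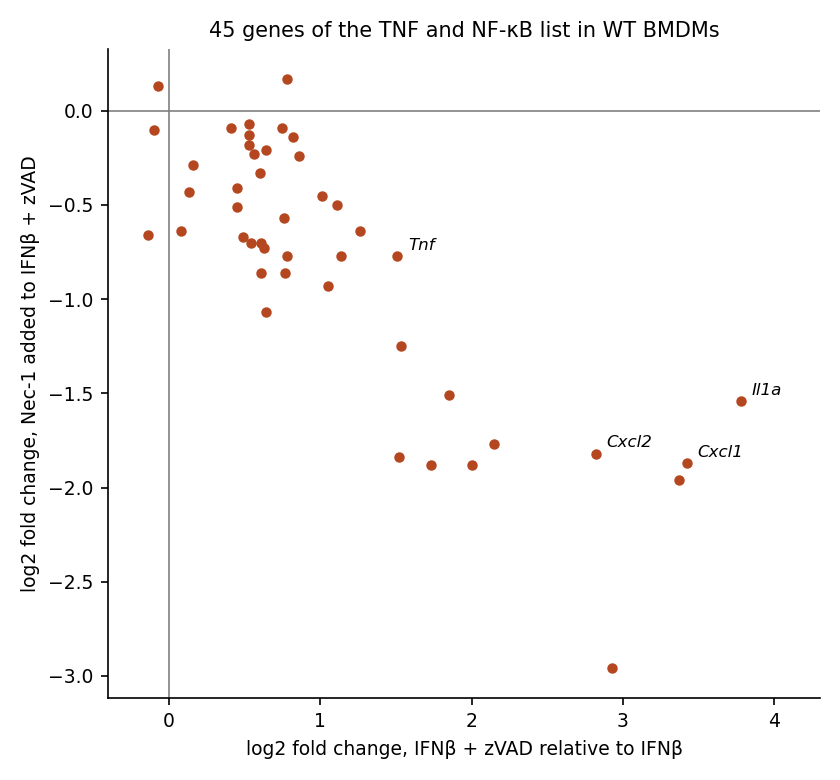
The 45 measured genes of the TNF and NF-κB list in WT BMDMs, with the log2 fold change of IFNβ+zVAD relative to IFNβ on the x axis and that of IFNβ+zVAD+Nec-1 relative to IFNβ+zVAD on the y axis, 1 point per gene. Most genes lie at a positive x and a negative y, and the arrays common to both axes add to this slope.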

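Between LPS+zVAD and LPS in WT BMDMs, 5546 genes were changed, 2064 higher and 3482 lower, and 3736 of them by at least 2-fold. A fit of only these arrays gave 1682 genes, the lowest of the alternatives, and without WT LPS+zVAD replicate 2 the count was 3563. The largest rise was in Cxcr4 (log2 fold change 7.40, standard error 1.05, adjusted p = 2.87e-05), followed by Trim69 (7.35), Plau (7.31) and Hbegf (7.18). The largest falls were in Pdgfrb and Gfi1 (both -6.66), where the Pdgfrb signal was above background on 1 of 2 LPS+zVAD arrays. Ifnb1 rose by 5.04 log2 (adjusted p = 0.000733), Ripk1 by 1.18 log2 (adjusted p = 1.31e-05) and Ripk3 by 1.55 log2 (adjusted p = 0.000279). With only these arrays fitted the adjusted p of Ripk1 was 0.0608 and that of Ripk3 0.0838, the highest over the alternatives. Tnf rose by 1.82 log2 (adjusted p = 0.235), Cxcl1 by 3.51 log2 (adjusted p = 0.0722) and Cxcl2 by 3.27 log2 (adjusted p = 0.0889). The adjusted p ranged over the alternatives from 0.0131 to 0.329 for Tnf, from 0.00949 to 0.108 for Cxcl1 and from 0.0251 to 0.131 for Cxcl2. It was under 0.05 in 1, 5 and 4 fits, and for Tnf only in the fit without the Ifnar1-/- LPS+zVAD+Nec-1 arrays that was chosen after seeing the data. Il1a had a log2 fold change of -0.48 and Il1b of -2.08 (adjusted p = 0.431).
GSEA called 25 sets, 16 up and 9 down, and the count was 90 with camera and 428 with fry. Peptide chain elongation had an NES of 2.04 (adjusted p = 0.00133) and GPCR ligand binding an NES of 1.53 (adjusted p = 0.0431), while mitochondrial translation had an NES of -1.85 (adjusted p = 0.00711) and C-type lectin receptors an NES of -1.61. The chemokine set had an NES of 1.45 (adjusted p = 0.336), the TLR4 cascade 1.04 (adjusted p = 0.728) and signaling by interleukins -1.01 (adjusted p = 0.763), which was 1.03 in the authors' normalized values. Translation had an NES of 0.60 (adjusted p = 1), and it was called under the 75th percentile shift, with an NES of 1.76 (adjusted p = 0.00203). Without WT LPS replicate 2, mitochondrial translation had an NES of -1.54 (adjusted p = 0.139) and the count of sets was 14.
The list of TNF-induced genes had a median log2 fold change of 0.61 (camera, adjusted p = 0.000498, with fry 0.0963), with 16 genes called higher and 3 lower both over all genes and adjusted over the list alone. The cytosolic ribosome list had a median of 0.14 (adjusted p = 0.00477), with 77 genes higher and 10 lower, and the mitochondrial ribosome list a median of -0.50 (adjusted p = 3.14e-05), with 41 genes called lower and 3 higher.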

Comparison of GSEA in cells treated with LPS+zVAD relative to LPS revealed similar upregulation of the inflammatory pathways (Fig. S1E).

**Fig. 1:**
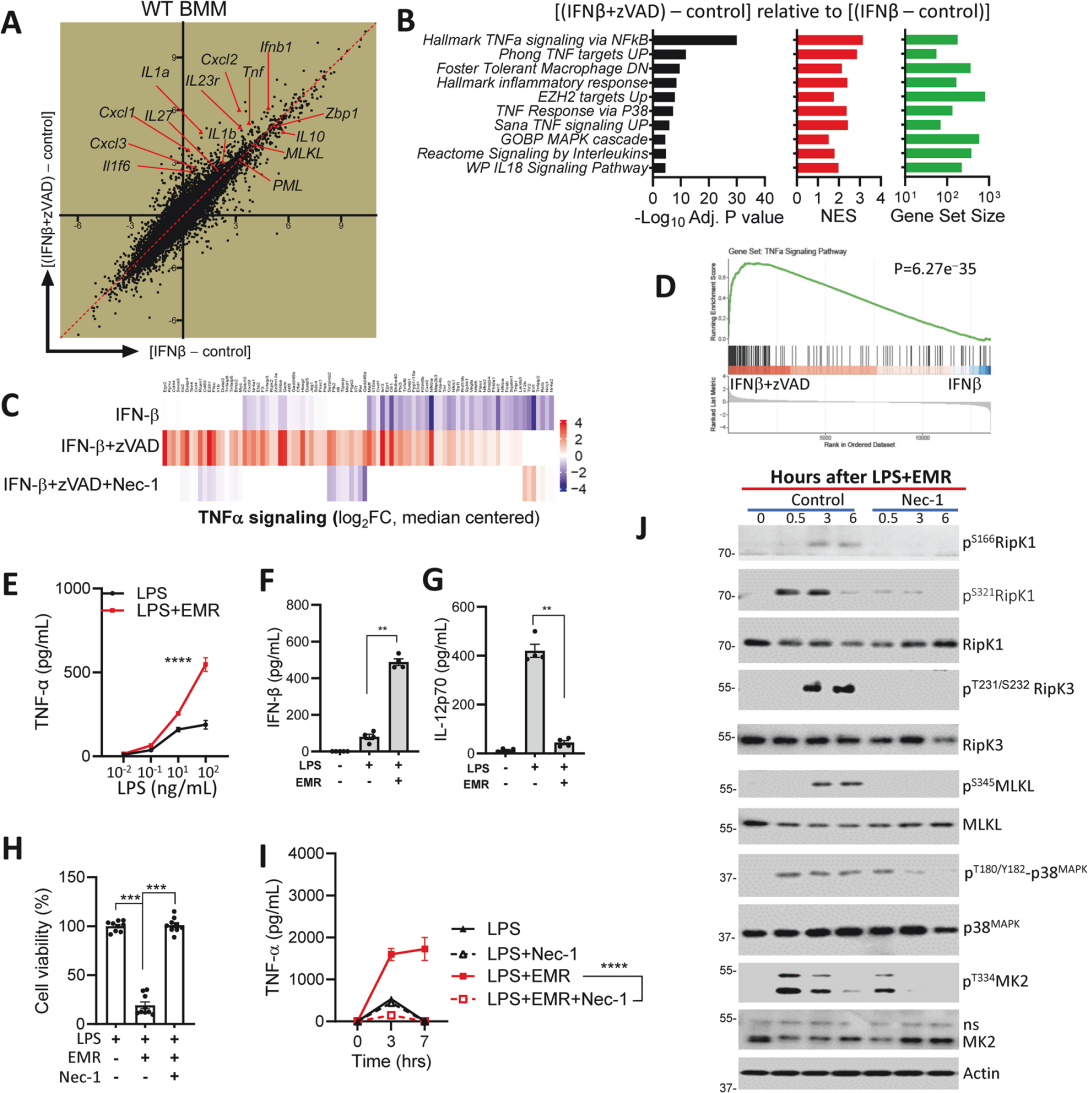
Necroptosis stimulation induces an inflammatory storm. WT BMDMs were treated with IFNβ (100 U/mL), zVAD-fmk (50 µM), and Nec-1 (10 µM). At 6 h, differential gene expression and GSEA were performed on microarray data comparing WT BMDMs treated with IFNβ, IFNβ + zVAD, and IFNβ + zVAD+Nec1 (**A**–**D**). Expression of TNFα was measured in the supernatants collected at 7 h after treating the WT BMDMs with EMR (10 µM) and different LPS concentrations (**E**). Expression of IFNβ, and IL-12p70 was measured in the supernatants collected at 7 h after treating the WT BMDMs with LPS (1 ng/mL) and EMR (10 µM) at 7 h (**F**, **G**). **H**, **I** WT BMDMs were stimulated with LPS (1 ng/mL), EMR (10 µM), Nec1-s (10 µM) and the impact on cell death was evaluated at 24 h by MTT (**H**). Secretion of TNFα was measured in supernatants collected at 7 h (**I**), and the activation of various proteins was evaluated by performing western blotting of cell extracts collected at various time intervals (**J**). Each experiment was repeated at least three times. (**P < 0.01, ***P < 0.001, ****P < 0.0001).

Treatment of BMDMs with LPS and the pan-caspase inhibitor Q-VD-OPh or the caspase-8 inhibitor (zIETD-fmk) does not induce necroptosis [29]. Although zVAD-fmk is a pan-caspase inhibitor, it blocks the caspase-8–cFLIPs heterodimer more efficiently than the zIETD-fmk or Q-VD-OPh, hence favoring necroptosis [30, 31]. Recently, it has been reported that the caspase inhibitor Emricasan (EMR) promotes necroptosis at reduced concentrations, due to its increased specificity towards caspase-8, which results in better inhibition of the cFLIP-caspase-8 heterodimers [32]. We, therefore, treated cells with LPS and EMR and measured the impact on cytokine expression and cell death. Treatment of cells with LPS+zVAD or LPS + EMR resulted in similar secretion of TNFα in cell supernatants (at 6 h) (Fig. S1F) and cell death (24 h) (Fig. S1G). In correlation with increased transcription, the levels of secreted TNFα and IFNβ were increased in cells during necroptosis stimulation (treatment with LPS + EMR) (Fig. 1E, F). Necroptosis stimulation did not result in an upregulation of all cytokines, since there was no impact on the expression of the anti-inflammatory cytokine IL-10 (Fig. S1H). On the contrary, the expression of IL-12 (Fig. 1G) and IL-6 (Fig. S1I) was significantly suppressed during necroptosis stimulation. These results indicate that while there is a global augmentation of inflammatory response during necroptosis stimulation (Fig. 1D), the expression of some cytokines is selectively downregulated.

Induction of necroptosis by LPS (Fig. 1H), IFNβ (Fig. S1J), or TNFα (Fig. S1L) was inhibited by Nec-1. In contrast to IFNβ, treatment of cells with IFNγ did not induce necroptosis (Fig. S1K). Interestingly, treatment of cells with Nec-1 during necroptosis stimulation resulted in a significant reduction in the levels of secreted TNFα (Fig. 1I), indicating that the activation of RipK1 is responsible for the augmentation of inflammatory responses. Western blotting of cell extracts at various time intervals post-necroptosis stimulation revealed that Nec-1 inhibited the phosphorylation of RipK1 and its downstream targets RipK3 and MLKL as expected (Fig. 1J). Since the S321 phosphorylation of RipK1 has been reported to be mediated by the MAPK-activated protein kinase 2 (MAPKAPK2, or MK2) [33–35], and that MK2 promotes the stability of TNFα mRNA [36, 37], we tested the impact of Nec-1 on the activation (phosphorylation) of MK2. Our results indicate that Nec-1 also inhibited the activation of MK2 (Fig. 1J). In addition to the activation by p38MAPK [38], MK2 has also been shown to be activated by ERK1/2 [39, 40]. Our results indicate that the activation of ERK1/2 was also noticeably inhibited by Nec-1 during necrosome activation (Fig. S1M).

Overall, these results indicate that the RipK1-dependent p38^MAPK^ pathway promotes inflammation during necrosome activation.

### ISGF3 restricts TNFα expression during necroptosis stimulation

Type I interferon has been shown to be a key driver of the cytokine storm during viral infections [41], and we have previously reported that *Ifnar1*^*−/−*^ macrophages are significantly resistant to necroptosis [16]. We, therefore, evaluated the impact of the TLR-adapter proteins, MyD88 and TRIF, and the transcription factors downstream of IFNAR1 that might impact TNFα expression during necroptosis stimulation. TRIF-deficient (*Ticam1*^*−/−*^) BMDMs were highly resistant to necroptosis in response to TLR4 engagement, and this was bolstered further in macrophages deficient in both *MyD88* and *Ticam1* (Fig. 2A–D). In WT BMDMs, TNFα expression was detectable at 6 h, which was strongly reduced at 24 h (Fig. 2A). Since TNFα mRNA is highly susceptible to degradation [36, 42], it is possible that the reduction of TNFα levels at 24 h may be related to RNA decay. In *MyD88*^*−/−*^ macrophages, TNFα expression was undetectable, indicating that MyD88 is indispensable for the transcription of TNFα during necroptosis stimulation (Fig. 2B). On the other hand, *Ticam1*^*−/−*^ BMDMs displayed an augmentation in the expression of TNFα at 24 h post stimulation in comparison to WT or *MyD88*^*−/−*^ macrophages, implying that TRIF-signaling may promote the degradation of TNFα (Fig. 2C). The upregulation of TNFα in *Ticam1*^*−/−*^ BMDMs was abrogated by concomitant deletion of *MyD88* (Fig. 2D). In contrast to TNFα, the expression of type I interferon was promoted by TRIF signaling (Fig. 2A–D). These results indicate that the two key adapter proteins, MyD88 and TRIF, that promote TLR4 signaling have opposite impacts on TNFα expression. MyD88 promotes the early expression of TNFα, whereas TRIF possibly compromises the maintenance of TNFα.

**Fig. 2:**
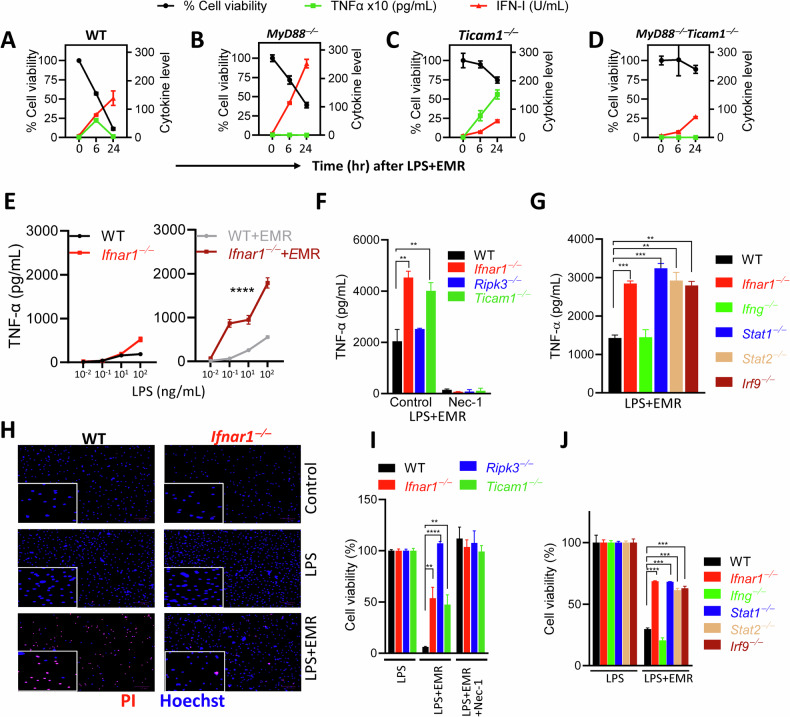
ISGF3 restricts TNFα expression during necroptosis stimulation. **A**–**D** WT, *MyD88*^*−/−*^, *Ticam1*^*−/−*^, and *Myd88*^*−/−*^*Ticam1*^*−/−*^ BMDMs were treated with LPS (1 ng/mL) and EMR (10 µM). At various time intervals cell death was measured by MTT, and expression of TNFα and IFN-1 was measured in the supernatants by ELISA and bioassay respectively. **E** TNFα levels were measured in the supernatants of WT and *Ifnar1*^*−/−*^ BMDMs at 7 h following treatment with different concentrations of LPS and EMR (10 µM). **F**, **G** TNFα levels were measured in the supernatants of BMDMs of various genotypes at 7 h following treatment with LPS (1 ng/mL), EMR (10 µM) and Nec-1 (10 µM). **H**–**J** Cell death was evaluated at 24 h by staining cells with PI and Hoechst (**H**) or by the MTT assay (**I**, **J**). Each experiment was repeated at least three times. (**P < 0.01, ***P < 0.001, ****P < 0.0001).

In response to LPS stimulation, *Ifnar1*^*−/−*^BMDMs displayed only a minor increase in TNFα expression in comparison to WT cells (Fig. 2E). On the other hand, necroptotic stimulation (LPS + EMR) of *Ifnar1*^*−/−*^BMDMs resulted in a substantial increase in TNFα expression in comparison to WT cells (Fig. 2E). *Ifnar1*^*−/−*^ or *Ticam1*^*−/−*^macrophages displayed a similar augmentation in TNFα expression in contrast to WT cells, which was abrogated by treatment of cells with Nec-1 (Fig. 2F). Deficiency of the necrosome interacting protein RipK3 had no impact on TNFα expression (Fig. 2F). IFNAR1 signaling results in the phosphorylation driven assembly of STAT1, STAT2 and IRF9, collectively called ISGF3, which promotes the transcription of genes that harbor an ISRE element in the promoter [43, 44]. Our results indicate that *Stat1*^*−/−*^*, Stat2*^*−/−*^, or *Irf9*^*−/−*^macrophages express increased levels of TNFα in comparison to WT macrophages (Fig. 2G). Interestingly, IFN-γ, which induces cell signaling by promoting the binding of STAT1 to the promoters of genes that harbor a GAS element [43], did not impact the expression of TNFα (Fig. 2G). These results indicate that the IFNAR1-induced ISGF3 signaling is responsible for the reduction of TNFα levels during necroptosis stimulation. In contrast to the inhibitory impact of ISGF3 on TNFα expression, ISGF3 promoted the expression of IL-10 (Fig. S2A, B).

Staining of BMDMs with PI+Hoechst at 24 h post stimulation revealed that *Ifnar1*^*−/−*^macrophages are highly resistant to necroptosis (Fig. 2H). Very little cell death was detectable at 6 h post stimulation (Fig. S2C). *Ifnar1*^*−/−*^ or *Ticam1*^*−/−*^macrophages displayed a similar reduction in necroptosis following LPS + EMR stimulation in comparison to *RipK3*^*−/−*^ macrophages that displayed complete resistance (Fig. 2I). In addition, *Ifnar1*^*−/−*^, but not *Ticam1*^*−/−*^ macrophages displayed a significant reduction in necroptosis following stimulation by TNFα + EMR or IFNβ + EMR (Fig. S2D, E). Macrophages deficient in the ISGF3 members (*Stat1, Stat2*, or *Irf9*) displayed enhanced resistance to necroptosis induced by LPS + EMR (Fig. 2J) or TNFα + EMR (Fig. S2F). Overall, these results indicate that ISGF3 signaling promotes necroptosis of macrophages but restricts the expression of TNFα.

### Modulation of inflammatory response by IFNAR1- signaling during necroptosis stimulation

Microarray analysis revealed that the transcription of various inflammatory genes was upregulated during necrosome activation of *Ifnar1*^*−/−*^macrophages (Fig. 3A). 

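Relative to untreated cells of the same genotype, LPS+zVAD changed 8226 genes in WT BMDMs, with 2900 higher and 5326 lower, and 4654 genes in Ifnar1-/- BMDMs, with 1732 higher and 2922 lower. Under a shift to a common 75th percentile the WT split was 3598 higher and 4089 lower, and that in Ifnar1-/- cells 1798 higher and 2266 lower. The Ifnar1-/- count was 2564 without Ifnar1-/- LPS+zVAD replicate 1. The 2 responses had a correlation of 0.73 across genes, which are not independent replicates. The difference between them was tested directly, and 2612 genes differed, of which 1833 rose more or fell less in Ifnar1-/- cells and 779 rose less or fell more. The count was 4895 with the slide as a block, the alternative that moved it most, and 1444 without Ifnar1-/- LPS+zVAD replicate 2. The share of the first direction went from 70.2% to 57.3% when the arrays were shifted to a common 75th percentile.
Tnf rose by 7.73 log2 in WT and 8.04 log2 in Ifnar1-/- cells, a difference of 0.31 (adjusted p = 0.932), which was -0.54 under that shift. Il6 rose by 11.98 and 13.02 log2, a difference of 1.04 (adjusted p = 0.824), and in untreated Ifnar1-/- cells its signal was above background on 0 of 2 arrays, so that the rise there was at least 2460-fold. Cxcl1 rose by 9.25 and 11.12 log2 (difference 1.86, adjusted p = 0.625), Cxcl3 by 9.03 and 12.84 log2 (at least 3180-fold in Ifnar1-/- cells, difference 3.81, adjusted p = 0.54) and Il1b by 5.13 and 9.97 log2 (difference 4.84, adjusted p = 0.226). Over the alternative fits the adjusted p of the difference reached down to 0.0128 for Cxcl1, 0.0156 for Cxcl3 and 0.00315 for Il1b. The rise of Il1b in WT cells was called at an adjusted p of 0.0228, and with any 1 of the 4 arrays left out it was not, with 0.0559 to 0.102.
Between the genotypes in LPS+zVAD, Tnf had a log2 intensity of 18.09 ± 0.22 (SD, n = 2 arrays) in WT and 18.05 ± 0.05 in Ifnar1-/- BMDMs, and Il6 of 15.46 ± 0.86 and 15.49 ± 0.19. The log2 fold change of Ifnar1-/- relative to WT was -0.04 for Tnf (adjusted p = 0.983), 0.02 for Il6 (adjusted p = 0.992), 0.28 for Cxcl1 (adjusted p = 0.902), 3.06 for Cxcl3 (standard error 2.49, adjusted p = 0.363), 0.97 for Il1a (adjusted p = 0.662) and 1.69 for Il1b (adjusted p = 0.496). Under the shift to a common percentile Il6 and Cxcl1 changed sign, to -0.66 and -0.60. With only the arrays compared, the adjusted p was 0.00882 for Cxcl3, 0.0335 for Il1a and 0.0148 for Il1b, the lowest in ranges that went up to 0.461, 0.761 and 0.721. Il10 was lower in Ifnar1-/- cells, with a log2 fold change of -3.01 (standard error 0.75, adjusted p = 0.00355). Mlkl rose by 3.86 log2 in WT and 1.04 log2 in Ifnar1-/- cells, a difference of -2.82 (adjusted p = 8.32e-05).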

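In BMDMs treated with LPS+zVAD, 6022 genes differed between Ifnar1-/- and WT, with 4125 higher and 1897 lower in Ifnar1-/- cells. The fit with replicate block gave 7459, and 3991 genes differed by at least 2-fold. Without Ifnar1-/- LPS+zVAD replicate 2 the count was 3955. The genes higher in Ifnar1-/- cells were 68.5% of those called, and 51.7% when the arrays were shifted to a common 75th percentile, where the median of all genes went from 0.13 to -0.21 log2. GSEA called 61 sets, 45 up and 16 down in Ifnar1-/- cells, and fry moved this count most, to 665, while camera with an estimated correlation called 0.
Interferon gamma signaling, with 87 genes, had an NES of -3.04 (adjusted p = 7.04e-18), and interferon alpha/beta signaling, with 23 genes, an NES of -1.92 (adjusted p = 0.0183, and 0.069 without Ifnar1-/- LPS+zVAD replicate 1). The set that joins them, interferon signaling, had an NES of -3.05 (adjusted p = 1.71e-20). The largest falls were in Oas1a (-12.36 log2, standard error 1.01, adjusted p = 3.34e-08) and, among genes named by the paper or the lists, Usp18 (-10.97 log2, standard error 0.39, adjusted p = 2.67e-13). Oas1a was above background on 1 of 2 Ifnar1-/- arrays. The log2 fold change was -3.68 for Mlkl (adjusted p = 7.62e-09), -4.76 for Zbp1 (adjusted p = 2.45e-06), -4.48 for Pml (adjusted p = 5.17e-09) and -4.63 for Irf9 (adjusted p = 8.24e-11).
A list of 25 interferon-stimulated genes had a median log2 fold change of -5.59 (camera, adjusted p = 5.14e-26), and fry and the estimated correlation called it too, with adjusted p of 4.81e-12 and 0.00933. Of its genes, 21 were called lower, or 23 adjusted over the list alone, and Isg15 had a log2 fold change of 0.26, which was -0.53 under the percentile shift and is -1.06 on its other probe. The list was already lower in untreated Ifnar1-/- cells, with a median of -5.78. Some members rose more with LPS+zVAD in Ifnar1-/- cells, from this lower level. Oasl1 rose by 4.37 log2 in WT and by 11.54 log2 (at least 1570-fold) in Ifnar1-/- cells, a difference of 7.17 (adjusted p = 0.00341), and in untreated cells it was at least 568-fold lower in Ifnar1-/- than in WT. Ifit1 rose by 5.22 and 11.40 log2 (at least 693-fold in Ifnar1-/- cells), a difference of 6.18 (adjusted p = 0.0183, and 0.107 with the normexp correction, the highest over the alternatives). This difference was not called without WT untreated replicate 1 (6 log2) or Ifnar1-/- untreated replicate 1 (6.2 log2). The same held without WT LPS+zVAD replicate 2 (6.07 log2) or Ifnar1-/- LPS+zVAD replicate 1 (5.94 log2). In LPS+zVAD, the log2 fold change of Ifnar1-/- relative to WT cells was -2.90 for Oasl1 (adjusted p = 0.0417). That call was lost with the slide as a block (adjusted p = 0.0546) and without a filter on dim probes (0.0631). Oasl1 was also not called with any 1 array left out, at -2.98 to -2.81 log2. For Ifit1 the log2 fold change was -3.13 (adjusted p = 0.0501), and it was called in 8 alternative fits. Its adjusted p was 0.0233 in the fit with the replicate block, in a range over the alternatives from 0.00073 to 0.0751.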

As expected, the gene set enrichment analysis revealed a downregulation of type I and type II interferon response in *Ifnar1*^*−/−*^macrophages relative to WT cells (Fig. 3B). 

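Of 6 genes of mRNA editing in a list fixed in advance, 4 were measured above background in BMDMs, too few for a set test. Relative to WT cells in LPS+zVAD, Ifnar1-/- cells had lower Adar (-3.30 log2, standard error 0.18, adjusted p = 1.65e-10), Apobec3 (-1.40 log2, standard error 0.41, adjusted p = 0.0118) and Apobec1 (-1.09 log2, standard error 0.40, adjusted p = 0.0382), and higher Adarb1 (2.26 log2, standard error 0.69, adjusted p = 0.0148). The same 1 higher and 3 lower genes were called adjusted over the list alone, and their median was -1.24. Adar was lower in untreated Ifnar1-/- cells too (-2.18 log2, adjusted p = 2.83e-07), and LPS+zVAD changed it by 1.01 log2 in WT and by -0.11 log2 in Ifnar1-/- cells, a difference of -1.12 (adjusted p = 0.00631). The adjusted p ranged over the alternatives up to 0.0609 for Apobec1, with 4 fits not under 0.05, and up to 0.179 for Apobec3, in the authors' normalized values. Without WT LPS+zVAD replicate 1 it was 0.254 for Apobec1 and 0.113 for Adarb1, and without Ifnar1-/- LPS+zVAD replicate 2 it was 0.141 for Apobec3.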

Interestingly, WT cells displayed a significant enrichment in the upregulation of the mRNA editing pathway relative to *Ifnar1*^*−/−*^cells. In contrast, the pathways related to ROS detoxification, RNA modification, cholesterol biosynthesis and protein translation were enriched in *Ifnar1*^*−/−*^macrophages relative to WT cells. 

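For the detoxification of reactive oxygen species, the Reactome set had an NES of 1.31 in Ifnar1-/- relative to WT BMDMs in LPS+zVAD (adjusted p = 0.402), with 8 genes called higher and 1 lower, and of the alternatives only fry called it (adjusted p = 4.26e-07). A list of 18 antioxidant genes regulated by the transcription factor NRF2 had a median log2 fold change of 1.27 (camera, adjusted p = 0.000132, with fry 1.51e-05), with 13 genes called higher and 0 lower, or 15 higher adjusted over the list alone. In that list, Gsr was higher by 2.20 log2 (standard error 0.38, adjusted p = 0.000162), Nqo1 by 1.71 log2 (adjusted p = 0.00176) and Hmox1 by 1.76 log2 (standard error 0.42, adjusted p = 0.00275). Hmox1 was not called without WT LPS+zVAD replicate 2 (adjusted p = 0.0558) or under the 75th percentile shift (1.05 log2, adjusted p = 0.0649, the highest over the alternatives).
For RNA modification, a list of 52 genes had a median of 0.72 (camera, adjusted p = 0.00231, with fry 6.63e-05), with 24 genes called higher and 2 lower, or 26 and 2 adjusted over the list alone. Cholesterol biosynthesis had an NES of 1.75 (adjusted p = 0.0307, in a range over the alternatives run by GSEA up to 0.25), which was 1.51 without WT LPS+zVAD replicate 2 (adjusted p = 0.189). The corresponding list of 22 genes had a median of 0.96 (camera, adjusted p = 0.0303, with fry 0.0481 and with an estimated correlation 0.872), and 7 genes were called higher, among them Mvd at 2.32 log2 (standard error 0.38, adjusted p = 0.000103).
Translation had an NES of 1.45 (adjusted p = 0.11), and its direction depended on the scaling, with an NES of -1.47 under the 75th percentile shift. It was called when ranked by the moderated statistic (NES 1.63, adjusted p = 0.00624) and by fry (adjusted p = 6.09e-05), and not by camera with a preset correlation (adjusted p = 0.0858) or an estimated one (adjusted p = 0.715). Mitochondrial translation had an NES of 1.87 (adjusted p = 0.00114), with 54 genes called higher and 3 lower, and it went up under each scaling. The list of 78 mitochondrial ribosomal genes had a median of 0.66 (camera, adjusted p = 3.11e-06), with 50 genes called higher and 3 lower, or 51 and 4 adjusted over the list alone. The 87 cytosolic ribosomal genes had a median of 0.17 (camera, adjusted p = 0.293, with fry 0.0126), with 10 called higher over all genes and 0 adjusted over the list alone. Under the percentile shift this median was -0.67 (adjusted p = 3.19e-07), with 43 genes called lower. The 54 initiation factors had a median of 0.27 (camera, adjusted p = 0.375, with fry 0.000947), and of -0.09 under the percentile shift, with 16 genes called higher and 4 lower.

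**Figure D3:**
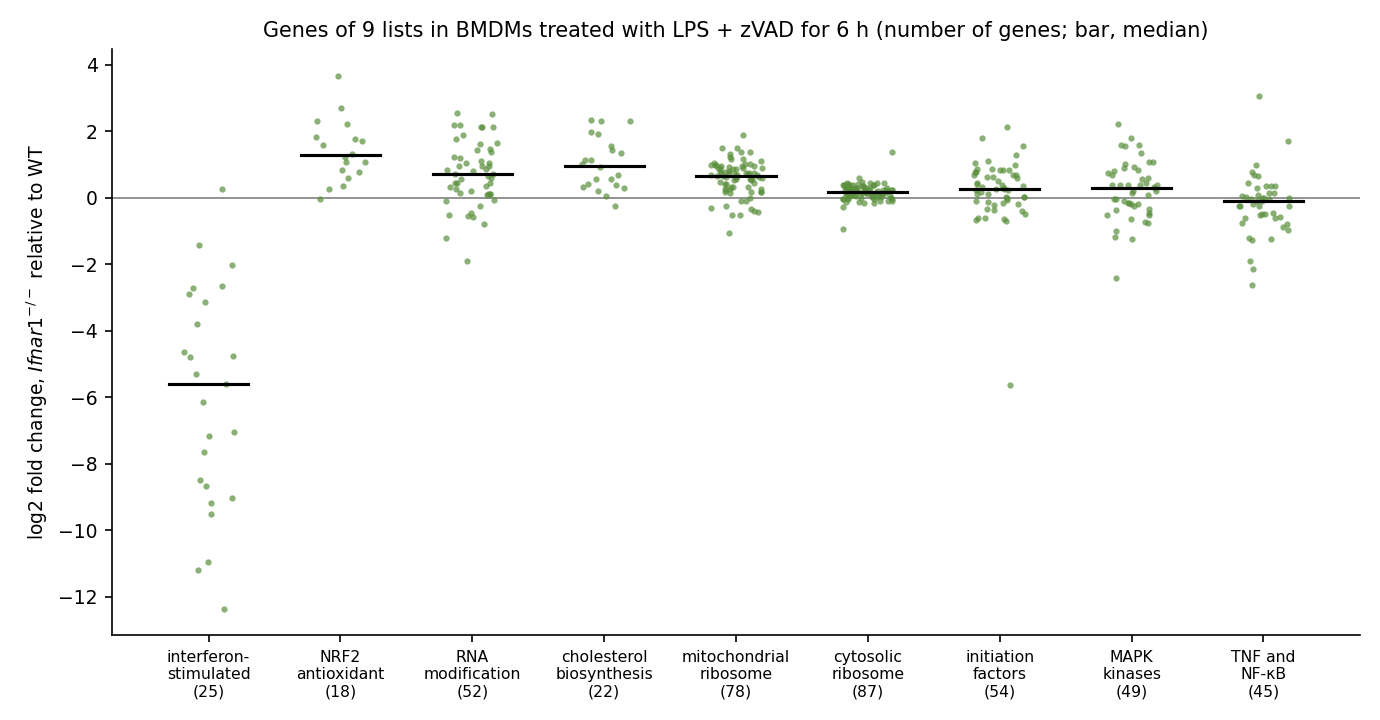
Log2 fold change of Ifnar1-/- relative to WT BMDMs treated with LPS+zVAD for 6 h (y axis) for the genes of 9 lists (x axis, with the number of genes), 1 point per gene and a bar at the median. The interferon-stimulated genes lie lowest, and under the 75th percentile shift the medians of the cytosolic ribosome, the initiation factors and the MAPK kinases fall below 0.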

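Among the MAPK genes, Mapk14, which encodes p38α, was higher in Ifnar1-/- than in WT BMDMs in LPS+zVAD by 1.58 log2 (standard error 0.40, adjusted p = 0.00404), and Mapk3 by 0.90 log2 (standard error 0.24, adjusted p = 0.00531). LPS+zVAD changed Mapk14 by -2.23 log2 in WT and by -0.05 log2 in Ifnar1-/- cells, a difference of 2.18 (adjusted p = 0.0119). Without WT LPS+zVAD replicate 2, Mapk14 differed between the genotypes by 1.05 log2 (adjusted p = 0.0919). Mapkapk2, which encodes MK2, had a log2 fold change of 0.09 (adjusted p = 0.901) and Dusp1 of -0.18. Map2k6 had a log2 fold change of -2.43 (adjusted p = 0.113), with its signal above background on 0 of 2 Ifnar1-/- arrays. The adjusted p for Map2k6 ranged from 0.00715 to 0.634 over the alternatives and was under 0.05 in 3 of them, 1 of which was the replicate block, with 0.0487. A list of 49 kinases of the MAPK pathways had a median of 0.29 (camera, adjusted p = 0.755, with fry 0.00728), and of -0.09 under the shift to a common 75th percentile. In this list 12 genes were called higher and 4 lower, or 11 and 3 adjusted over the list alone. The Reactome set of MAPK targets had an NES of 0.59 (adjusted p = 0.996), which was -0.47 in the authors' normalized values, and 5 of its genes were called higher and 2 lower.
Among inflammatory genes, the 45 TNF-induced genes had a median of -0.11 (camera, adjusted p = 0.061, with fry 0.721), with 0 genes called higher and 3 lower by limma, and 0 and 1 adjusted over the list alone. Under the percentile shift the median was -0.74, with 9 genes called lower. In the difference between the genotypes' responses to LPS+zVAD the median of this list was -0.14 (camera, adjusted p = 0.0281), with 7 genes called lower. In the Reactome set of the innate immune system, 135 genes were called higher and 60 lower, and the NES was -1.07 (adjusted p = 0.486). The wider immune system set, with 762 genes, was called lower (GSEA, NES -1.77, adjusted p = 3.54e-09). Cytokine signaling, with 234 genes, was called lower too (GSEA, NES -2.68, adjusted p = 1.58e-17). How far interferon genes account for these 2 calls was not tested. In signaling by interleukins 26 genes were called higher and 15 lower (NES -0.86, adjusted p = 0.934). In the chemokine set 0 were called higher and 8 lower (NES -1.44, adjusted p = 0.271, with fry 0.0367). Ranked by the moderated statistic, the interleukin set had an NES of 0.71 and the innate immune set of 0.94.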

A significant number of genes in the inflammatory and the MAPK pathways were up- or down-regulated by type I interferon signaling (Figs. 3C, D and S3A). We evaluated the impact of necroptosis stimulation on cytokine expression kinetically in WT versus *Ifnar1*^*−/−*^BMDMs. At 1 h post stimulation, the secretion of TNFα was reduced when cells were stimulated with LPS + EMR in comparison to LPS, and the situation was reversed at later time intervals (Fig. 3E). While the necroptosis stimulation of WT BMDMs with LPS + EMR resulted in increased expression of TNFα at later time intervals, this was augmented even further in *Ifnar1*^*−/−*^ BMDMs (Fig. 3E). The expression of IFNβ was also increased during necroptosis stimulation, but the levels were higher in WT cells, perhaps due to the lack of feed-forward IFNAR1-signaling in *Ifnar1*^*−/−*^ BMDMs. Similar to WT cells, the expression of IL-6 was slightly reduced in both WT and *Ifnar1*^*−/−*^ BMDMs (Fig. 3E).

**Fig. 3:**
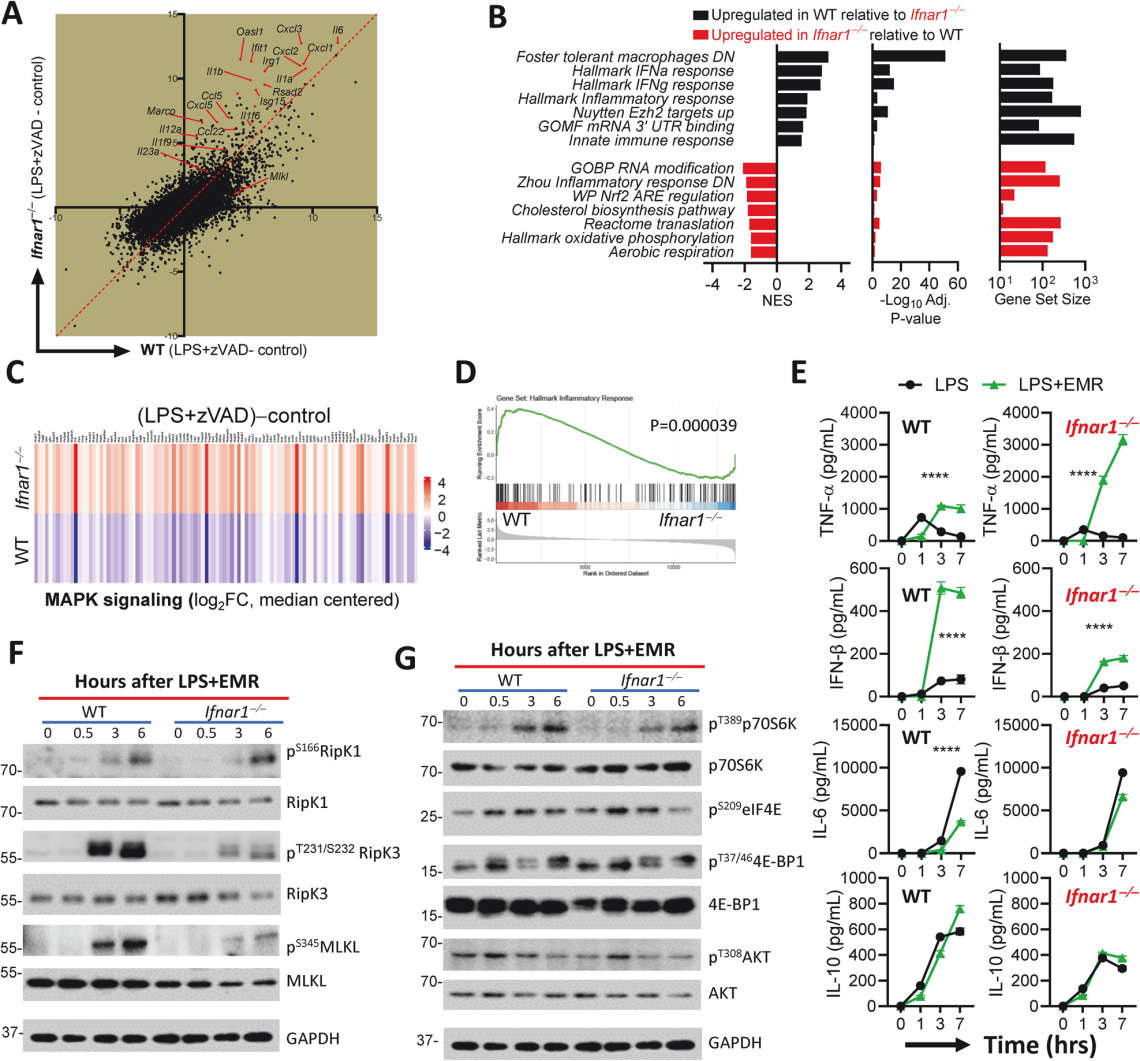
Modulation of the inflammatory response by Ifnar1 signaling during necroptosis stimulation. WT and *Ifnar1*^*−/−*^ BMDMs were treated with LPS (1 ng/mL) in the presence of zVAD-fmk (50 µM) for 6 h and differential gene expression and GSEA was performed on microarray data comparing WT BMDMs treated with LPS+zVAD with *Ifnar1*^*−/−*^ BMDMs treated with LPS+zVAD (**A**–**D**). **E** Expression levels of TNFα, IFNβ, IL-6, and IL-10 were measured in the supernatants collected after treating WT and *Ifnar1*^*−/−*^ BMDMs for 7 h with LPS (1 ng/mL) and EMR (10 µM). **F**, **G** Western blot analysis was performed in cell extracts collected from WT and *Ifnar1*^*−/−*^ BMDMs at different time intervals following treatment with LPS (1 ng/mL) and EMR (10 µM). Each experiment was repeated at least three times. (****P < 0.0001).

Treatment of cells with Nec-1 at the time of LPS + EMR addition resulted in a reduction of TNFα levels in both WT and *Ifnar1*^*−/−*^macrophages (Fig. S3B). Interestingly, *Ifnar1*^*−/−*^BMDMs were resistant to Nec-1 when added at 1.5 h post LPS + EMR treatment in comparison to WT cells, which remained responsive to the inhibitory effect of Nec-1 (Fig. S3B). These results reveal significant differences in the role of RipK1 in promoting the kinetics of cytokine expression by WT versus *Ifnar1*^*−/−*^macrophages.

Western blotting of cell extracts demonstrated that the activation of RipK3 and MLKL was highly reduced in *Ifnar1*^*−/−*^ BMDMs, while the activation of RipK1 proceeded normally during necroptosis stimulation in *Ifnar1*^*−/−*^ BMDMs (Fig. 3F). In cells treated with LPS without EMR, there was no activation of RipK1, RipK3 or MLKL (Fig. S3C). Thus, the increased expression of TNFα by *Ifnar1*^*−/−*^ BMDMs does not appear to be mediated by the phosphorylation of RipK3 or MLKL. Various receptor ligand interactions result in the amplification of metabolism which can promote cytokine expression [45, 46]. This is initiated by the activation of the PI3K-AKT pathway, which promotes cell survival and proliferation through the activation of various downstream targets such as mTORC1. The ribosomal protein S6 kinase (S6K) and 4E-BP1 are the two direct targets of mTORC1, which are phosphorylated by mTORC1 [47]. 4E-BP1 inhibits protein translation by binding to the translation initiation factor eIF4E, and phosphorylation of 4E-BP1 by mTORC1 leads to the dissociation of 4E-BP1 from eIF4A and reinitiation of protein translation [48]. We performed western blot analysis of cells stimulated with LPS (Fig. S3D) or LPS + EMR (Fig. 3G) and did not detect any modulation of AKT, S6K, 4E-BP1, or eIF4E by IFNAR1-signaling. These results imply that the upregulation of TNFα expression in *Ifnar1*^*−/−*^ cells is not related to the modulation of translation or metabolism. One would also expect that an upregulation of metabolism might lead to an increased expression of numerous cytokines, which was not observed.

### Induction of Zfp36 (TTP) by Ifnar1 regulates TNFα expression and necroptosis

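In Ifnar1-/- relative to WT BMDMs in LPS+zVAD, the Reactome set 3'-UTR-mediated translational regulation had an NES of -1.01 (adjusted p = 0.68). Its value depended on the scaling and the ranking. Under the shift to a common 75th percentile it was called lower in Ifnar1-/- cells, with an NES of -2.18 (adjusted p = 4.8e-06), and ranked by the moderated statistic its NES was 1.32, in a range of the adjusted p up to 0.832. The set of proteins that regulate mRNA stability by binding AU-rich elements (ARE) had an NES of -0.97 (adjusted p = 0.758), with 36 genes called higher and 13 lower. Its median log2 fold change was 0.40, of the opposite sign to its NES. The set for destabilization of mRNA by tristetraprolin, the product of Zfp36, had an NES of -1.20 (adjusted p = 0.503), with 6 genes called higher and 5 lower. Fry placed each of these 3 sets higher in Ifnar1-/- cells, with adjusted p of 0.00161, 0.000153 and 0.00728. The members of these 3 sets were not checked for AU-rich elements. The 10 ARE-containing transcripts named by the paper had a median of -0.007 and a mean of -0.44 (camera, adjusted p = 0.27), with 5 higher and 5 lower, and of these 0 were called higher and 2 lower.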

Looking for a mechanism that could explain the downregulation of transcripts of inflammatory genes by type I interferon signaling, we observed that the 3’UTR binding was a category which was enriched in the GSEA of WT cells relative to *Ifnar1*^*−/−*^ cells (Fig. 3B). *Zfp36* stood out as an interesting gene as it destabilizes mRNA transcripts that contain AU-rich elements (ARE) by facilitating their poly(A) tail removal, which results in the termination of protein expression [42]. Having observed that the expression of TNFα was amplified in *Ifnar1*^*−/−*^ macrophages at later time intervals of necroptosis stimulation (Fig. 3E), we considered the possibility that type I interferon may promote the degradation of transcripts that contain an AREs. The mRNA of various cytokines and chemokines such as *Tnfa, Il1b, Il6, Ifnb, Il10*, and *Cxcl1 harbor ARE in the 3’UTR*.

We performed bioinformatics of the previously published ChiP-Seq dataset of macrophages treated with IFNβ from the NCBI SRA (GSE115435) [49], and observed that IFNβ-treatment induces the binding of ISGF3 members (STAT1, STAT2, and IRF9) to the ISRE site upstream of the *Zfp36* promoter (Fig. S4A). Our in vitro experiments indicated that the expression of *Zfp36* mRNA is reduced in *Ifnar1*^*−/−*^ cells substantially during necroptosis stimulation (Fig. S4B, C). 

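Zfp36 was measured by a probe on chromosome 7 of the mm9 assembly, from 29161940 to 29161999. Its log2 intensity in WT BMDMs was 10.41 ± 0.02 (SD, n = 2 arrays) untreated, 12.92 ± 0.94 with LPS, 12.53 ± 0.11 with IFNβ, 14.52 ± 0.43 with LPS+zVAD and 13.97 ± 0.48 with IFNβ+zVAD. In Ifnar1-/- BMDMs it was 10.44 ± 0.78 untreated, 10.75 ± 0.20 with LPS, 10.75 ± 0.70 with IFNβ, 12.76 ± 0.42 with LPS+zVAD and 11.22 ± 0.68 with IFNβ+zVAD. Relative to WT, the log2 fold change of Zfp36 in Ifnar1-/- cells was -1.76 with LPS+zVAD (standard error 0.55, adjusted p = 0.0172 from limma) and -2.76 with IFNβ+zVAD (adjusted p = 0.000526). The difference was -2.17 log2 with LPS (adjusted p = 0.00613), -1.77 log2 with IFNβ (adjusted p = 0.0139), -0.83 log2 with zVAD (adjusted p = 0.435) and 0.03 log2 in untreated cells (adjusted p = 0.988). With Nec-1 it was -3.61 log2 for LPS+zVAD+Nec-1 (adjusted p = 4.77e-05) and -2.32 log2 for IFNβ+zVAD+Nec-1 (adjusted p = 0.00249), and the Ifnar1-/- arrays of the latter also carry a rise of glucocorticoid-response genes. Of the Ifnar1-/- LPS+zVAD+Nec-1 arrays, replicate 2 carries this rise as well and lacks the response to LPS, and Zfp36 was called without it too. Zfp36 was called in 6 of 8 treatments, both over all genes and adjusted over the 8 treatments.
The methods' t-test gave an unadjusted p under 0.05 in 3 treatments, and in 1 of them after adjustment over the 8. Without WT LPS+zVAD replicate 1 the difference with LPS+zVAD was -1.45 log2 (adjusted p = 0.122), without WT LPS replicate 1 that with LPS was -1.50 log2 (adjusted p = 0.131), and without Ifnar1-/- IFNβ replicate 2 that with IFNβ was -1.28 log2 (adjusted p = 0.155). LPS+zVAD raised Zfp36 by 4.11 log2 over untreated cells in WT and by 2.32 log2 in Ifnar1-/- cells, and the difference between these rises was -1.79 log2 (adjusted p = 0.136). In WT cells zVAD added to LPS raised it by 1.60 log2 (adjusted p = 0.0309).
Tnf mRNA, tested in the same way, had a lower mean in Ifnar1-/- cells in 7 of 8 treatments, and the fall was called in 3. These were IFNβ (-4.06 log2, adjusted p = 0.00608), IFNβ+zVAD+Nec-1 (-4.97 log2, adjusted p = 0.00152) and LPS+zVAD+Nec-1 (-3.80 log2, adjusted p = 0.0105, and 0.407 without Ifnar1-/- LPS+zVAD+Nec-1 replicate 2). With IFNβ+zVAD it differed by -2.31 log2 (adjusted p = 0.103, in a range over the alternatives from 0.00203 to 0.166). That difference was called under the 75th percentile shift (-2.92 log2, adjusted p = 0.0291), with only the arrays compared (0.00718) and in the fit without the Ifnar1-/- LPS+zVAD+Nec-1 arrays, chosen after seeing the data (0.00203), and the methods' t-test gave an unadjusted p of 0.00998 (0.0266 adjusted over the 8). Tnf differed with LPS by 1.29 log2 (adjusted p = 0.437) and with zVAD by -2.37 log2 (adjusted p = 0.223). The difference with zVAD was called in the same fit chosen after seeing the data (0.00769).
The paper reports binding of ISGF3 members upstream of Zfp36 and lower Zfp36 mRNA in Ifnar1-/- cells. It concludes that ISGF3 induces the product of Zfp36, which degrades transcripts with AU-rich elements such as Tnf.

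**Figure D4:**
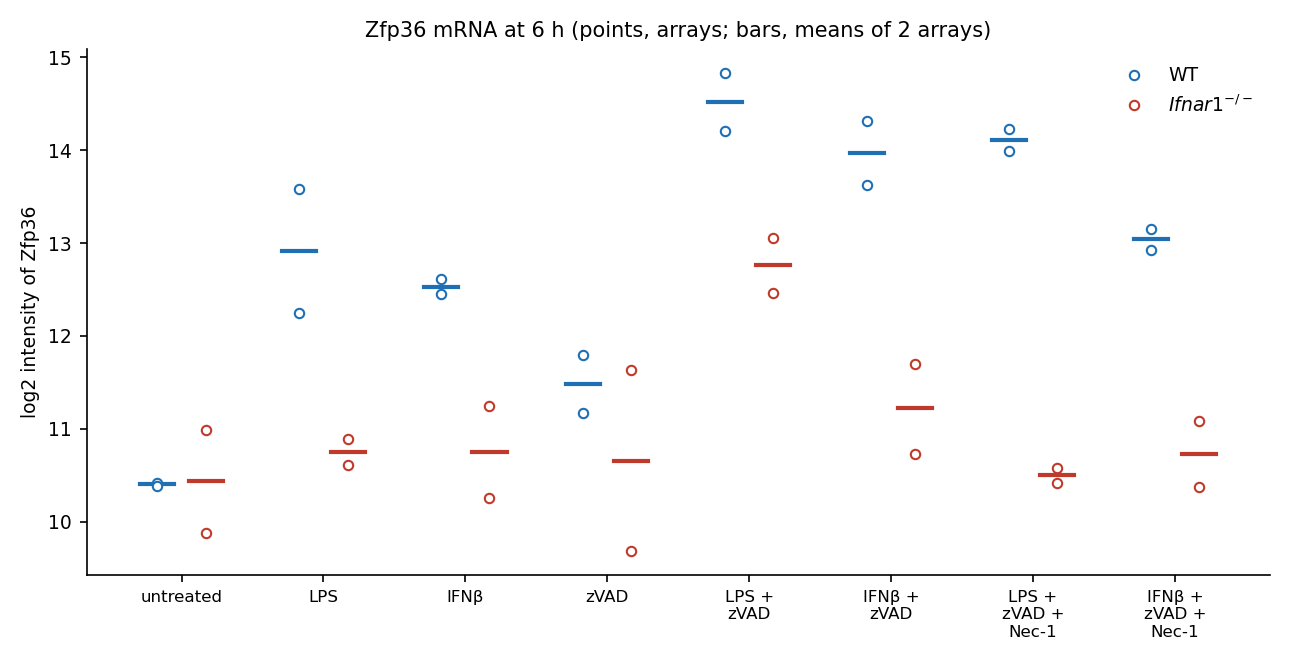
Log2 intensity of Zfp36 (y axis) in WT and Ifnar1-/- BMDMs in each of the 8 treatments (x axis), with arrays as points and the means of 2 arrays as bars. The untreated means are 10.41 and 10.44, and in the other 7 treatments the Ifnar1-/- mean lies below the WT mean.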

The expression of TTP, the gene product of *Zfp36*, was reduced during necroptosis stimulation of WT macrophages, and was reduced even further in *Ifnar1*^*−/−*^ macrophages as detected by western blotting (Fig. 4A). *Zfp36*^*−/−*^ BMDMs expressed increased levels of TNFα following stimulation by LPS (Fig. 4B) or LPS + EMR (Fig. 4C). The expression of IFNβ was highly upregulated only during stimulation with LPS + EMR, and this was upregulated in *Zfp36*^*−/−*^ macrophages (Fig. 4C). Stimulation with IFNβ failed to induce TNFα expression in WT or *Zfp36*^*−/−*^ macrophages (Fig. 4D). On the other hand, TNFα expression was induced by IFNβ only during necroptosis stimulation (i.e., treatment with IFNβ + EMR) of *Zfp36*^*−/−*^, but not in WT macrophages (Figs. 4E and S4D). Treatment of cells with Nec-1 abrogated the induction of TNFa expression in *Zfp36*^*−/−*^ cells (Fig. S4D). Expression of IL-6 and IL-10 was also upregulated in *Zfp36*^*−/−*^ macrophages stimulated with IFNβ regardless of co-treatment with EMR (Fig. S4D). Interestingly, *Zfp36*^*−/−*^ BMDMs underwent increased necroptosis only when stimulated with IFNβ + EMR (Figs. 4F–I and S4E).

**Fig. 4:**
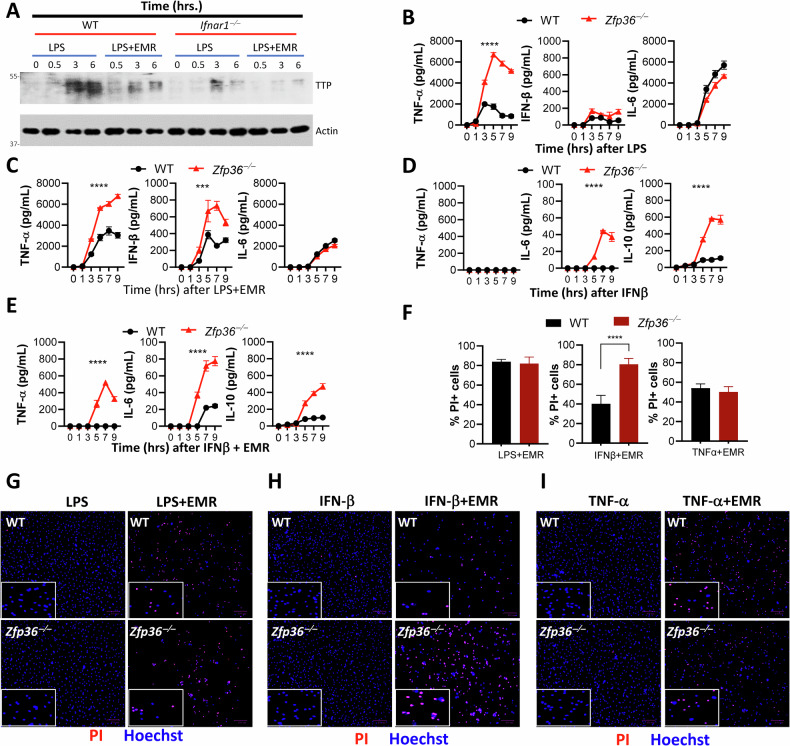
Induction of Zfp36 (TTP) by Ifnar1-signaling regulates TNFα expression and necroptosis. **A** Expression of TTP was analyzed by western blotting of cell extracts collected from WT and *Ifnar1*^*−/−*^ BMDMs at various time intervals following treatment with LPS (1 ng/mL) and/or EMR (10 µM). **B**–**E** Expression of TNFα, IFNβ, and IL-6 was measured in the supernatants collected at different time intervals after the treatment of WT and *Zfp36*^*−/−*^ BMDMs with LPS (1 ng/mL) (**B**), LPS (1 ng/mL)+EMR (10 µM) (**C**), IFNβ (10 ng/mL) (**D**), or IFNβ (10 ng/mL)+EMR (10 µM) (**E**). **F**, **G** Cell death was evaluated by staining of cells with Hoechst and PI at 24 h post treatment with LPS + /−EMR (**F**, **G**), IFNβ + /−EMR (**F, H**), TNFα ± EMR (**F**, **I**). Each experiment was repeated at least three times. (***P < 0.001, ****P < 0.0001).

Western blotting of cell extracts did not reveal any modulation in the activation of NFκB or MAPK pathways by type I interferon signaling following LPS-treatment (Fig. 5A). On the other hand, there was an increase in the activation of the MAPK pathway during necroptosis stimulation of *Ifnar1*^*−/−*^ macrophages (Figs. 5B and S5). The induction in the expression of TTP was compromised in *Ifnar1*^*−/−*^ macrophages (Fig. 5C). MK2 has been shown to phosphorylate TTP, increase its stability, but prevent its mRNA binding [50]. We observed that the expression of TTP was reduced at 6 h following necrosome activation of *Mk2*^*−/−*^ macrophages (Fig. 5D). Taken together, these results indicate that TTP plays an important role in regulating the expression of TNFα and cell death by necroptosis mainly during necroptosis stimulation by type I interferon.

**Fig. 5:**
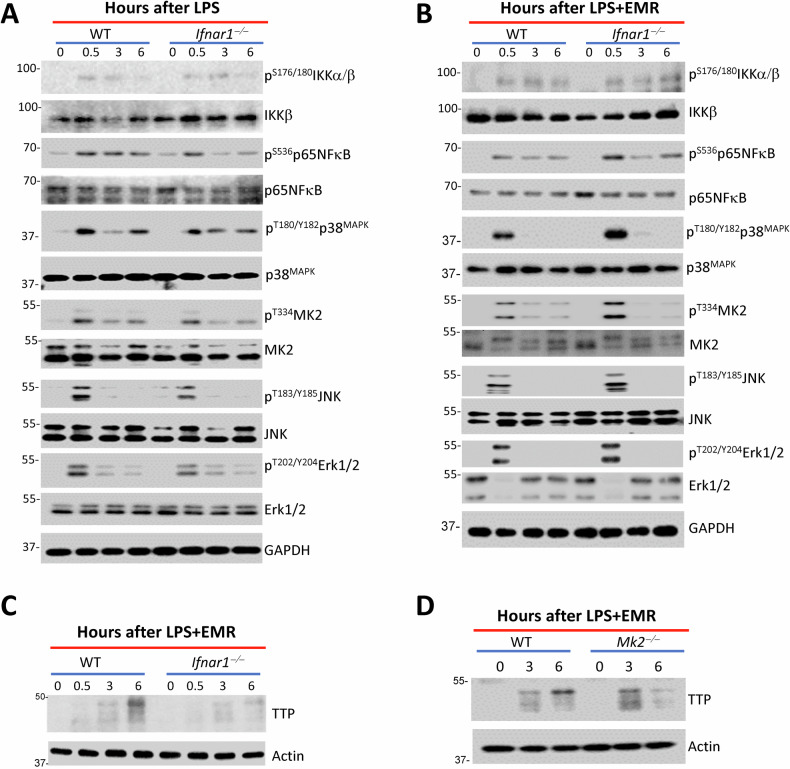
Modulation of MK2 and TTP by Ifnar1-signaling during necroptosis stimulation. WT and *Ifnar1*^*−/−*^ BMDMs (**A**–**C**) were stimulated with LPS (1 ng/mL) (**A**) or LPS (1 ng/mL)+EMR (10 µM) (**B**, **C**). Cell extracts were collected at various time intervals and the activation of signaling proteins was evaluated by western blot analysis. **D** WT and *Mk2*^*−/−*^ BMDMs were stimulated with LPS (1 ng/mL)+EMR (10 µM). Cell extracts were collected at various time intervals and the expression of TTP was evaluated by western blot analysis. Each experiment was repeated at least three times.

### Abrogation of MK2 restricts TNFα expression and augments necroptosis in *Ifnar1*^*−/−*^ macrophages

Since MK2 plays a critical role in promoting the maintenance of TNFα expression [36, 37], and since we observed that the activation of MK2 is modulated during the necroptosis stimulation of *Ifnar1*^*−/−*^ macrophages, we therefore inhibited the p38^MAPK^ pathway and evaluated its impact on TNFα expression and necroptosis. Inhibition of MK2 by inhibitor III blocked TNFα expression (Fig. 6A) but enhanced necroptosis (Fig. 6B) of both WT and *Ifnar1*^*−/−*^ macrophages. Similar results were obtained with the p38^MAPK^ inhibitor (LY2228820) (Fig. S6A, B). Necroptosis of cells was rescuable by co-treatment of cells with the RipK3 inhibitor (GSK872) (Fig. S6C). To probe this pathway further we generated mice that are deficient in both *Ifnar1* and *Mapkapk2* (*Mk2*). Concomitant deficiency of *Mk2* abrogated the elevation of TNFα expression during the necrosome signaling of *Ifnar1*^*−/−*^ macrophages (Fig. 6C). In *Mk2*^*−/−*^ macrophages, the activating phosphorylation (S166) of RipK1 was upregulated, and this was reduced in *Ifnar1*^*−/−*^*Mk2*^*−/−*^ macrophages (Fig. 6D). This suggests that the upregulation in S166 phosphorylation of RipK1 in *Mk2*^*−/−*^ macrophages is partly dependent on IFNAR1 signaling. The inhibitory (S321) phosphorylation of RipK1, which was slightly increased in *Ifnar1*^*−/−*^ macrophages, was abrogated in *Mk2*^*−/−*^ or *Ifnar1*^*−/−*^*Mk2*^*−/−*^ macrophages (Fig. 6D). The downstream phosphorylation of RipK3 and MLKL was upregulated in *Mk2*^*−/−*^ macrophages, which was slightly reduced in *Ifnar1*^*−/−*^*Mk2*^*−/−*^ macrophages (Fig. 6D).

**Fig. 6:**
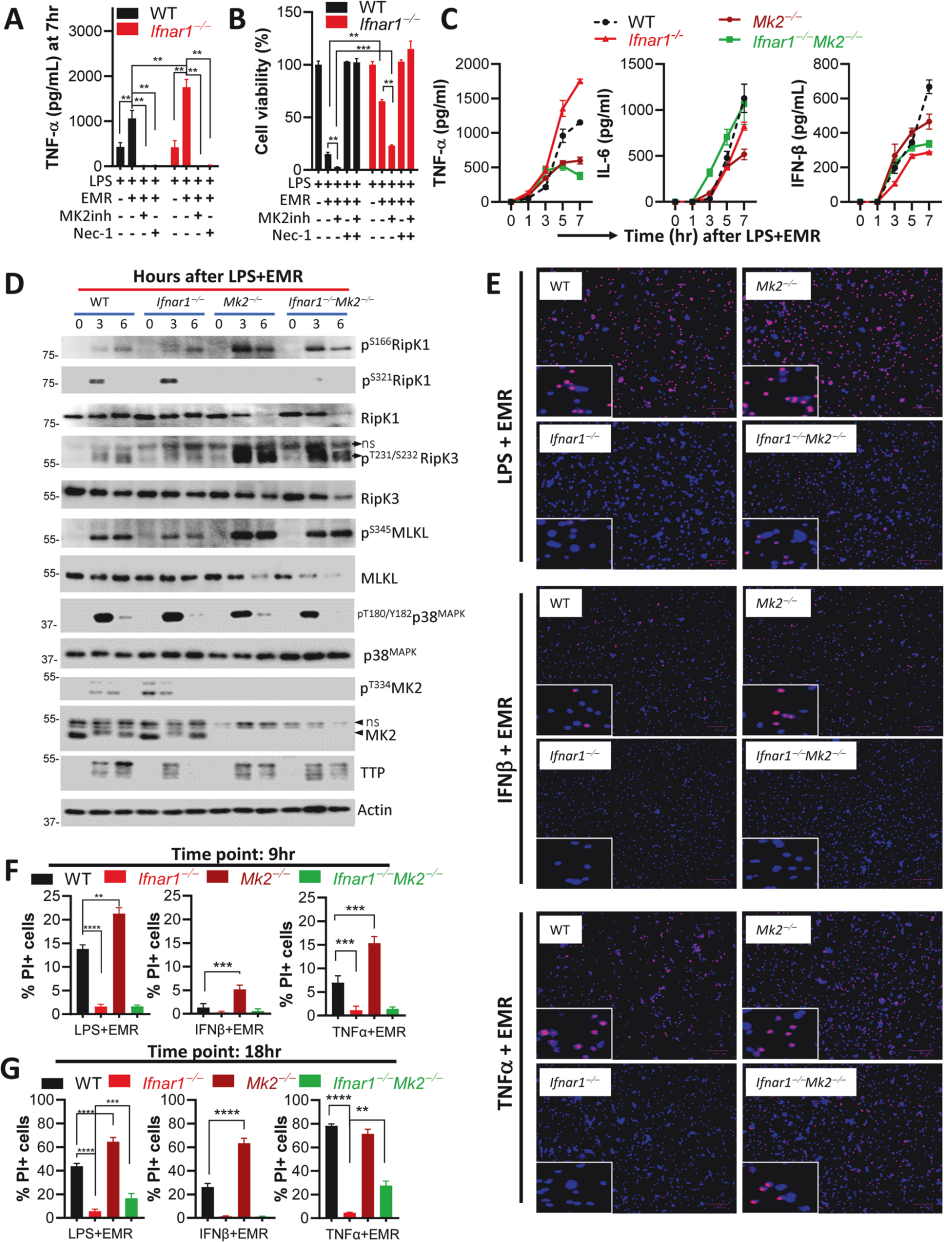
Abrogation of MK2 restricts TNFα expression and augments necroptosis in *Ifnar1*^*−/−*^ macrophages. **A**, **B** WT and *Ifnar1*^*−/−*^ BMDMs were stimulated with LPS (1 ng/mL), EMR (10 µM) and MK2 inhibitor (III, 5 µM), and the impact on TNFα secretion (**A**) and cell viability (**B**) was evaluated at 7 h and 24 h respectively. **C**–**G** WT, *Ifnar1*^*−/−*^, *Mk2*^*−/−*^, and *Ifnar1*^*−/−*^*Mk2*^*−/−*^ BMDMs were stimulated with LPS (1 ng/mL)+EMR (10 µM). Cytokine expression was evaluated at various time intervals by ELISA (**C**). Activation of signaling proteins was evaluated by western blot analysis of cell extracts collected at various time intervals (**D**). Cell death was evaluated by staining cells with Hoechst and PI following stimulation of WT, *Ifnar1*^*−/−*^, *Mk2*^*−/−*^, and *Ifnar1*^*−/−*^*Mk2*^*−/−*^ BMDMs with LPS (1 ng/mL)+EMR (10 µM), IFNβ (10 ng/mL)+EMR (10 µM), and TNFα (50 ng/mL)+EMR (10 µM) at 9 h (**F**) or 18 h (**E**, **G**). Each experiment was repeated at least three times. (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001).

MK2 exerted an inhibitory impact on necroptosis during activation by LPS or IFNβ, (Fig. 6E–G). The inhibitory impact of MK2 during necroptosis stimulation by TNFα was detectable only at 9 h (Figs. 6F and S6D) but not at 18 h post stimulation (Fig. 6E, G). The deficiency of *Mk2* in *Ifnar1*^*−/−*^ macrophages resulted in increased necroptosis induced by LPS or TNFα (Fig. 6E–G).

Taken together, these results indicate that the modulation of MK2 and TTP by IFNAR1 signaling regulates the inflammatory cytokine milieu during necrosome activation.

### IFNAR1 signaling promotes the degradation of TNFα mRNA

We performed qRT-PCR analysis to measure the transcript levels of some of the genes that were upregulated (*Cxcl1, Ifnb1, Tnfa*) or downregulated (*IL-12*) during necroptosis stimulation. The mRNA level of IL-12 was reduced during necroptosis stimulation, and the reduction was greater in *Ifnar1*^*−/−*^ macrophages (Fig. 7A, B). In contrast, the transcript level of *Cxcl1* was upregulated during necrosome activation, and *Ifnar1*^*−/−*^ macrophages displayed more upregulation than WT cells (Fig. 7C). Expression of *Ifnb1* transcript was also enhanced during necroptosis stimulation, but in this case the WT cells displayed greater upregulation relative to *Ifnar1*^*−/−*^ cells (Fig. 7D). This could be due to the lack of feedforward signaling by IFNβ in *Ifnar1*^*−/−*^ macrophages. *Tnfa* mRNA was enhanced during necrosome activation, and this was increased further in *Ifnar1*^*−/−*^ macrophages (Fig. 7E). Treatment with IFNβ reduced the transcription (Fig. 7F) and translation (Fig. 7G) of *Tnfa* in WT but not in *Ifnar1*^*−/−*^ macrophages.

**Fig. 7:**
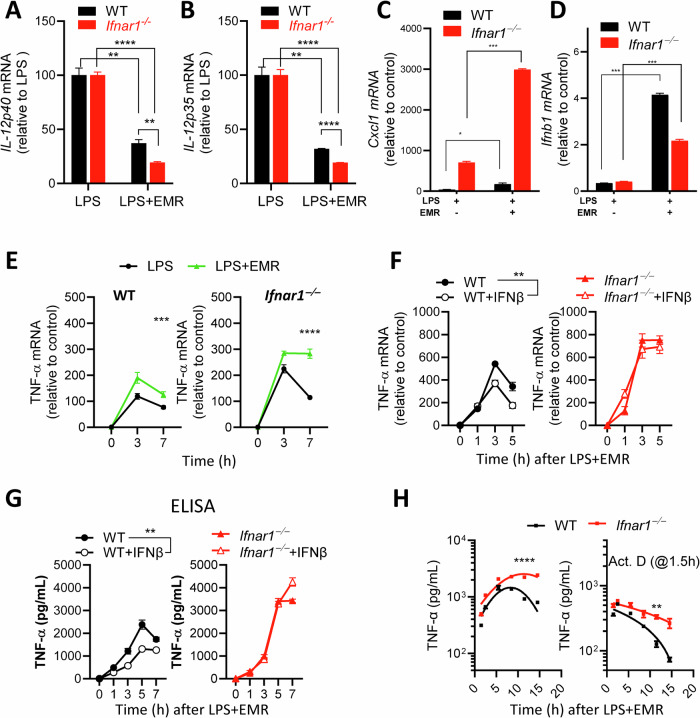
Ifnar1-signaling promotes the degradation of TNFα mRNA. **A**–**D** Expression of *Il-12*, *Cxcl11*, and *Ifnb1* mRNA were measured by qRT-PCR analysis at 3 h following treatment of WT and *Ifnar1*^*−/−*^ BMDMs with LPS (1 ng/mL) and EMR (10 µM). **E**, **F** Expression of *Tnfa* mRNA was measured by qRT-PCR analysis at various time intervals post treatment of WT and *Ifnar1*^*−/−*^ BMDMs with LPS (1 ng/mL), EMR (10 µM), and IFNβ (10 ng/mL). **G**, **H** Expression of TNFα was measured by ELISA in the supernatants collected at different time intervals following treatment of WT and *Ifnar1*^*−/−*^ BMDMs with LPS (1 ng/mL), EMR (10 µM), and IFNβ (10 ng/mL), or Actinomycin D (2 µM). Each experiment was at least repeated three times. (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001).

We treated cells with Actinomycin D at 1.5 h post necrosome activation to inhibit gene transcription and evaluated the impact on the levels of *Tnfa* transcripts at various time intervals subsequently. Inhibition of transcription revealed that *Tnfa* transcripts underwent reduced degradation in *Ifnar1*^*−/−*^ macrophages (Fig. 7H). Taken together, these results indicate that necroptosis stimulation promotes RipK1-dependent activation of the p38^MAPK^ pathway, which promotes inflammatory response independently of cell death. This upregulation of inflammation is partly suppressed by IFNAR1-signaling through ISGF3, which promotes the transcription of the RNA-destabilizing protein TTP (Fig. 8).

**Fig. 8:**
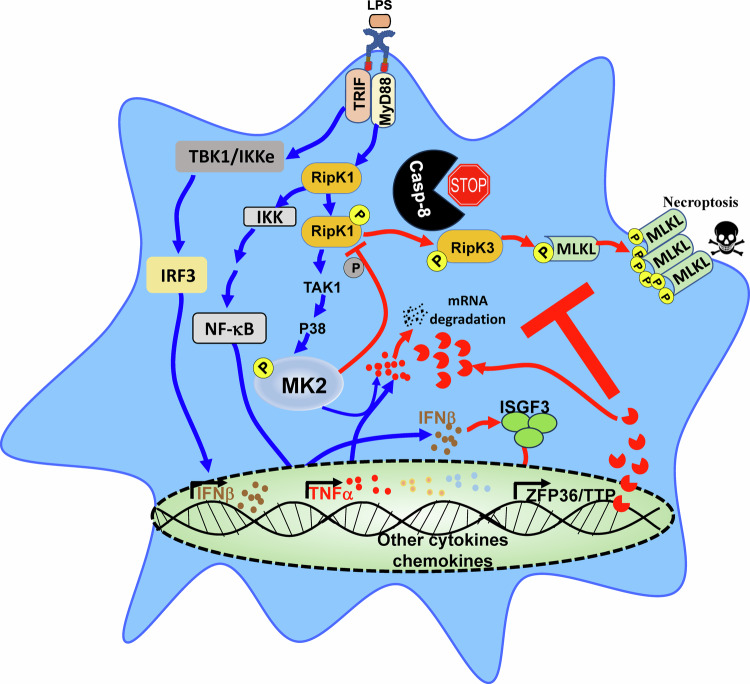
Ifnar1 signaling modulates inflammation during necrosome activation. Necrosome signaling results in the phosphorylation of RipK1 which promotes the activation of the MAPK pathway independently of cell death leading to increased inflammatory response. Expression of type I interferon through TRIF-signaling results in the activation of the ISGF3 transcriptional complex which induces the expression of TTP which causes the degradation of mRNA of various inflammatory cytokines and chemokines. Thus, IFNAR1-signaling promotes cell death by necroptosis but limits the expression of excessive inflammation.

## Discussion

Necroptosis of cells has been shown to exacerbate various acute and chronic inflammatory diseases [20–27], and it been suggested that this is perpetuated by the spillage of intracellular contents to the extracellular milieu, which engages additional signaling pathways that promote inflammation [51]. In this report we demonstrate that necroptosis signaling results in an augmentation of the inflammatory response independently and prior to the commencement of cell death. We also elucidate a regulatory mechanism driven by ISGF3-MK2-dependent TTP expression, which fine-tunes the inflammatory response during necroptosis signaling through a post-transcriptional mechanism.

While the premature cell death of macrophages can impact the expression of cytokines [52], the augmentation in the expression of inflammatory cytokines during necroptosis signaling that we have shown here is not related to cell death for the following reasons: (1) increase in cytokine expression occurred prior to the commencement of cell death, (2) cytokine expression was augmented in *RipK3*^*−/−*^ cells that were completely resistant to cell death, (3) *Ifnar1*^*−/−*^ or *Ticam1*^*−/−*^ cells displayed reduced cell death but the cytokine expression was still augmented, and (4) Increased expression of inflammatory cytokines was also observed in *Mlkl*^*−/−*^ mice that are resistant to necroptosis [53].

It was previously reported that the activation of necroptosis signaling promotes the expression of several inflammatory cytokines and chemokines independently of cell death, which was dependent on the kinase activity of RipK1 and RipK3 [53]. While we also observed that necroptosis signaling the expression of TNFα was dependent on the kinase activity of RipK1, we failed to detect any involvement of RipK3 in the augmentation of TNFα production. In our experiments, the expression of TNFα was increased in both WT and *RipK3*^*−/−*^ cells to the same degree. Interestingly, the elevation of TNFα expression during necroptosis signaling was not dependent on MLKL [53], implying that the complete necrosome platform is not required for the augmentation of inflammation. Since the necrosome formation is compromised in the absence of RipK3, this indicates that the translocation and phosphorylation of RipK1 towards the necrosome pathway may be responsible for upregulation of inflammation. In the absence of necroptosis signaling, RipK1 has been shown to promote cell survival and inflammation [54–59]. Addition of the K63 ubiquitin chains on RipK1 results in the recognition of the ubiquitin chains by TAB2, which in turn leads to the recruitment and activation of TAK1 and IκB. This leads to the degradation of IκB which in turn promotes the activation of NFκB [59, 60]. Although the specific pathway that promotes the activation of the MAPK pathway via RipK1 is not that clear, it has suggested that the activation of TAK1 promotes the phosphorylation and activation of MAPK [59, 60]. It has also been suggested that RipK1 may mediate the p38^MAPK^ activation by recruiting the MEKK3 [60].

It is well established that the MyD88 adapter protein that operates downstream of TLR4 is indispensable for the expression of TNFα, whereas the TRIF adapter is required for the expression of type I interferon [61]. Our results uphold this paradigm during stimulation of cells with LPS or LPS + EMR. Surprisingly, it was reported that the upregulation of TNFα during TLR4- or TLR4-induced necroptosis signaling was abrogated in *Ticam1*^*−/−*^ cells [53]. Considering that MyD88 is indispensable for the TLR4-induced expression of TNFα, it is unclear how this role can be taken over by TRIF during necroptosis signaling. In contrast, a later study reported that the activation of necroptosis signaling results in increased expression of TNFα in cells with compromised TRIF signaling [62], indicative of an inhibitory role of TRIF in the elevation of TNFα expression. It has also been reported that the kinase activities of RipK1 and RipK3 promote the production of IFNβ during necroptosis signaling through the IRF/TBK1 axis [63]. We observed that the expression of TNFα during the necroptosis signaling of *Ifnar1*^*−/−*^ and *Ticam1*^*−/−*^ cells was elevated to the same degree, indicating that TRIF signaling inhibits rather than augments TNFα expression.

Since TNFα signaling is an important mediator of inflammatory responses that influences various disease outcomes [64], we evaluated how the expression of TNFα is modulated during necroptosis signaling. While our data indicates that the necroptosis signaling results in the upregulation of various genes related to the TNFα signaling and the MAPK pathway, we also observed that the necroptosis signaling had a negative impact on the expression of several other cytokines such as IL-12 and IL-6. In fact, the expression of IL-12 was drastically inhibited during necroptosis signaling. Further studies will be needed to determine whether the reduced expression of IL-12 is a biomarker for necrosome activation in vivo. It was reported that the expression of the anti-inflammatory cytokine IL-10 was upregulated during the necroptosis signaling of *Ifnb*^*−/−*^ cells [62]. In contrast, we observed that the expression of IL-10 was downregulated in *Ifnar1*^*−/−*^ cells that were stimulated with LPS or LPS + EMR. It is well established that type I interferon promotes the expression of IL-10 [65]. We analyzed the published ChiP-Seq data of BMMs stimulated with IFNβ [49] and observed that there are multiple ISRE sites in the promoter region of IL-10, which explains the reduced expression of IL-10 by *Ifnar1*^*−/−*^ cells. Thus, the impact of necroptosis signaling on the upregulation of cytokines does not appear to be global, and additional mechanisms exist that modulate the expression of various cytokines separately. We have shown here that ISGF3 signaling induces the expression of TTP, which promotes the degradation of TNFα. It has been previously reported that TTP promotes the degradation of various cytokines/chemokine mRNAs that harbor the AU-rich elements (AREs) at the 3-UTR (e.g., *Tnfa, Il1a, Il1b, Il6, Ifnb, Il10, Cxcl1, Ccl4, Ccl2, Ccl3*) [42].

We have previously reported that during the necrosome signaling of macrophages the phosphorylation of RipK1 is similar between WT versus *Ifnar1*^*−/−*^ cells [16], whereas the phosphorylation (activation) of RipK3 and MLKL is compromised in *Ifnar1*^*−/−*^ cells, which results in increased resistance of *Ifnar1*^*−/−*^ cells against necroptosis [16]. Since the phosphorylation of RipK1 is similar in WT and *Ifnar1*^*−/−*^ cells, and the inflammatory response is elevated during the necroptosis signaling of *Ifnar1*^*−/−*^ cells, this suggests that the kinase activity of RipK1 may not be responsible for the augmentation of TNFα expression in *Ifnar1*^*−/−*^ cells. Indeed, we observed that *Ifnar1*^*−/−*^ cells were refractory to the inhibitory effects of Nec-1 when added at 1.5 h post-stimulation.

Also, it has been reported that necroptosis involves the phosphorylation of RipK3 [11], leading to subsequent phosphorylation and oligomerization of MLKL [13, 66, 67]. This activated MLKL then translocates to the plasma membrane, ultimately resulting in cell membrane rupture, an indispensable characteristic of necroptosis [13]. The unexpected finding observed in our experiments is that the treatment of *Ifnar1*^*−/−*^*Mk2*^*−/−*^ cells with LPS + EMR results in significant phosphorylation of RipK3 and MLKL, yet the level of necroptosis is still lower in comparison to WT cells under the same conditions (Fig. 6D–F), underscoring the complexity of the molecular pathways governing necroptotic cell death [68]. These interesting results encourage a deeper investigation into the nuanced roles of the intricate signaling network involved in necroptosis. As previously highlighted, the precise subcellular localization of phospho-MLKL emerges as a pivotal determinant in unraveling the regulatory mechanisms of necroptosis [19]. Our data suggest that despite robust phosphorylation events, the subcellular distribution of phospho-MLKL in *Ifnar1*^*−/−*^*Mk2*^*−/−*^ cells may deviate from the expected pattern, resulting in the observed attenuation of necroptotic outcomes. However, a comprehensive understanding of this phenomenon requires further experimental exploration, including detailed subcellular fractionation studies and advanced imaging techniques. Clarifying the spatial dynamics of phospho-MLKL within the cellular milieu during necroptosis is imperative for refining our comprehension of the underlying mechanisms and may offer new insights into potential regulatory checkpoints in this intricate cell death pathway.

Our results indicate that the transcription and translation of TNFα is upregulated during necrosome activation of macrophages. There have been contradictory reports regarding the translation of TNFα during the necrosome activation of WT macrophages, with one report indicating that the TNFα protein levels are upregulated [53], whereas the other report showed that the translation of *Tnfa* mRNA is not upregulated [62]. The later report indicated that the IFNAR1-signaling in WT cells, downstream of TRIF, is responsible for the suppression of the translation of *Tnfa* mRNA. The reasons for these contradictory results in WT cells are not clear but could be related to differences in basal type I interferon levels, which might exert their impact through tonic IFNAR1 signaling to suppress the protein levels. We have observed that the *Tnfa* mRNA and protein levels are upregulated in *Ifnar1*^*−/−*^ cells; however, our results indicate that this is due to a post-transcriptional and pre-translational mechanism that involves the expression of the mRNA degrading protein TTP (*Zfp36*) downstream of ISGF3.

GSEA of *Ifnar1*^*−/−*^ cells revealed a major downregulation of the innate immune response including the type I and type II interferon responses, which is expected since type I interferon is a major mediator of innate immune response [41]. On the other hand, there was an upregulation of various pathways such as RNA modification, antioxidant defense, and mitochondrial metabolism in *Ifnar1*^*−/−*^ cells, which can influence the expression of cytokines. A prior report indicated that the upregulation of cytokines during the necrosome activation of *Ifnar1*^*−/−*^ cells is related to increased protein translation [62]. Necroptosis stimulation was shown to result in increased puromycin incorporation by cells. However, the uptake of puromycin was similar in WT versus *Ifnβ*^*−/−*^ cells [62]. While the GSEA of our data indicated the enrichment of the mitochondrial translation in *Ifnar1*^*−/−*^ cells, we did not observe any enrichment in the eIF2 pathway and there was no detectable increase in the activators (p70S6K, eIF4E, AKT) or inhibitor (4E-BP1) of protein translation in *Ifnar1*^*−/−*^ cells during necrosome activation. Furthermore, if increased protein translation was responsible for the elevated inflammatory response in *Ifnar1*^*−/−*^ cells, then one would expect a global upregulation of protein expression, which is not the case. Type I interferon signaling has been shown to promote, rather than inhibit, the core metabolism in myeloid cells [46].

Our results indicate that IFNAR1 signaling impacts cytokine expression during necroptosis stimulation through the modulation of the p38^MAPK^-TTP axis. We have shown that ISGF3 signaling promotes the expression of TTP, which is an RNA-binding protein that controls the stability of mRNA of various transcripts that contain an ARE in the 3’ UTR [42]. Downstream of p38^MAPK^ activation, MK2 and MK3 phosphorylate TTP at various sites, leading to increased stability but compromised activity of TTP [69]. This phosphorylation negatively affects the ability of TTP regulate TNFα, which results in an increase in TNFα levels [69, 70]. When the p38^MAPK^ is inhibited, the phosphorylation and stability of TTP is compromised, which results in poor TNFα levels. We have previously reported that TTP inhibits necroptosis only when cells are stimulated with LPS+zVAD+p38^MAPK^ inhibitor [29]. We now show that TTP inhibits necroptosis only when cells are stimulated with IFNβ + EMR. This suggests a context-dependent regulation of necroptosis by TTP. In addition to modulating the activity and stability of TTP, MK2 mediates the inhibitory phosphorylation (S321) and inhibits the necrosome activating phosphorylation (S166) of RipK1, which is in agreement with previous studies [33–35]. Interestingly, the concomitant deficiency of *Ifnar1* in *Mk2*^*−/−*^ cells results in a reduction in the necrosome activating S166 phosphorylation of RipK1, without having any impact on the inhibitory phosphorylation, thereby uncoupling the inhibitory and stimulatory phosphorylation of RipK1 during necrosome activation.

Interferons have bene previously reported to promote the induction of TTP to limit the expression of inflammatory cytokines [71]. A gamma-activating sequence (GAS) was reported in the promoter of *Zfp36* [71]. However, this induction of TTP required the concomitant addition of the p38^MAPK^ agonist anisomycin. While we observed that the addition of the caspase inhibitor EMR results in the activation of the p38^MAPK^ pathway in cells treated with IFNβ or LPS, the induction of TTP was reduced during necroptosis activation of WT cells and reduced even further during necroptosis activation of *Ifnar1*-deficient cells. We did not detect any role of IFN-γ in inducing necroptosis and show that the upregulation of TNFα during necroptosis stimulation is compromised in cells that are deficient in type I interferon signaling (e.g., *Ifnar1*^*−/−*^*, Stat1*^*−/−*^*, Stat2*^*−/−*^, and *Irf9*^*−/−*^) but not in type II interferon signaling (*Ifng*^*−/−*^). In support of this we have revealed an ISRE in the promoter of *Zfp36*. It was reported that IL-10 promotes TTP induction through the activation of STAT3 which impacted the expression of IL-6, IL-12, and IL-23, but not TNFa [72]. In our work necroptosis stimulation of cells resulted in increased expression of TNFα but not IL-6 or IL-12, indicating that the IL-10/STAT3 axis may not be responsible for the upregulation of inflammatory response during necroptosis stimulation.

We have revealed the dichotomous role of type I interferon signaling in necroptosis. While IFNβ induces the transcription of MLKL to promote necroptosis [73], it also induces the expression of TTP to inhibit necroptosis. Interestingly, IFNβ signaling has been previously reported to inhibit inflammasome signaling [74], and a later study reported that TTP inhibits NLRP3-dependent inflammasome signaling [75].

We have highlighted the complex relationship between TNFα and IFNβ signaling in the regulation of inflammatory response during necroptosis signaling. While necroptosis signaling by multiple TLR’s is dependent on TNFα- [76] and- Ifnar1- [16] signaling, the molecular relationship between these two pathways in necroptosis induction in response to the same TLR engagement is not clear. Necroptosis of macrophages following TLR4 was shown to be dependent on TNF-R2 [77], and we have also confirmed this to be true. However, we failed to detect any modulation of TNF-R2 by IFNβ signaling. While IFNβ induces necroptosis, it also inhibits the expression TNFα, yet the necroptosis induction is dependent on both Ifnar1 as well as TNF-R2. We have shown here that *Ifnar1*-deficient macrophages remain resistant to necroptosis despite expressing higher levels of TNFα relative to WT cells. It is likely that a key downstream signaling pathway of necroptosis is blocked in *Ifnar1*-deficient cells. Previously it was reported that the reduced levels of MLKL in *Ifnar1*-deficient cells may lead to resistance to necroptosis [73]; however, increasing the level of MLKL in *Ifnar1*-deficient cells does not seem to rescue the phenotype [77].

In conclusion, we have shown that the commencement of the necroptosis program results in the activation of RipK1, which leads to the upregulation of MAPK pathway that promotes increased expression of various inflammatory cytokines independently of cell death. This upregulation of inflammatory response is counterbalanced by the expression of type I interferon during necrosome activation. The crosstalk between IFNAR1 signaling, the MAPK pathway, and post-transcriptional regulation through ZFP36 plays a crucial role in fine-tuning the balance between inflammatory responses and cell death. While type I interferon induces necroptosis, it also induces the expression of TTP, which causes the post-transcriptional degradation of various important inflammatory cytokines such as TNFα. In the absence of this preventative mechanism, necrosome signaling may lead to even greater toxicity to the host.

### Experimental procedures

#### Ethics approval and consent to participate

Experiments were performed in accordance with the Canadian Council on Animal Care (CCAC) guidelines and approved by the University of Ottawa Animal Care Committee (BMI#3590).

#### Mice

C57BL6/J (Jax #000664), *Ifnar1*^*−/−*^ (Jax #020288), *Ticam1*^*−/−*^ (Jax #005037), *MyD88*^*−/−*^ (Jax #009088), *Stat1*^*−/−*^ (Jax #012606), *Stat2*^*−/−*^ (Jax #023309) were obtained from Jackson Labs (Bar Harbor, USA). *Mk2*^*−/−*^ mice were obtained from Dr. Matthias Gaestel [36] (Hannover Medical School). *Zfp36*^*−/−*^ mice were obtained from Dr. Perry Blackshear [78] (National Institute of Environmental Sciences, NIH, USA). *RipK3*^*−/−*^ were a kind gift of Dr. Vishva Dixit (Genentech, San Francisco, CA, USA). *Irf9*^*−/−*^ mice were obtained from Dr. Karen Mossman (McMaster University). *MyD88*^*−/−*^*Ticam1*^*−/−*^ and *Ifnar1*^*−/−*^*Mk2*^*−/−*^ -double knockouts were obtained by crossing the single knockout mice. Data from different experiments was grouped randomly.

#### Generation of macrophages

Primary murine BMMs were generated by culturing bone marrow cells with M-CSF as described in our previous publication [79]. In brief, the mice were sacrificed, and bone marrow was harvested from the femur, tibia, and hip bones. The bone marrow cells were cultured in RPMI 1640 media (Gibco, Thermo-Fisher Scientific Inc) supplemented with 8% fetal bovine serum (Gibco) (R8), 50 μg/mL gentamicin (Gibco #15750060), and 5 ng/mL macrophage colony-stimulating factor (Biolegend). After 7 days, macrophages were harvested for usage.

#### Reagents

Ultrapure LPS (*E. coli* 0111: B4) was obtained from Millipore Sigma (L4524). Pan-caspase inhibitor Z-VAD-FMK was obtained from ApexBio (#A1902). Emricasan (EMR) was obtained from Selleckchem (#S7775). Recombinant mouse M-CSF (#576404), and mouse IFN-β1 (#581302), were obtained from Biolegend. Recombinant mouse TNF-alpha was obtained from R&D Systems (#410-MT-010/CF). Mouse IFN-β1 ELISA assay kit was obtained from PBL Assay Science (#124001-1). Actinomycin-D was obtained from MP Biomedicals (#02194525-CF). P38^MAPK^ inhibitor- Ralimetinib (LY2228820) dimesylate, (#S1494) and the MK2 inhibitor III (#S6930) were obtained from Selleckchem. RipK3 inhibitor GSK872 was obtained from Selleckchem (#S8465), RipK1 inhibitor II, 7-Cl-O-Nec-1 was obtained from Millipore Sigma (#5042970001).

#### Cell culture and viability

BMDMs were stimulated in 96-well tissue culture plates with LPS+zVAD (50μM) or EMR (10μM). In some experiments, BMDM were co-treated with various inhibitors and agonists before stimulation and incubated for specified time points before testing the cell viability or collecting protein lysates. Cell viability was measured using a 3-[4,5-dimethylthiazol-2-yl]-2,5-diphenyltetrazolium bromide (MTT) assay [80]. The MTT reagent was diluted with R8 media at a final concentration of 0.5 mg/mL and incubated at 37 °C. After 2 h, DMSO was added to solubilize MTT crystals and absorbance was measured at a wavelength of 570 nm with a reference wavelength of 650 nm on a Molecular Devices FilterMax plate reader.

Cell death was assessed by quantifying the uptake of neutral red, as described previously [15, 81]. In brief, cells were incubated with neutral red dye (1:20) (Millipore Sigma #N2889) until viable cells became visibly red. The cells were then washed once with PBS to remove any free dye, and the cells were lysed with a solubilization solution to release the dye that had accumulated within live cells. The absorbance of the solubilized dye was quantified by colorimetric analysis at 570 nm on a FilterMax F5 microplate reader (Molecular Devices).

#### Cell imaging

For cell imaging, macrophages were plated in a 96-well flat-bottom plate at a density of 1 × 10^5^ cells per well 24 h before the addition of inhibitors and agonists. Cells were treated with corresponding reagents for a specific time period, stained with Hoechst (2.5 μg/mL; Invitrogen, 33342) and propidium iodide (1:10 dilution; BD Pharmingen, 550825), and incubated at 37 °C for 20-30 min before evaluation by immunofluorescence microscopy using a Zeiss AxioObserver.D1 microscope. To count live versus dead cells, we employed a Python-based automated image analysis pipeline that leverages OpenCV for image processing, and NumPy for computation. Samples were converted to grayscale and binarized via Otsu’s method to highlight and distinguish features of interest from the background. External contours were calculated using OpenCV’s contour detecting algorithm, which sets to retrieve only the external contours and approximate the contour shapes to reduce the number of points. For each detected contour, the minimal enclosing circle was measured, providing the center and radius of the circular features in the sample. Each point is then calculated and circled on the original sample for manual verification.

#### Western blotting

Cells were stimulated as described above and cell extracts were reconstituted in SDS lysis buffer containing 1% β-mercaptoethanol and heated immediately at 95 °C for 5 min. Lysates were separated by SDS-PAGE and transferred to the PVDF membrane. Immunoblot analysis was performed using the following antibodies:p-RipK1^S166^ (Cell Signaling #31122), p-RipK1^S321^ (Cell Signaling #83613), RipK1 (BD Biosciences #610459), p-RipK3^T231/S232^ (Cell Signaling #91702), RipK3 (ProSci #2283), p-MLKL^S345^ (Cell Signaling #37333), MLKL (Millipore Sigma #MABC604), p-MK2^T334^ (Cell Signaling #3007), MK2 (Cell Signaling #3042), p-SAPK/JNK^T183/Y185^ (Cell Signaling #9251, SAPK/JNK (Cell Signaling #9252), p-p44/42 MAPK (Erk1/2)^T202/Y204^ (Cell Signaling #4370), p44/42 MAPK (Erk1/2) (Cell Signaling #4695), p-P38 MAPK^T180/Y182^ (Cell Signaling #9211), p38 MAPK (Cell Signaling #8690), p-P70 S6 Kinase^T389^ (Cell Signaling #9234), P70 S6 Kinase (Cell Signaling #2708), p-eIF4E^S209^ (Cell Signaling #9741), p-4E-BP1^T37/46^ (Cell Signaling #2855), 4E-BP1 (Cell Signaling #9644), p-AKT^T308^ (Cell Signaling #9275), AKT (Cell Signaling #9272), p-IKKα/β^S176/180^ (Cell Signaling #2697), IKKβ (Cell Signaling #8943), p-NF-κB^S536)^ (Cell Signaling #3033), NF-κB (Cell Signaling #8242), Tristetraprolin (TTP) (Cell Signaling #71632), Actin (Cell Signaling #3700), GAPDH (Cell Signaling #97166).

#### Cytokine measurement

Supernatants were collected from 96-well plates and the expression of cytokines was assessed using the mouse TNF-α (BD OptEIA #555268), mouse IL-6 (BD OptEIA #555240), mouse IL-10 (BD OptEIA #555252), mouse IL-12p70 (BD OptEIA #555256) and mouse IFN-β (R&D System #DY8234-05) according to the manufacturer’s instructions. The absorbance was detected at 450–570 nm on a FilterMax F5 multimode microplate reader (Molecular Devices).

The expression of IFN-I was also measured using a reporter cell line. ISRE-L929 cells were seeded at 5×10^4^ cells per well in a 96-well tissue culture plate and incubated at 37°C with 50μl of culture supernatants for 4 h. Using the luciferase assay system kit (Promega, E1500), the luminescence was measured by a Molecular Devices Emax plate reader and data were analyzed by SoftMax Pro.

#### Quantitative RT-PCR

Total RNA was extracted using the RNeasy Mini Kit (Qiagen) as per the manufacturer’s instructions. cDNA synthesis was performed using the iScript cDNA Synthesis Kit (Bio-Rad Laboratories Inc) according to the manufacturer’s instructions, and samples were stored at −20 °C until use. Quantitative real-time PCR was performed using the Bio-Rad CFX384 Touch Real-Time PCR System (Bio-Rad Laboratories Inc) in conjunction with SYBR Green PCR Master Mix (Thermo Fisher Scientific Inc).

The primers used were as follows:

*Cxcl1:* (F) 5’-TGAGCTGCGCTGTCAGTG-3’, (R) 5’-AGAAGCCAGCGTTCACCAGA-3’

*Ifnb1:* (F) 5’-ATGGTGGTCCGAGCAGAGAT-3’, (R) 5’-CCACCACTCATTCTGAGGCA-3’

*Zfp36:* (F) 5’-TTTCCCCTTCTGCCTTCTCT-3’, (R) 5’-TGGTGCTGGGGGTAGTAGAC-3’

*IL-12p35*:(F)5’-ATGTGTCAATCACGCTACCTCC-3’,(R)5’TCAGGCGGAGCTCAGATAGCC-3’

*IL-12p40*: (F) 5’-GTCCTCAGAAGCTAACCATCTCC-3’

(R) 5’-CCAGAGCCTATGACTCCATGTC-3’

*TNF-α*: (F) 5’-GAGAAGTTCCCAAATGGCCTCCC-3’

(R) 5’-GTATGAGATAGCAAATCGGCTGACGC-3’

*Actin*: (F) 5’-GATCAAGATCATTGCTCCTCCTG-3’

(R) 5’-AGGGTGTAAAACGCAGCTCA-3’

#### Gene expression profiling and analysis

Bone marrow-derived macrophages were treated with IFNβ (10 ng/mL) or LPS (10 ng/mL) with or without zVAD (50μM). Cells were harvested 6 h post-treatment and RNA was collected using the RNeasy Mini Kit (Qiagen). Reverse transcription of total RNA (200 ng) was conducted using the Agilent Low-input Quick Amp single color labeling kit. Labeled cRNA was hybridized to Agilent-028005 SurePrint G3 Mouse GE 8x60K Microarray (GPL10787). Exported probe data was filtered using a script in R (4.3.3). Probes with expression greater than background in at least 50% of arrays were retained. The background-subtracted data was quantile-normalized and probes representing low-expressed genes were removed from the analysis. Differential expression testing was performed in R (4.3.3) by considering genotype and treatment in the differential expression analysis design. The p-value was evaluated using the Benjamini–Hochberg procedure.”

Gene set enrichment analysis (GSEA*)* was conducted with all differentially expressed genes, using the R clusterProfiler package with the parameters minGSSize = 10, maxGSSize = 6000, pvalueCutoff = 1.0, pAdjustMethod = ‘BH’, and Eps = 0. The p-value was adjusted using the Benjamini–Hochberg procedure. Gene sets with adj.Pval < 0.05 were considered significant if the NES was > 1.5, or < −1.5. The gene sets that are most significantly enriched in WT cells upon necroptosis induction (‘TNFα signaling pathway’ and ‘Inflammatory Response LPS’) were selected for further analysis. Gene set enrichment plots were used to determine the leading-edge genes enriched in each pathway. Heatmaps of the leading-edge genes were generated using median-centered log_2_FC differential expression values.

#### Analysis of ChiP-Seq data

ChIP-seq data was retrieved from the NCBI SRA (GSE115435) [49] and decompressed into a fastq file format using fasterq-dump. Adapter contamination and low-quality sections of the raw reads were removed using fastp. The trimmed reads were aligned on the Mus musculus mm10 genome using the STAR aligner. Duplicate read pairs were marked using Picard and replicates were merged into a single bam file using samtools. SSP was utilized to determine chromatin fragment length and bamCoverage was used to calculate read density. The resulting bigWig files were loaded on the integrative genomics viewer for analysis.

#### Statistical analyses

All graphs show the average results taken from at least three independent experiments. Error bars show the standard error of the mean, and statistical significance between groups was determined by using the student’s *t*-test or ANOVA using the GraphPad Prism 10 software. The Brown–Forsythe test used to test for equality of variances. Statistical evaluation of GSEA and differential gene expression (DGE) was performed in R. Specifically, the calculated P-values following DGE analysis and GSEA were adjusted using the Benjamini–Hochberg (B-H) procedure.

### Supplementary information

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary figure legends

Supplementary material

## Data Availability

The authors declare that all other data supporting the findings of this study are available within the article and its supplementary information files. All the original highthroughput microarray data has deposited at GEO (GSE134549).

# Supplementary material for: Regulation of Zfp36 by ISGF3 and MK2 restricts the expression of inflammatory cytokines during necroptosis stimulation
**Source:** Cell Death Dis. 2024 Aug 8;15(8):574. doi: 10.1038/s41419-024-06964-4
**Supplement:** Supplementary file 7 — Supplementary figure legends

**Supplementary figure legends**

**Figure S1: Necrosome activation causes upregulation of inflammatory response.**

**(A-D)** WT BMDMs were treated with IFNβ (100U/mL), zVAD-fmk (50µM), and Nec1-s (10 µM). Cell death was evaluated at 6 h by MTT (**A**). (**B-E**) Differential gene expression and GSEA was performed in BMDMs stimulated with IFNβ (100U/mL), zVAD-fmk (50µM), and Nec1-s (10 µM) (**B-D**), or LPS (1 ng/mL), and zVAD-fmk (50µM) **(E**). **(F, G)** Expression of TNFα was measured by ELISA in the supernatants collected at 6h post stimulation of WT BMDMs with LPS (1ng/mL)+zVAD (50µM) or LPS (1ng/mL)+EMR (10µM) (**F**). Cell death was measured by MTT assay at 24h post stimulation (**G**). **(H, I)** Expression of IL-10 and IL-6 was measured in the supernatants of WT BMDMs at 7 h post stimulation of WT BMDMs with LPS (1ng/mL)+EMR (10µM). (**J-L**) WT BMDMs were treated with IFNβ (100U/mL) (**J**), IFN-γ (50 ng/mL) (**K**), or TNFα (50 ng/mL) (**L**), and EMR (10µM), and Nec1-s (10µM). Cell viability was evaluated by the MTT assay at 24 h post stimulation. **(M)** Western blot analysis was performed in cell extracts collected from WT BMDMs at different time intervals post stimulation with LPS (1ng/mL)+EMR (10µM)+/- Nec1-s (10 µM). Each experiment was repeated at least three times. (***P<*0.01).

**Figure S2. ISGF3 promotes necroptosis and IL-10 expression.**

**(A-C)** BMDMs of various genotypes were treated with LPS (1ng/mL) and EMR (10µM). Expression of IL-10 was measured in cell supernatants collected at 7 h post activation (**A, B**). Cell viability was evaluated at 6 h post activation by staining with PI and Hoechst (**C**). **(D-F)** BMDMs of various genotypes were treated with TNFα (50ng/ml), IFNβ (100U/mL), EMR (10µM), and Nec-1 (10µM). Cell death was measured by MTT assay at 24 h. Each experiment was repeated at least three times. (***P<*0.01, ****P<*0.001, *****P<*0.0001).

**Figure S3. RipK1 has differential impact on TNFα expression by WT versus *Ifnar1^−/−^* cells.**

**(A)** WT and *Ifnar1^−/−^* BMDMs were treated with LPS (1ng/mL) and zVAD-fmk (50µM) for 6 h. Heatmap shows the genes in the MAPK-pathway that are downregulated in *Ifnar1^−/−^*cells. **(B)** Expression of TNFα in the supernatants collected at different time intervals following treatment of WT and *Ifnar1^−/−^* BMDMs with LPS (1ng/mL) and EMR (10µM). Nec1-s (10 µM) was added at the time or at 90 minutes post treatment with LPS+EMR. **(C, D)** Western blot analysis was performed in the cell lysates collected from WT and *Ifnar1^−/−^* BMDMs at different time intervals after the treatment of LPS (1ng/mL). Each experiment was repeated at least three times. (*****P<*0.0001).

**Figure S4: ISGF3 promotes Zfp36 transcription.**

(**A**) Genome browser track was plotted from the ChiP-seq data retrieved from [doi.org/10.1038/s41467-019-10970-y](https://doi.org/10.1038/s41467-019-10970-y). Binding of STAT1 (red), STAT2 (blue), and IRF9 (green) is shown in untreated and IFNβ treated BMDMs at ISRE sites upstream of the *Zfp36* promoter. The integrative genomics viewer track represents a ChIP-seq experiment as described in [doi.org/10.1038/s41467-019-10970-y](https://doi.org/10.1038/s41467-019-10970-y). **(B, C)** Expression of *Zfp36* mRNA was measured in WT and *Ifnar1^−/−^* BMDMs by microarray (**B**) or by qRT-PCR (**C**) at 6 h post treatment. (**D**) WT and *Zfp36^−/−^* BMDMs were treated with IFNβ (100U/mL), EMR (10µM), and Nec1-s (10 µM). Expression of cytokines was measured in cell supernatants collected at 6h post stimulation of cells. **(E)** Cell death was measured at 24 h by MTT assay in WT and *Zfp36^−/−^* BMDMs after the treatment with LPS (1ng/mL), EMR (10µM), IFNβ (10ng/mL), or TNFα (50ng/mL). Each experiment was repeated at least three times. (**P* <0.05, ***P<*0.01, ****P<*0.001, *****P<*0.0001).

**Figure S5. Upregulation of MAPK activation in *Ifnar1^−/−^* BMDMs.**

Western blot analysis was performed in cell extracts collected from WT and *Ifnar1^−/−^* BMDMs at different time intervals after treatment with TNFα (50ng/mL) and EMR (10µM). Each experiment was repeated at least three times.

**Figure S6. Treatment with the p38MAPK inhibitor reduces TNFa expression and increases cell death of *Ifnar1^−/−^* BMDMs.**

**(A, B)** WT and *Ifnar1^−/−^* BMDMs were stimulated with LPS (1ng/mL), EMR (10µM), p38^MAPK^ inhibitor (LY2228820, 4 µM), and Nec-1 (10µM). Expression of TNFα were measured in the supernatants at 7 h by ELISA (**A**), and cell death was measured at 24 h by MTT assay (**B**). Cell viability was also measured in cells treated with the RipK3 inhibitor GSK872 (5 µM) (**C**). (**D**) WT, *Ifnar1^−/−^*, *Mk2^−/−^*, and *Ifnar1^−/−^Mk2^−/−^* BMDMs were stimulated with LPS (1ng/mL)+EMR (10µM), IFNβ (10ng/mL)+EMR (10µM), and TNFα (50ng/mL)+EMR (10µM). At 9h post stimulation, cells were stained with Hoechst and PI. Each experiment was repeated at least three times. (***P<*0.01, ****P<*0.001).

# Supplementary material for: Regulation of Zfp36 by ISGF3 and MK2 restricts the expression of inflammatory cytokines during necroptosis stimulation
**Source:** Cell Death Dis. 2024 Aug 8;15(8):574. doi: 10.1038/s41419-024-06964-4

Fig. 1J panels

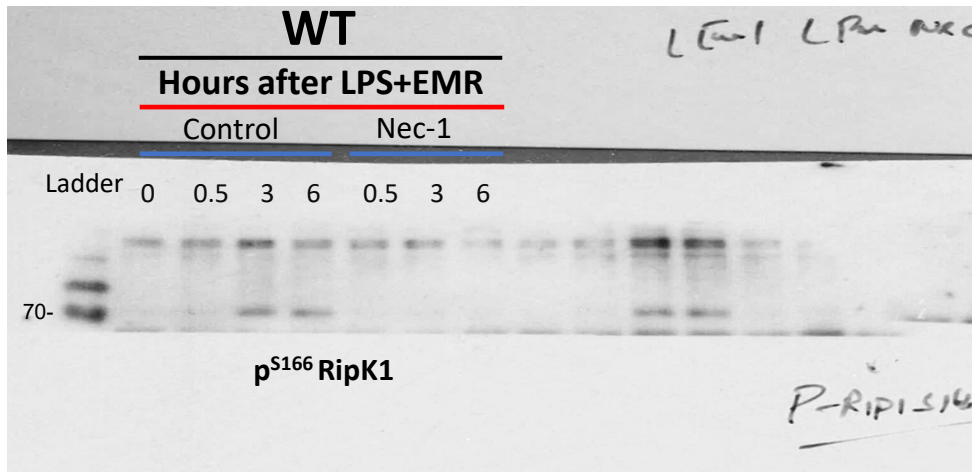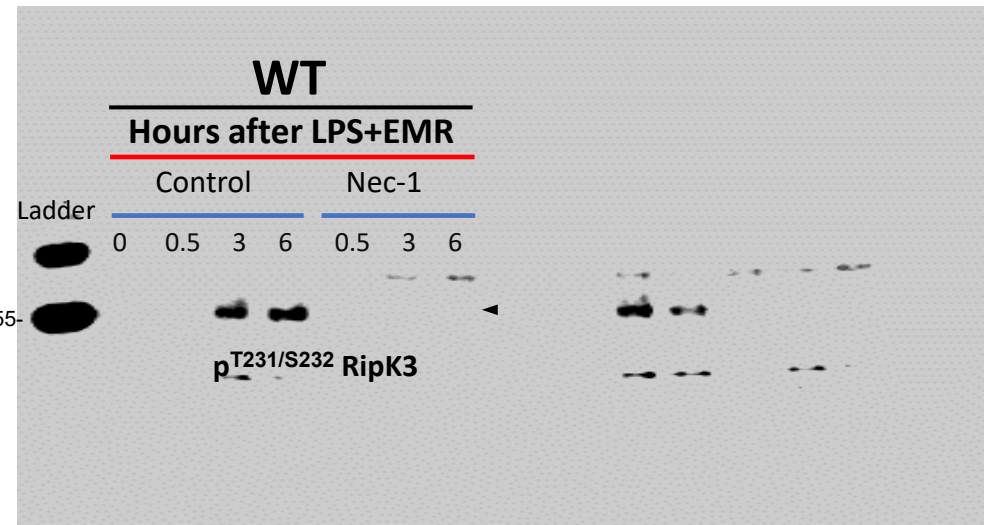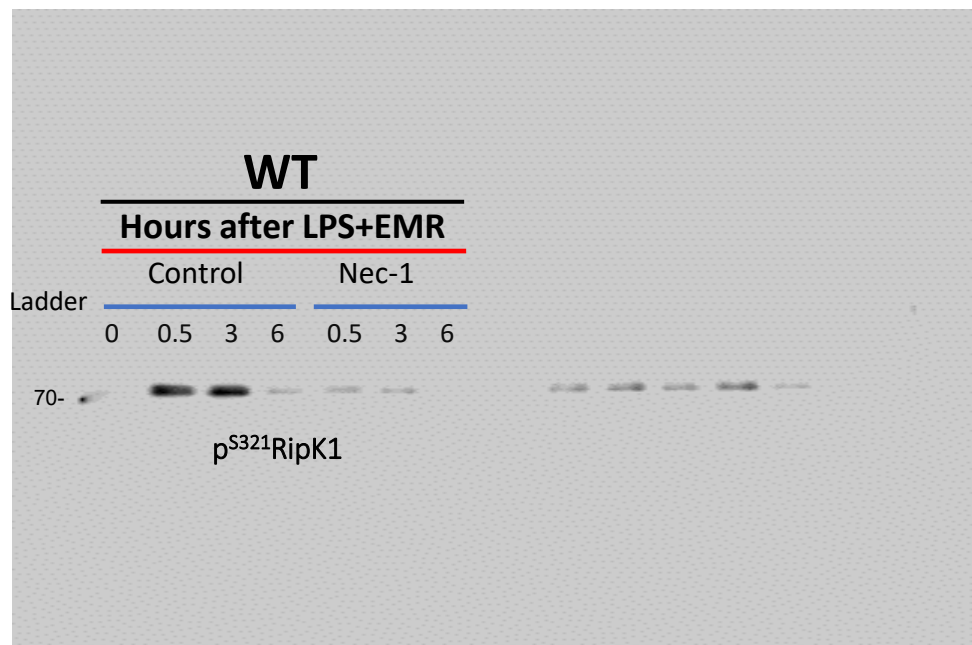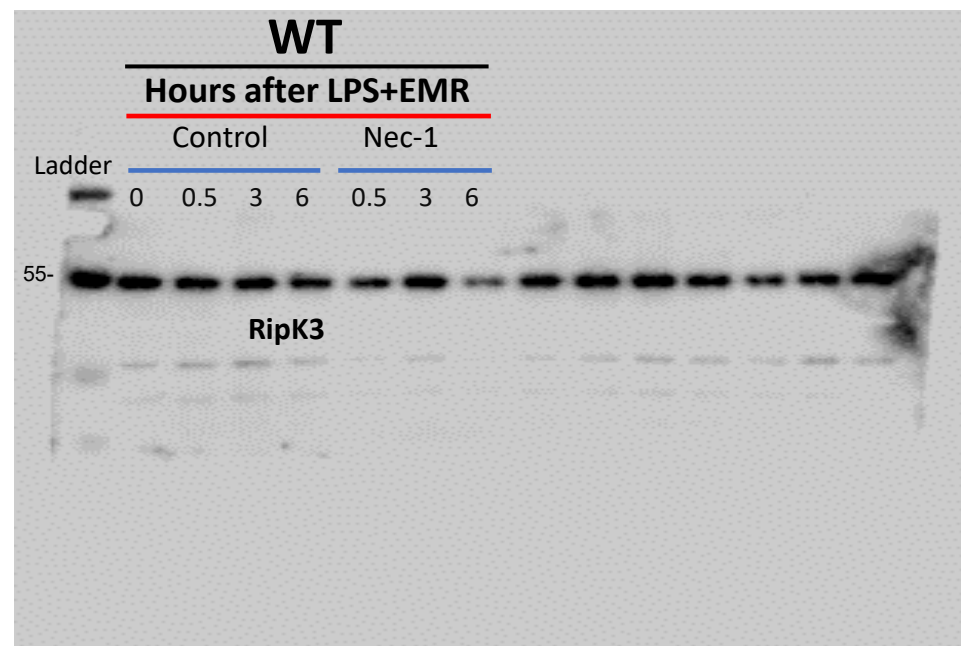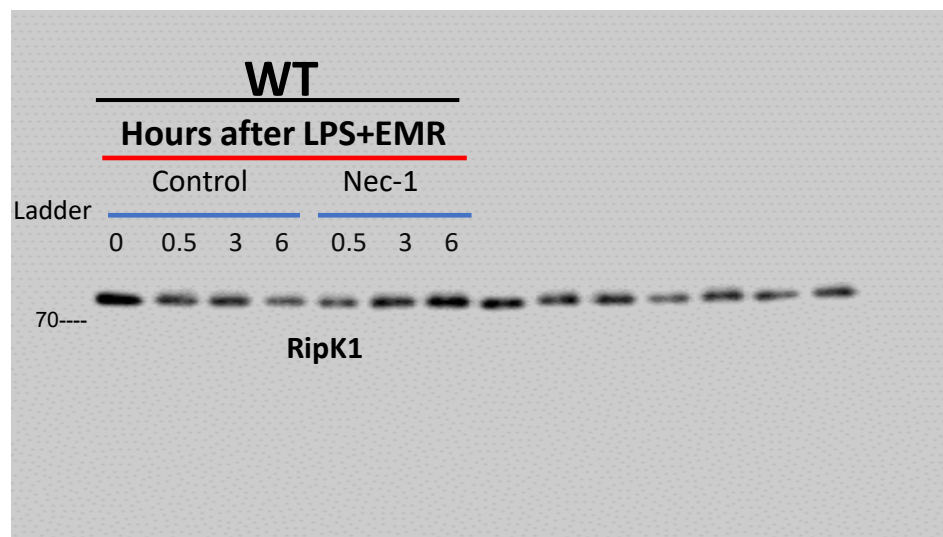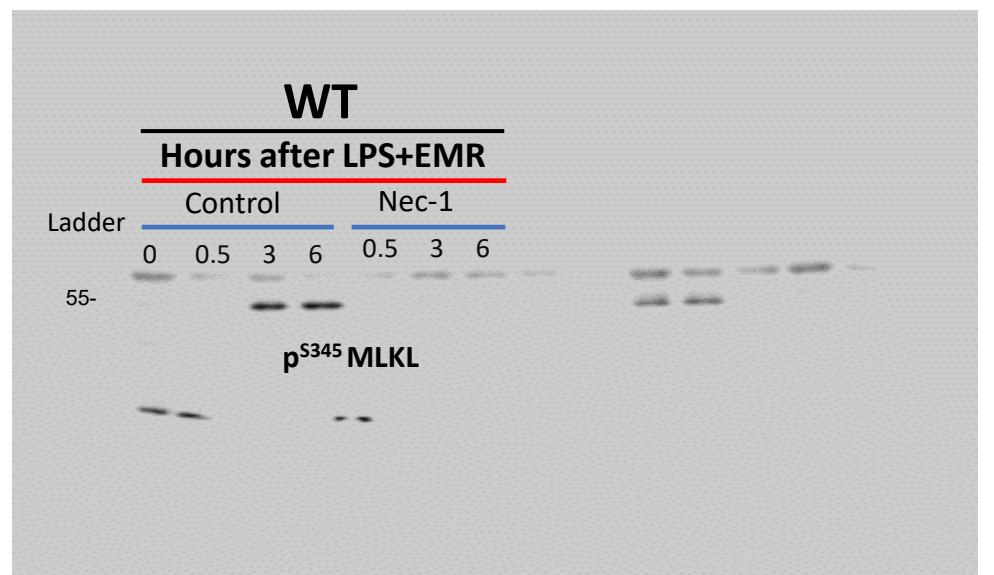

Fig. 1J panels

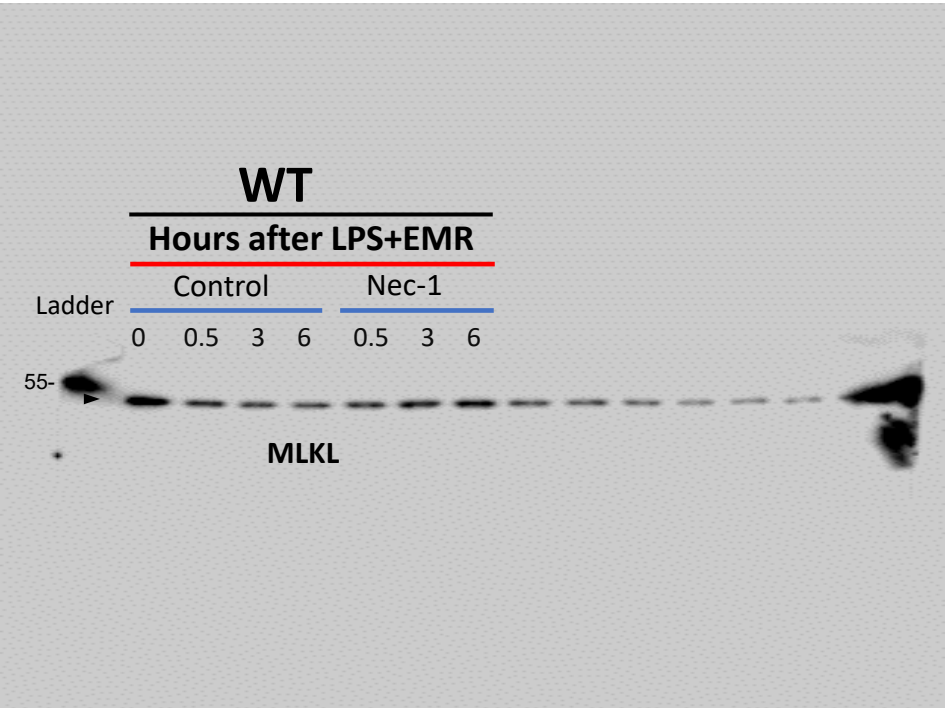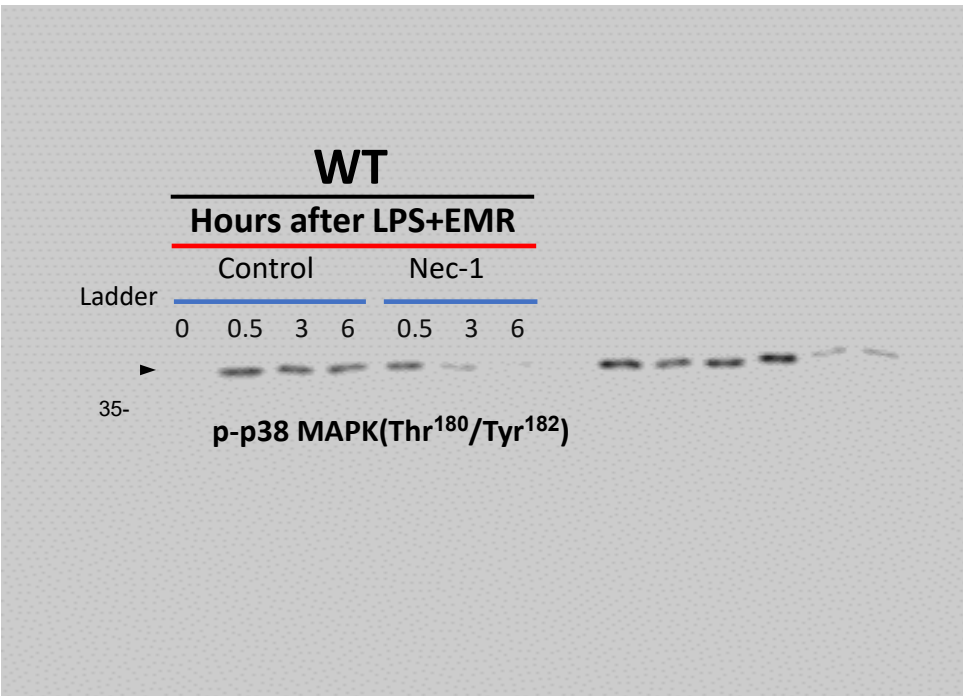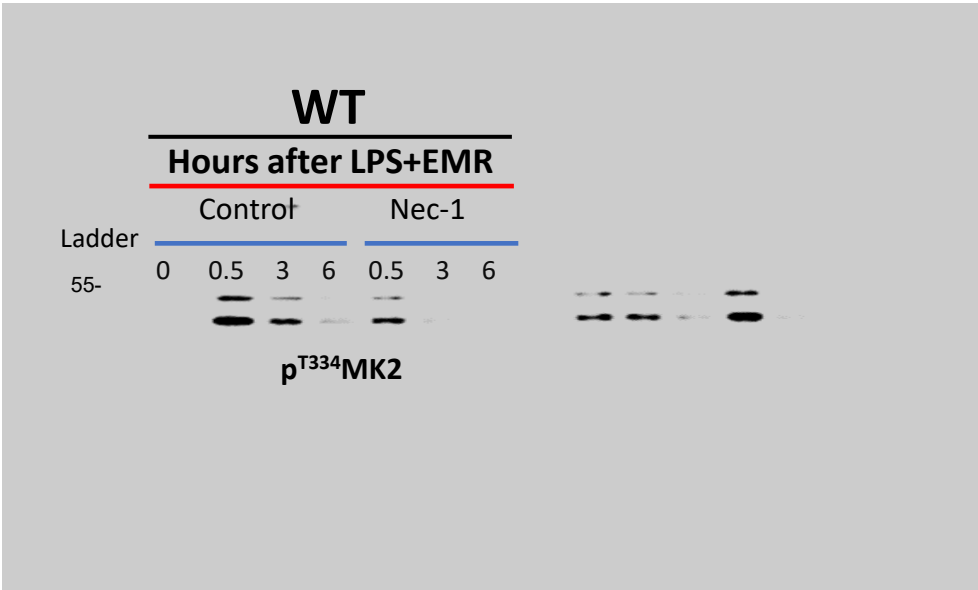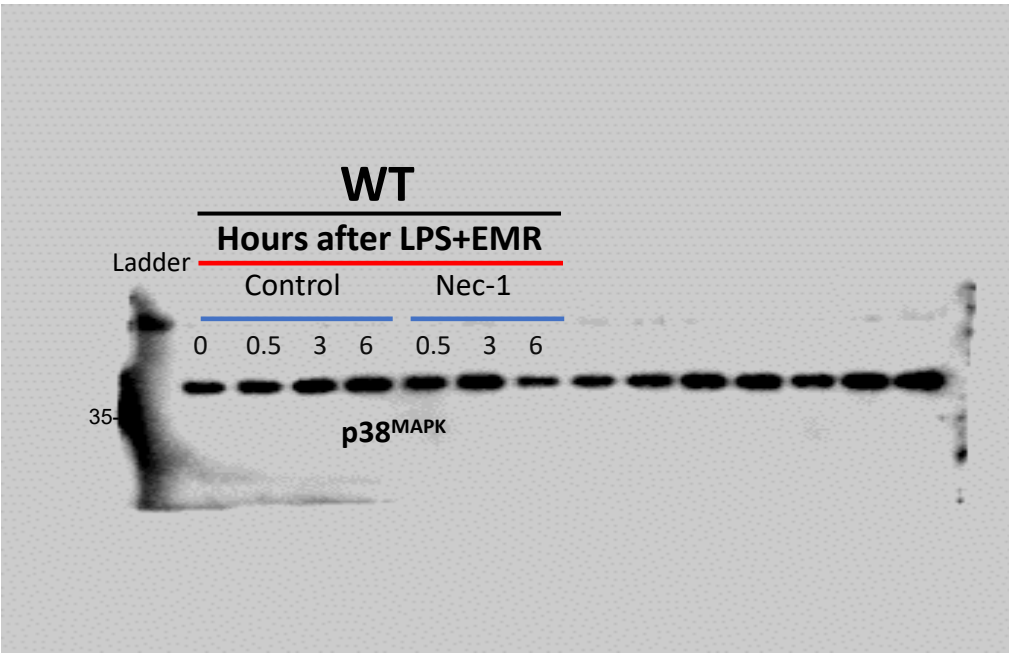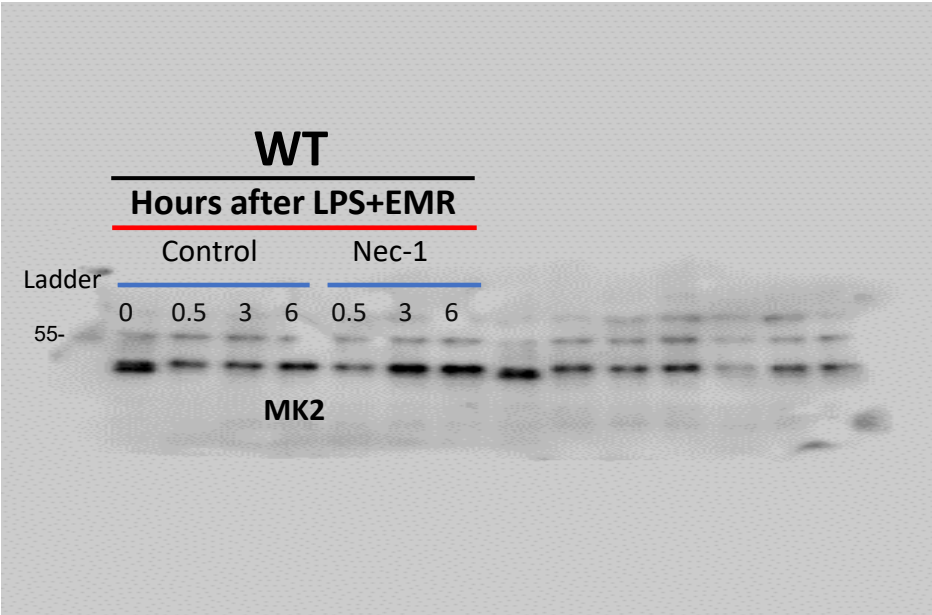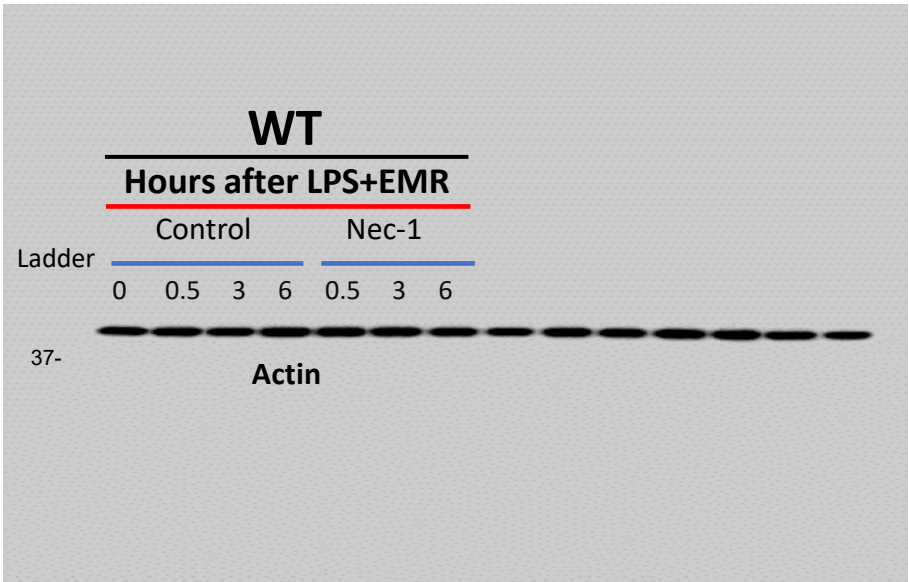

**Fig. 3F panels**

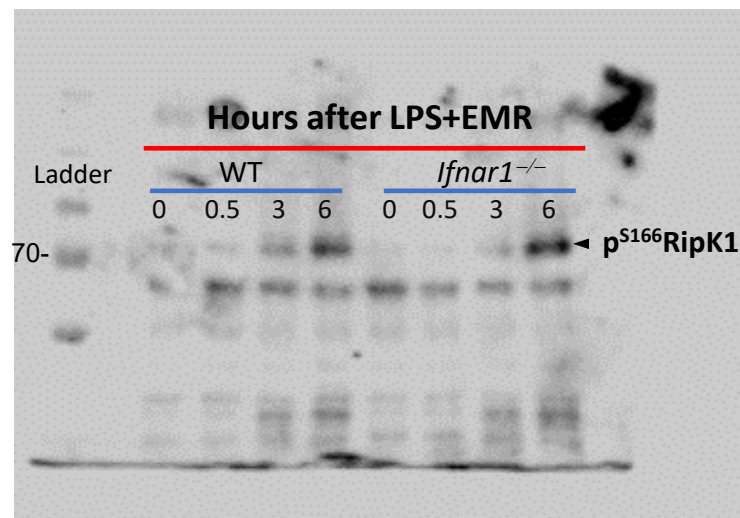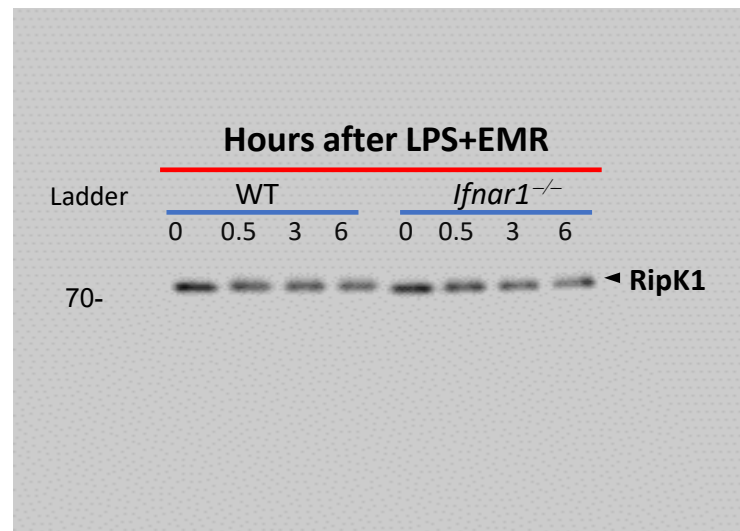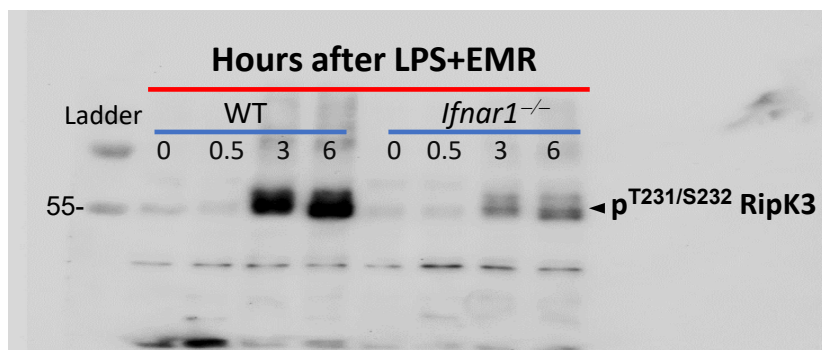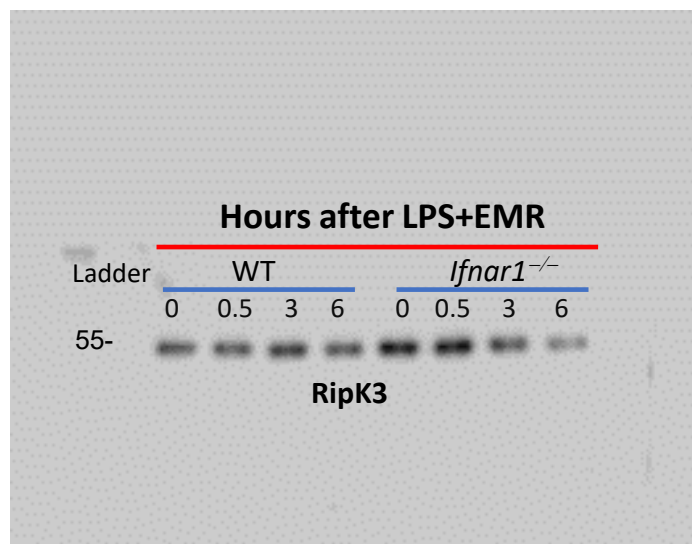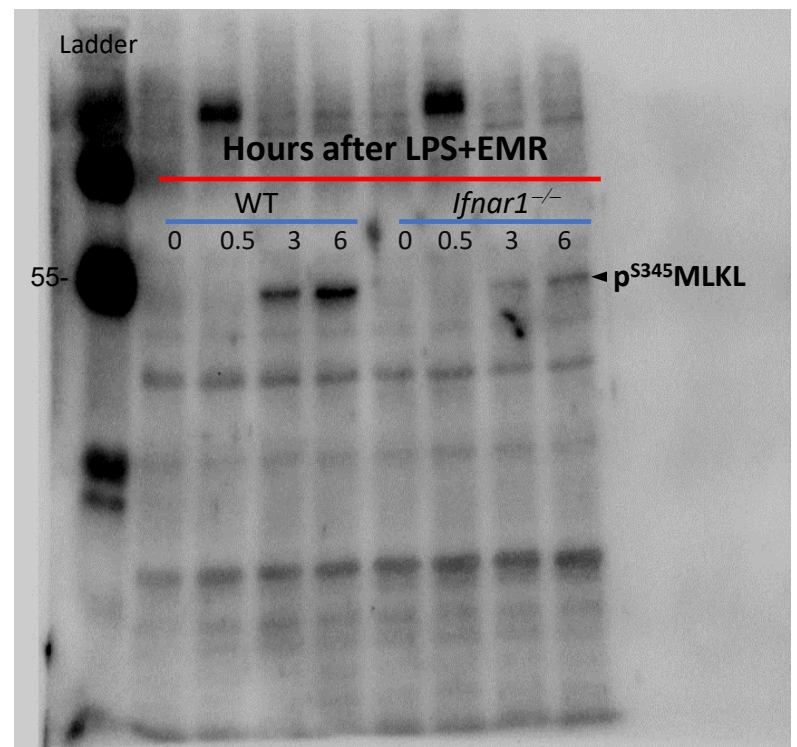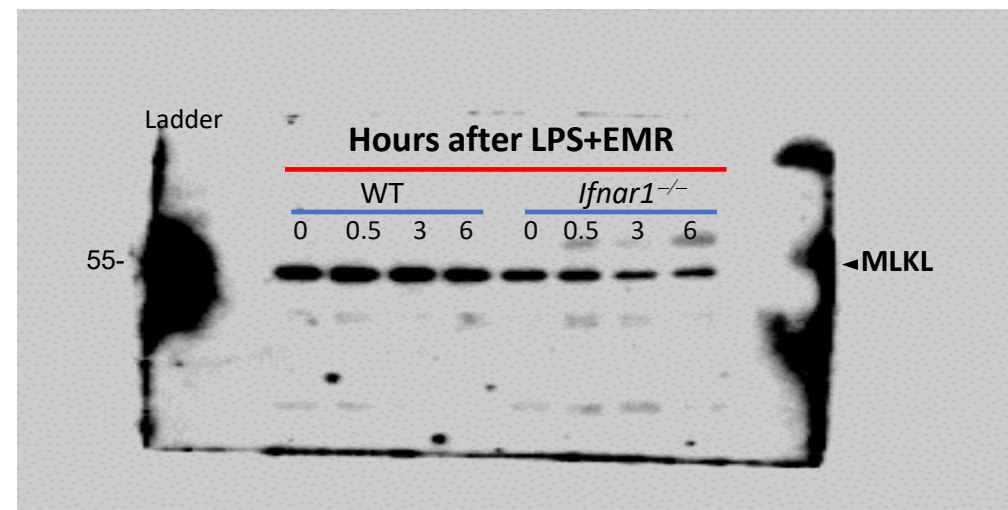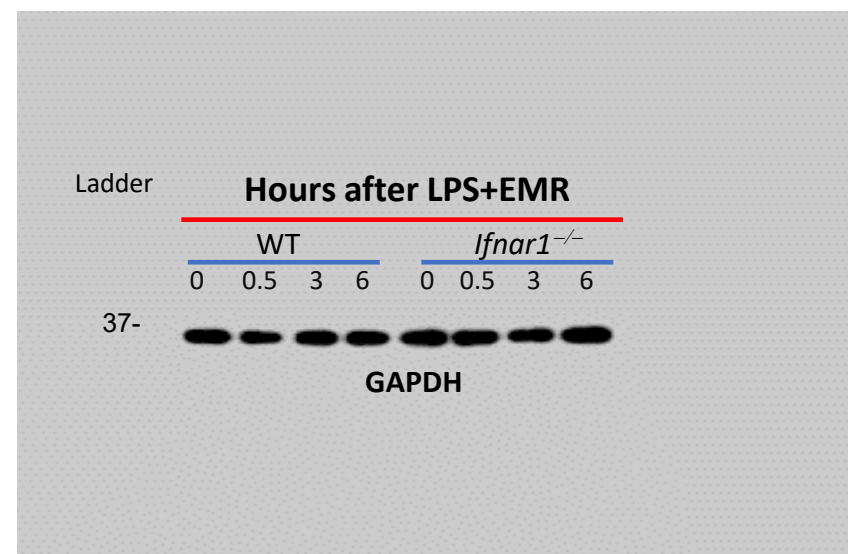

Fig. 3G panels

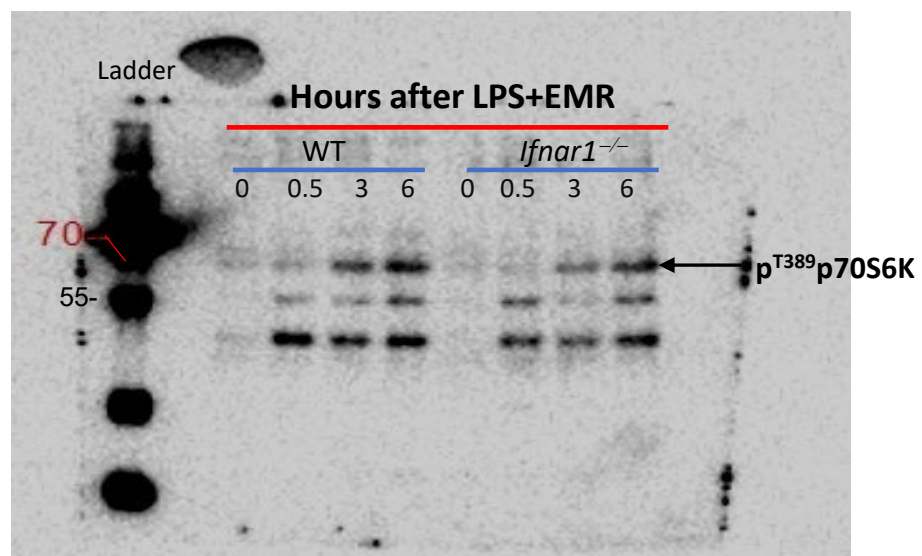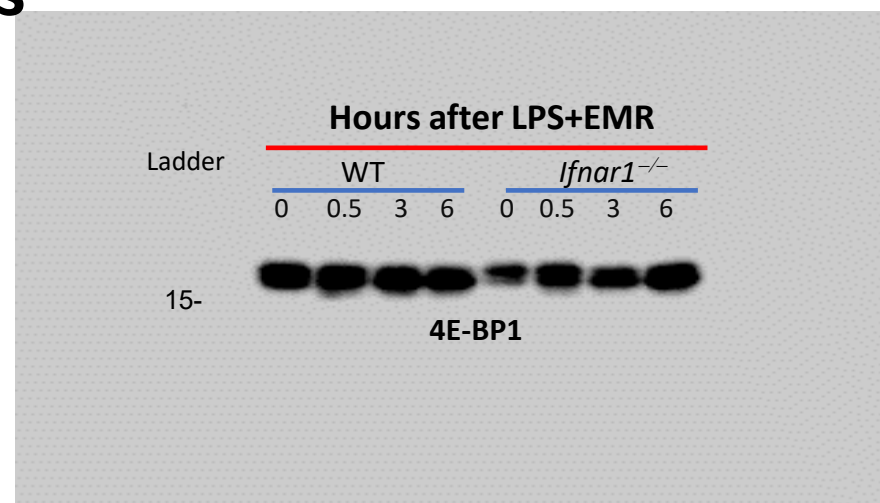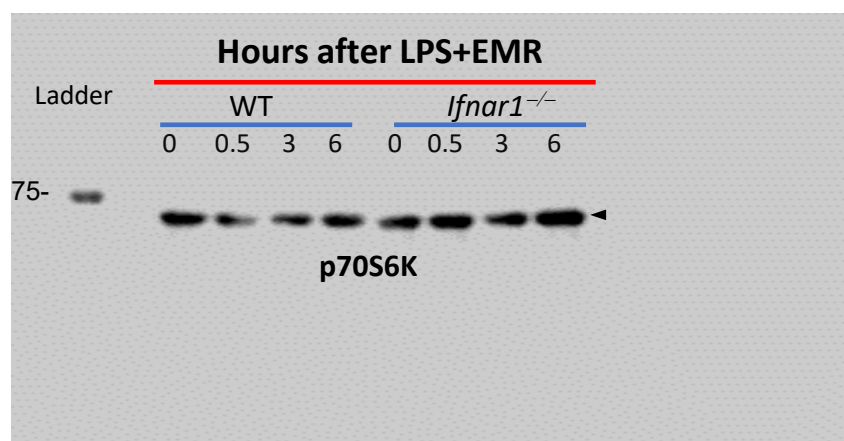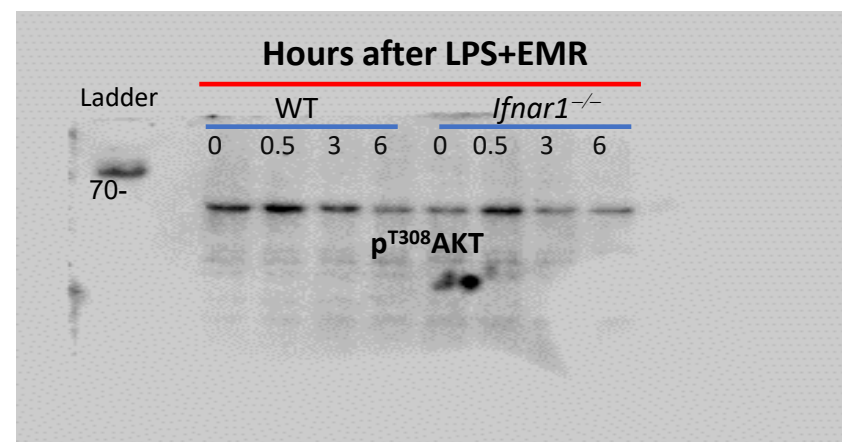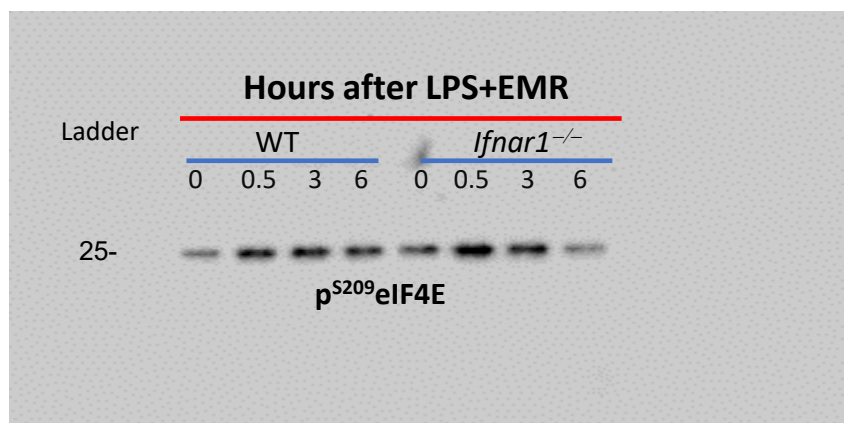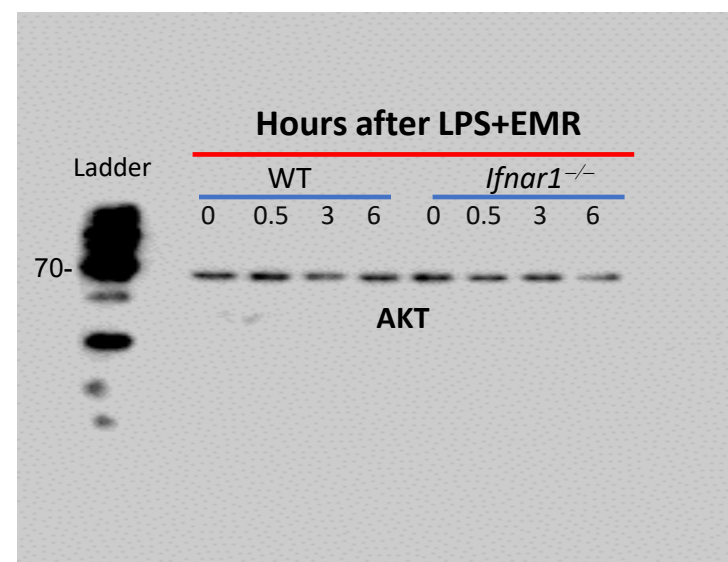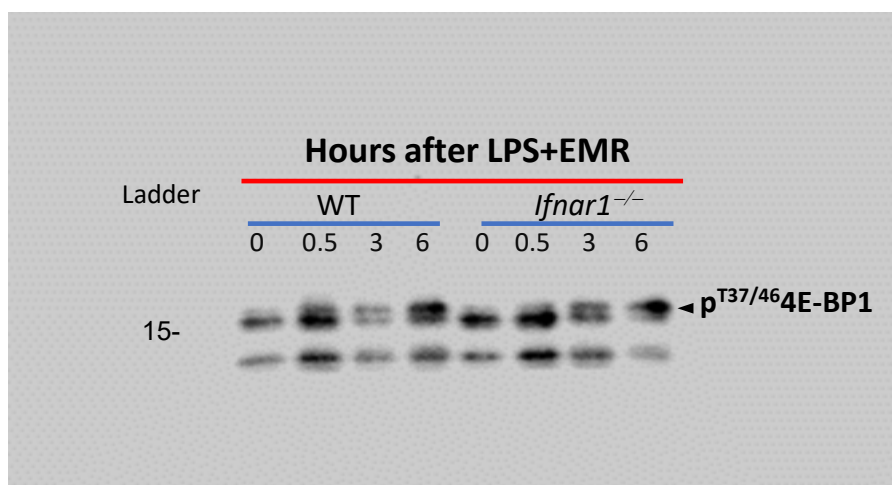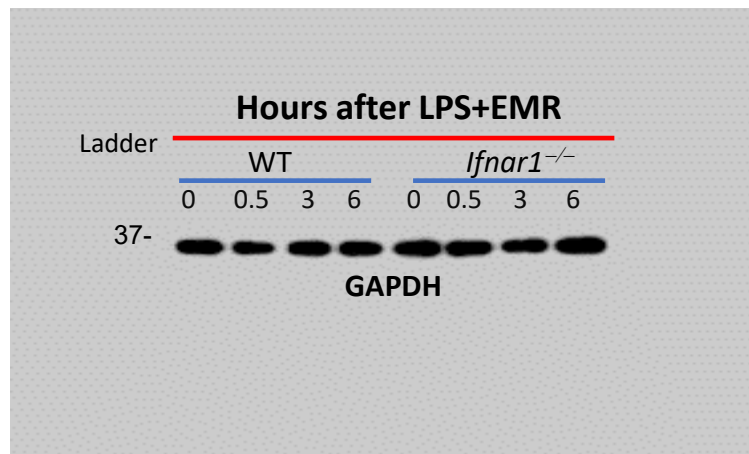

## Fig. 4A panels

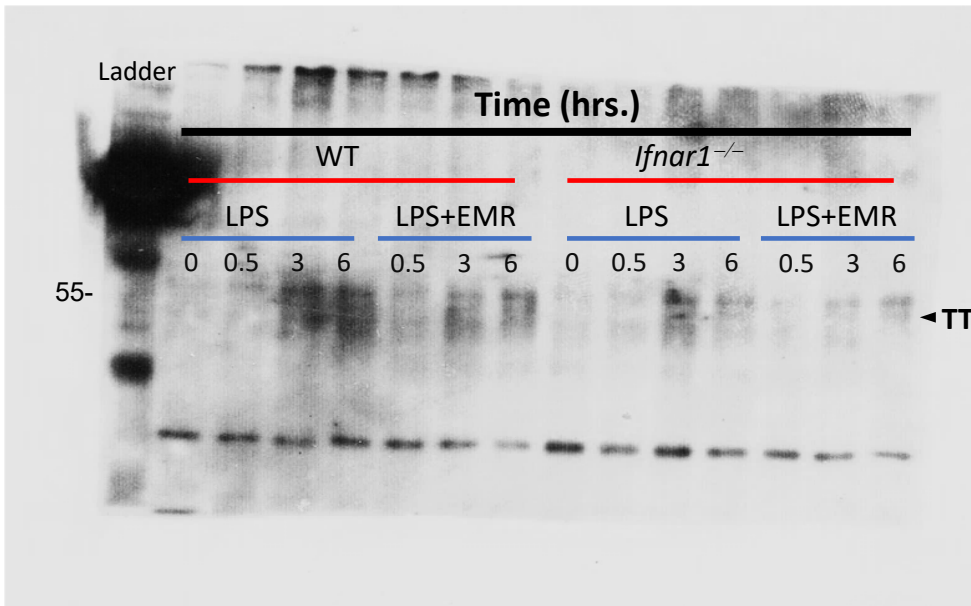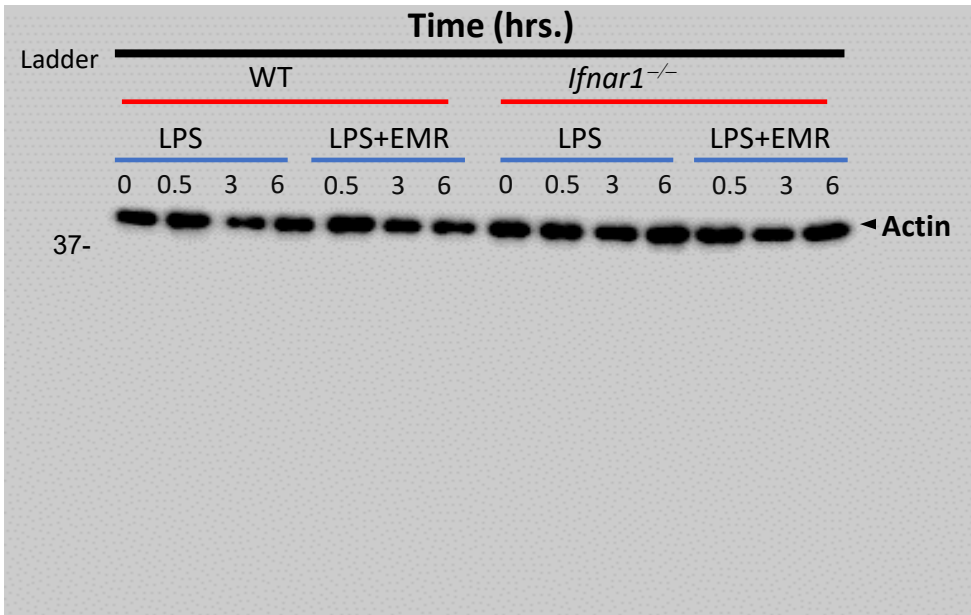

Fig. 5A panels

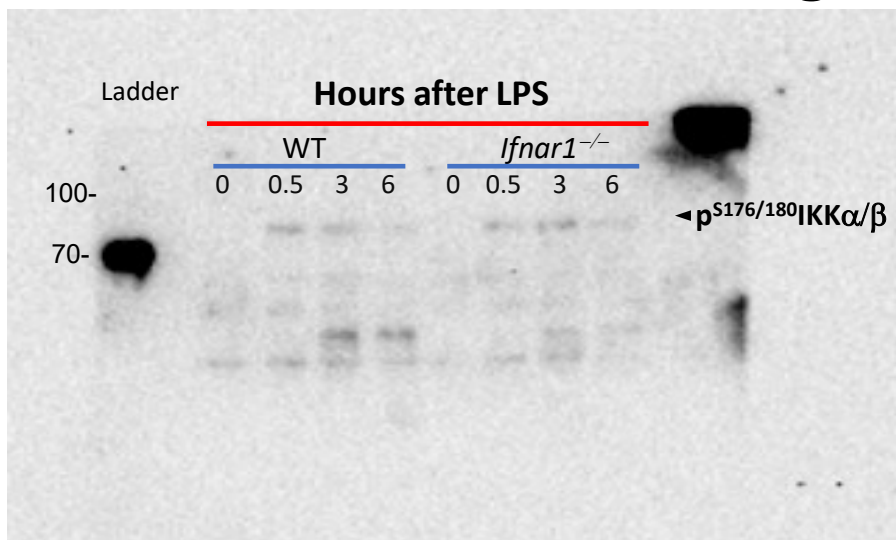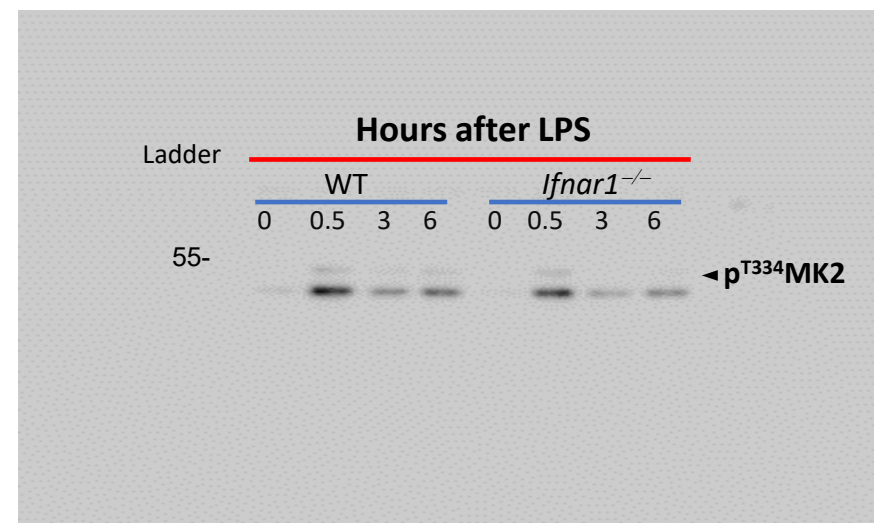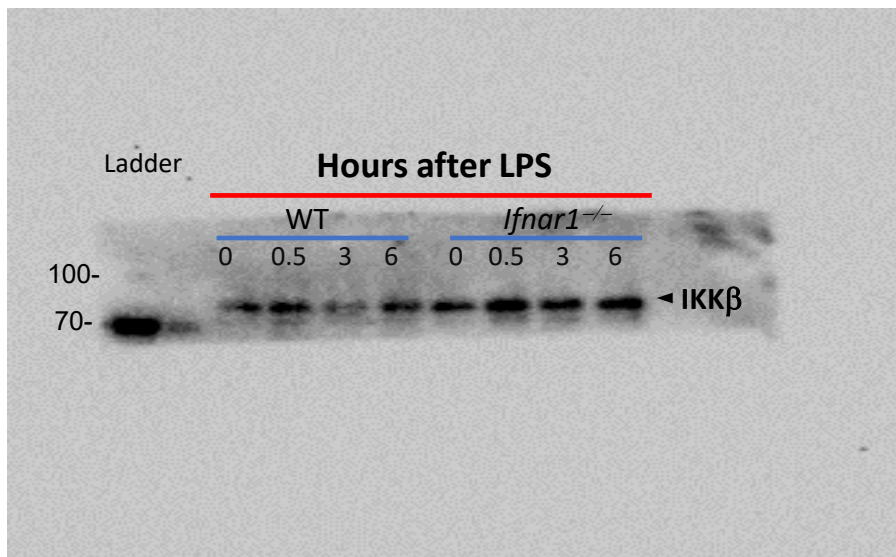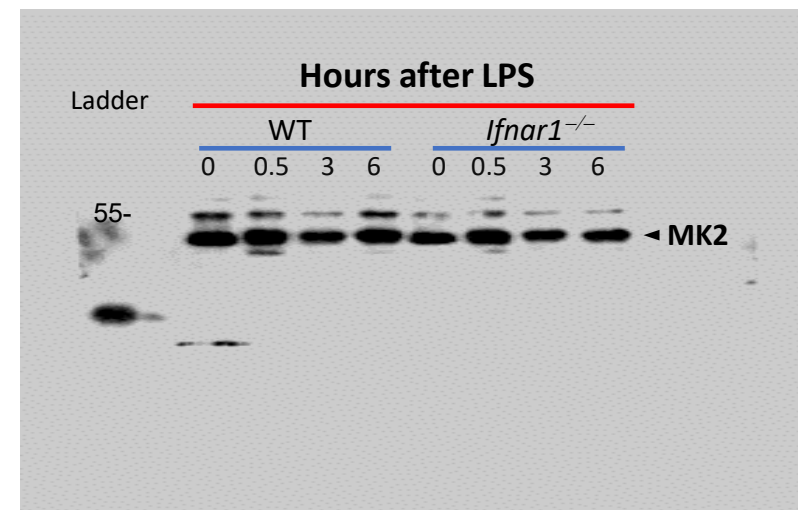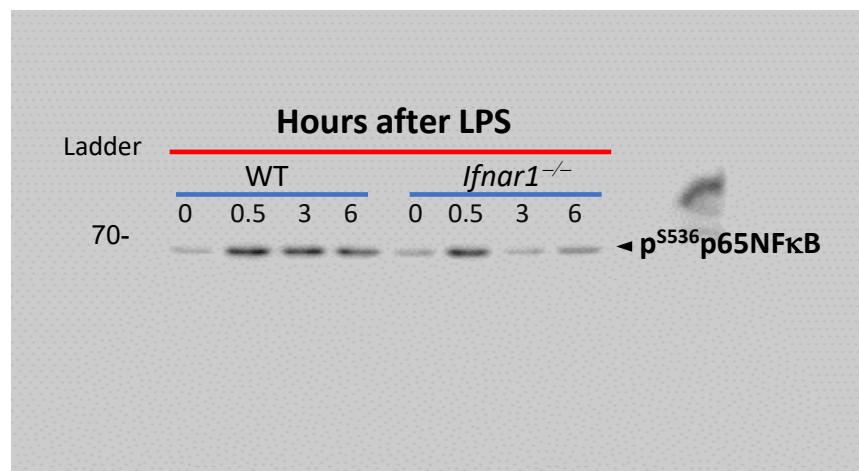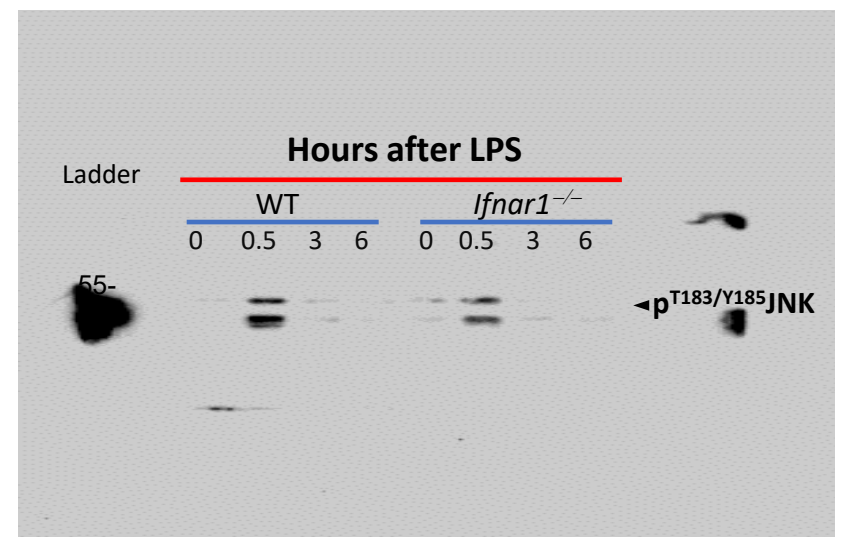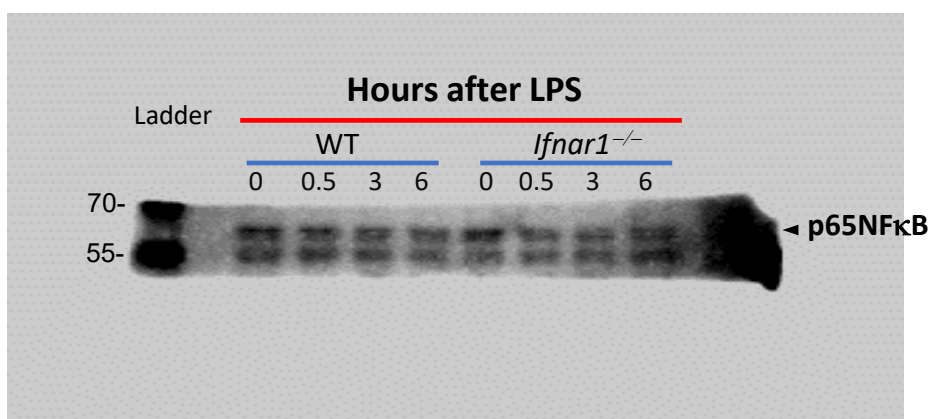

Fig. 5A panels

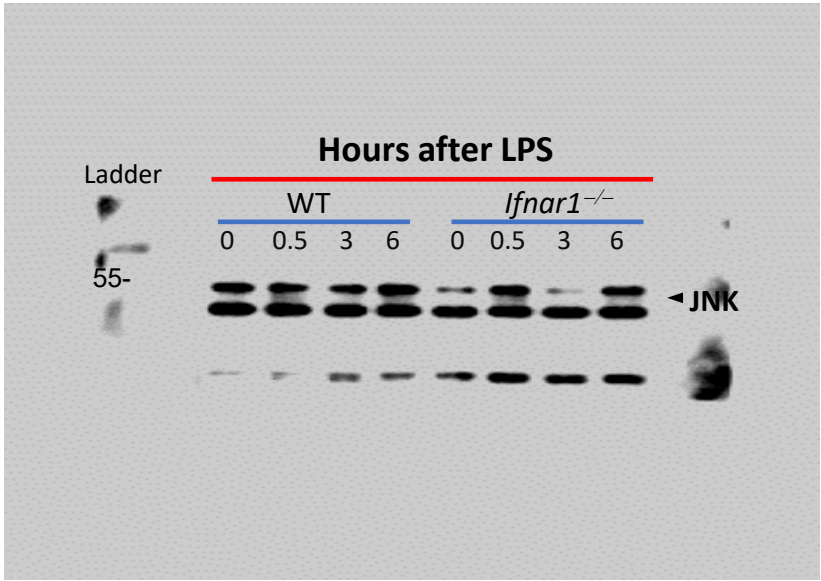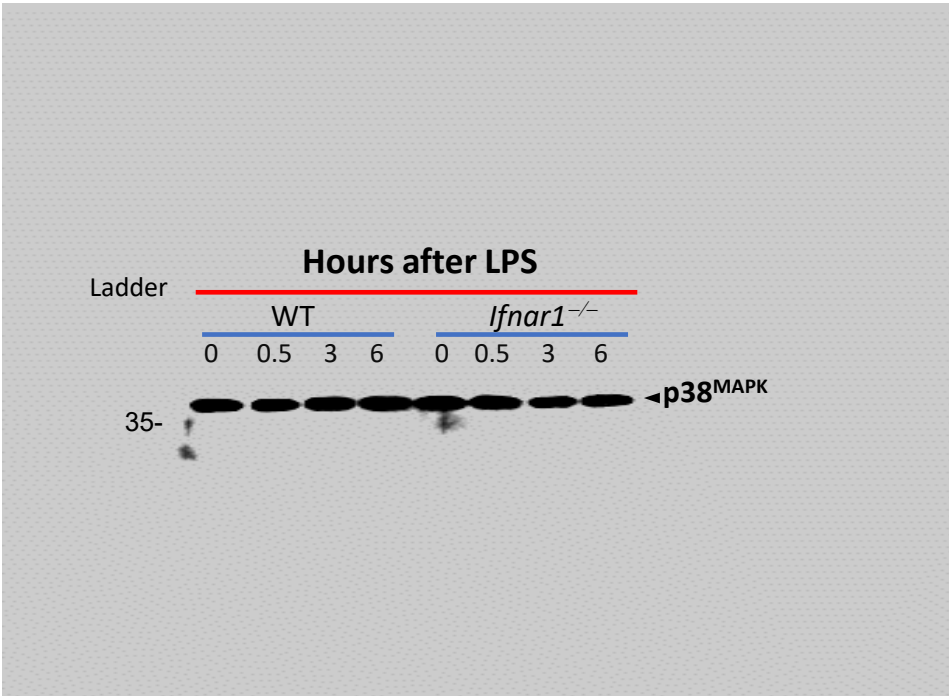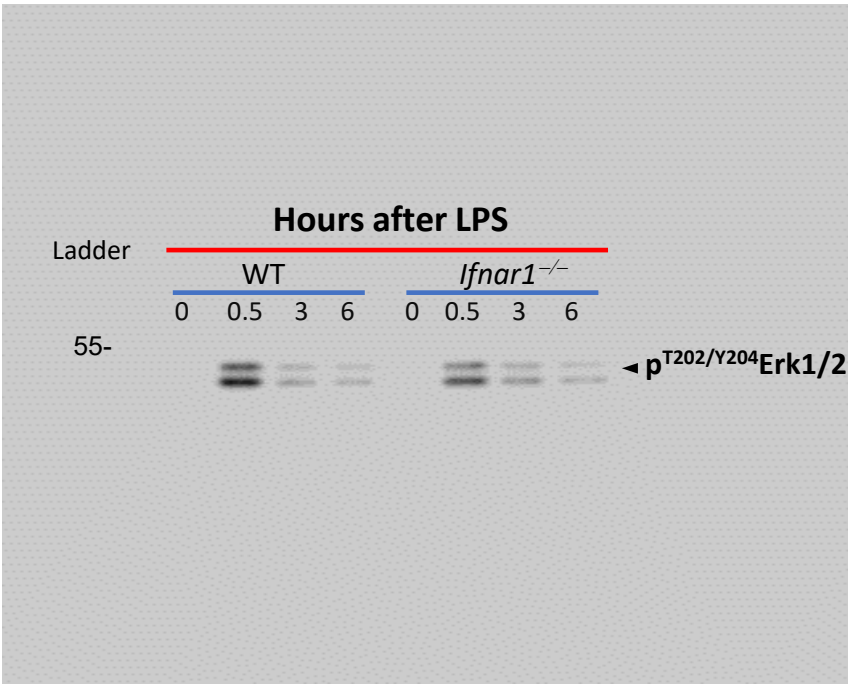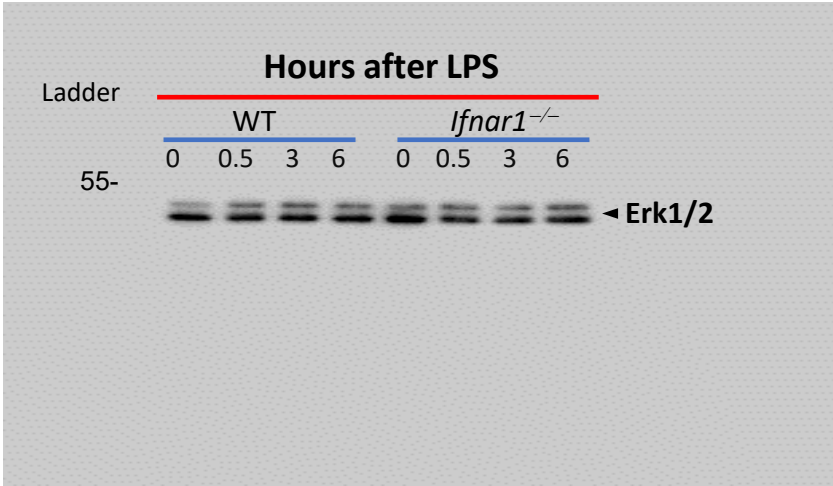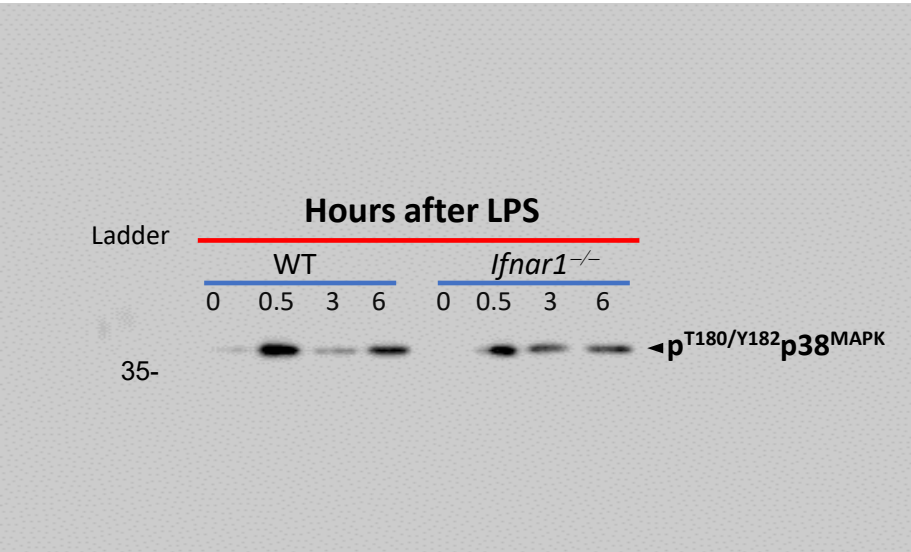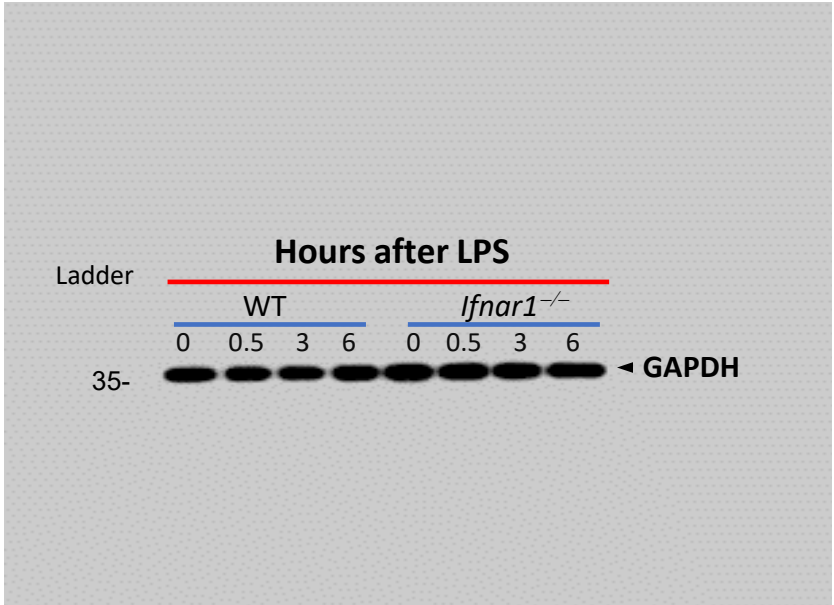

## Fig. 5B panels

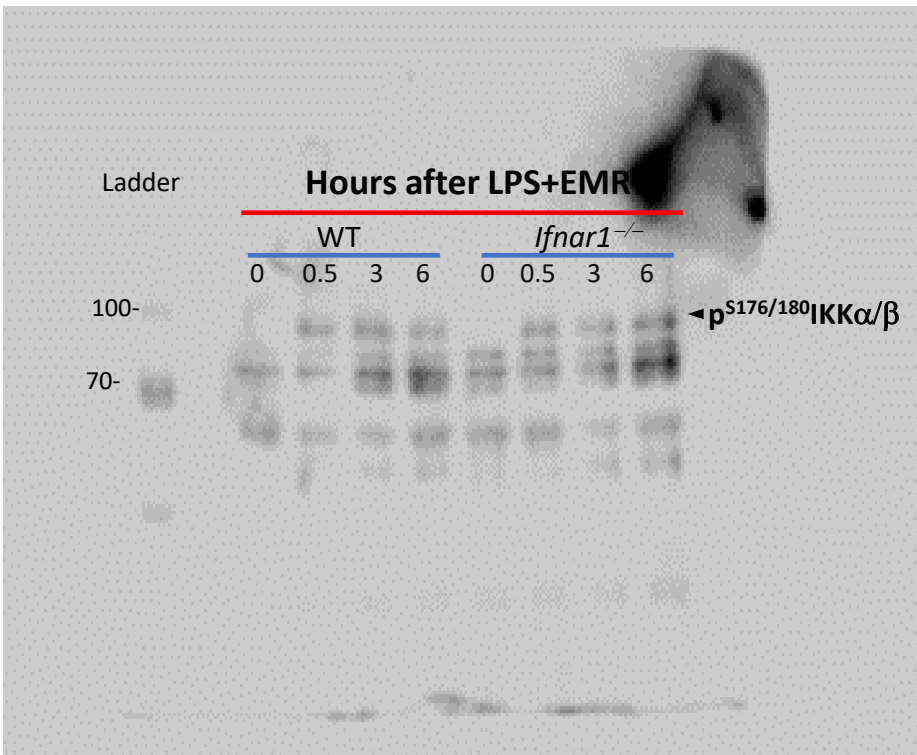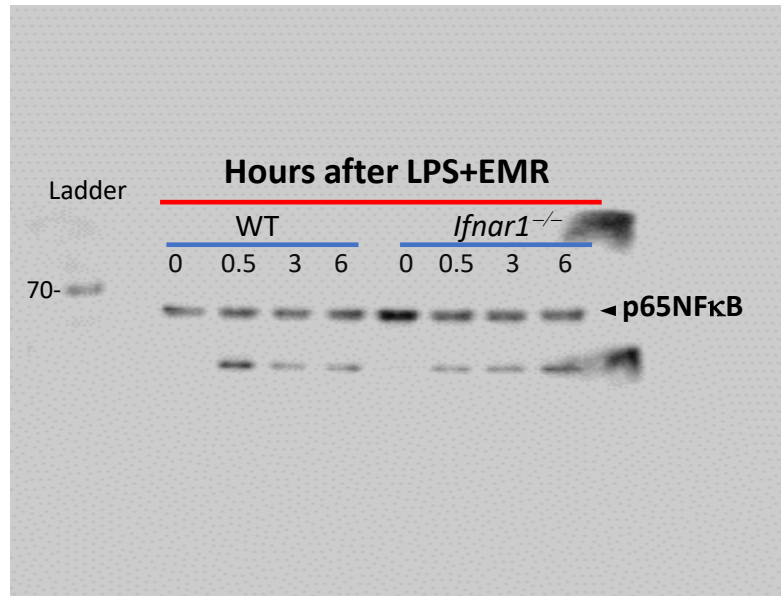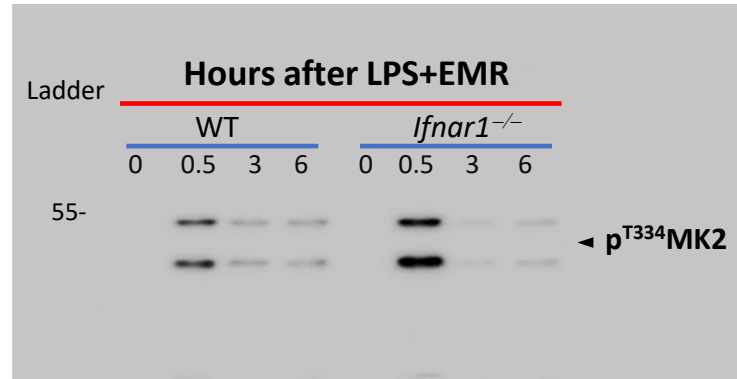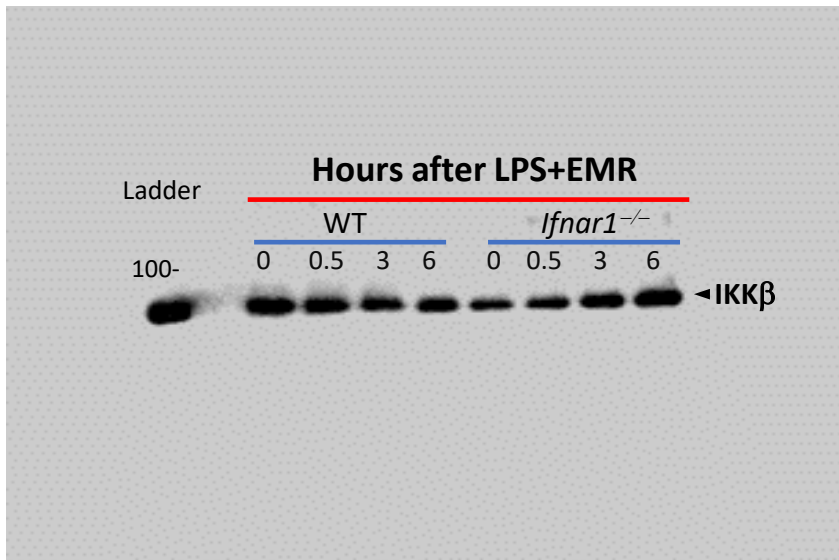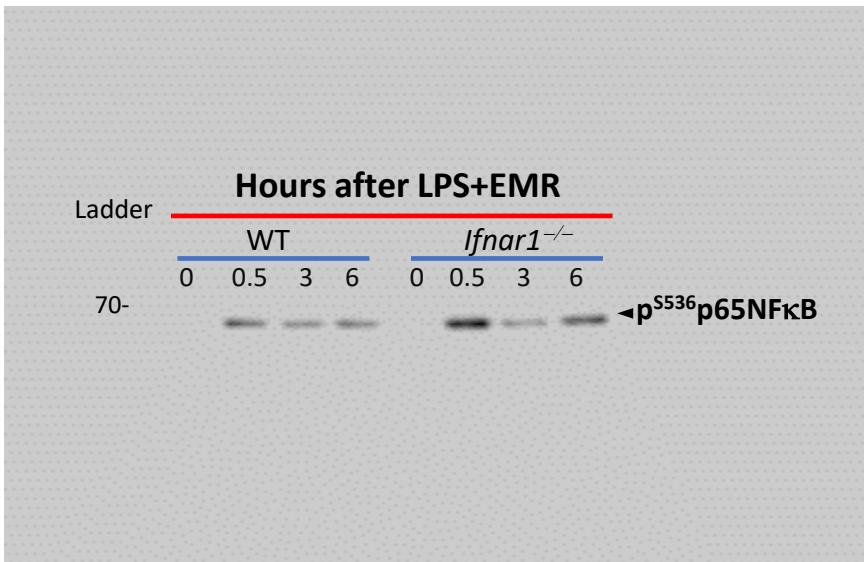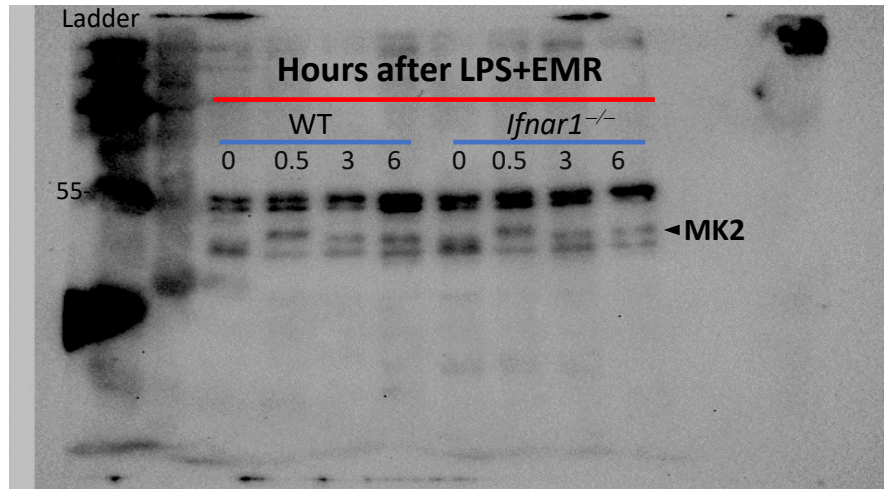

Fig. 5B panels

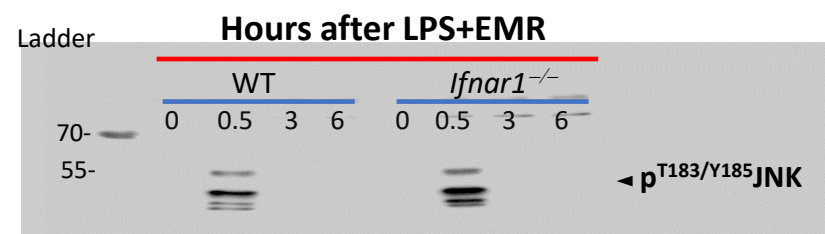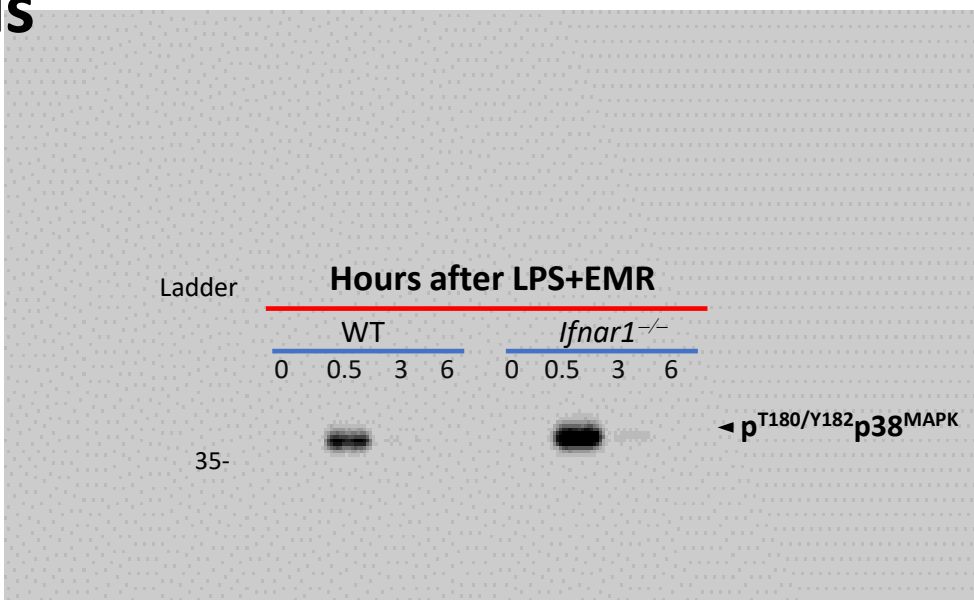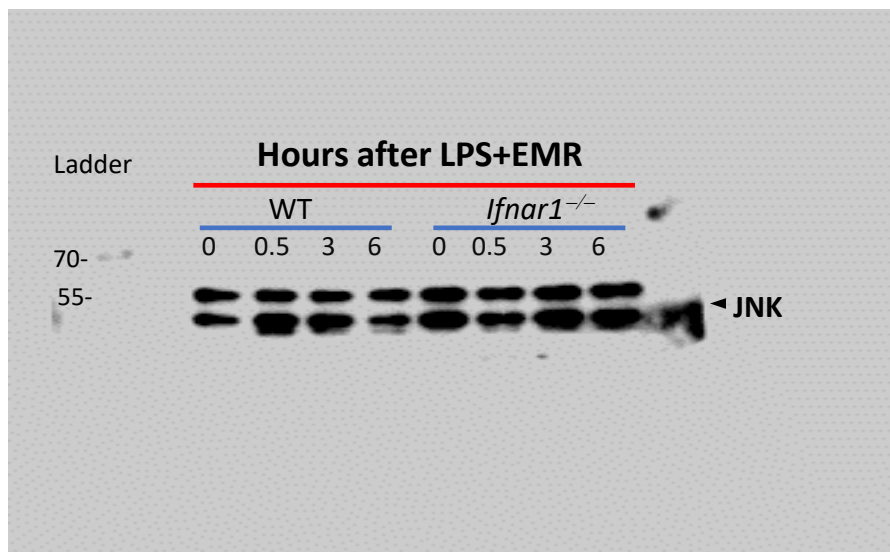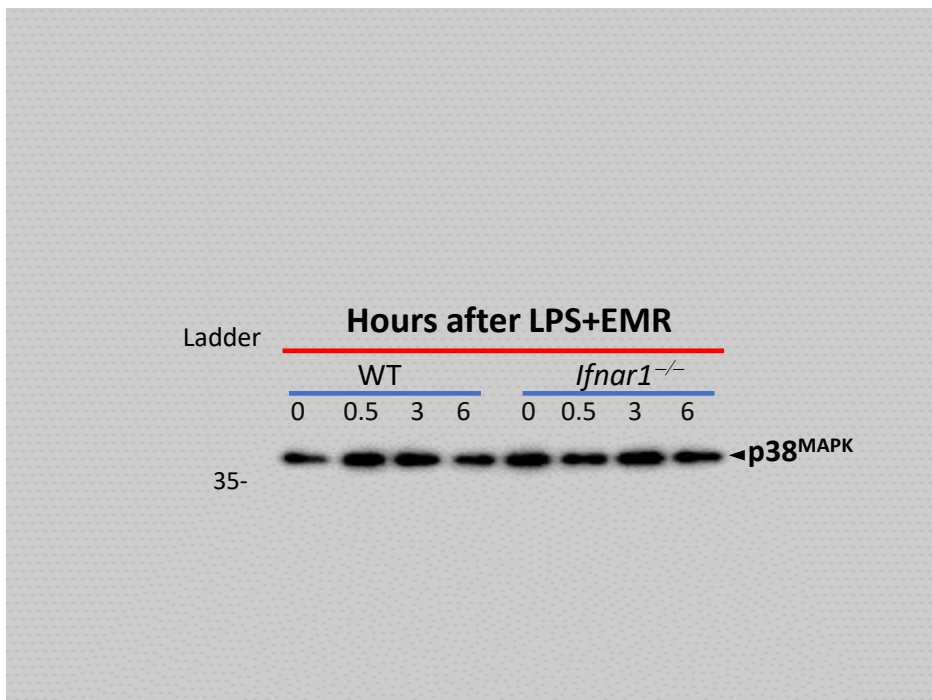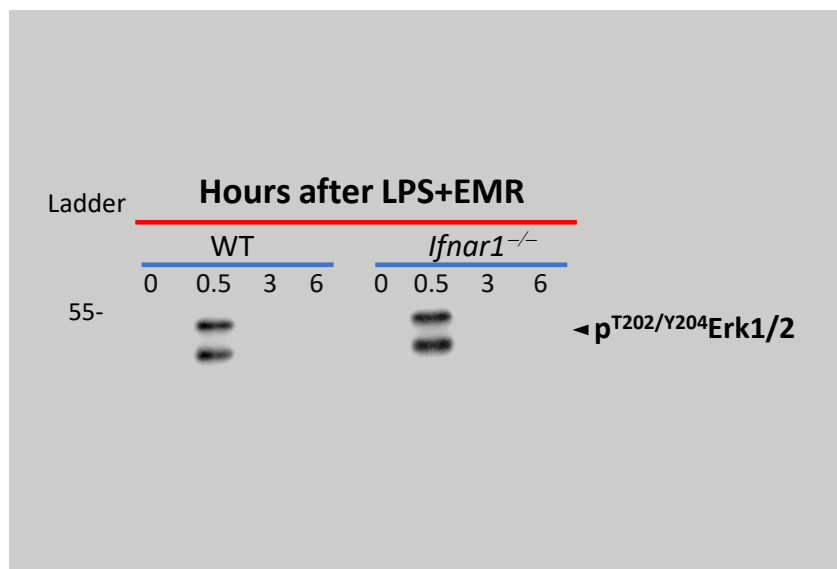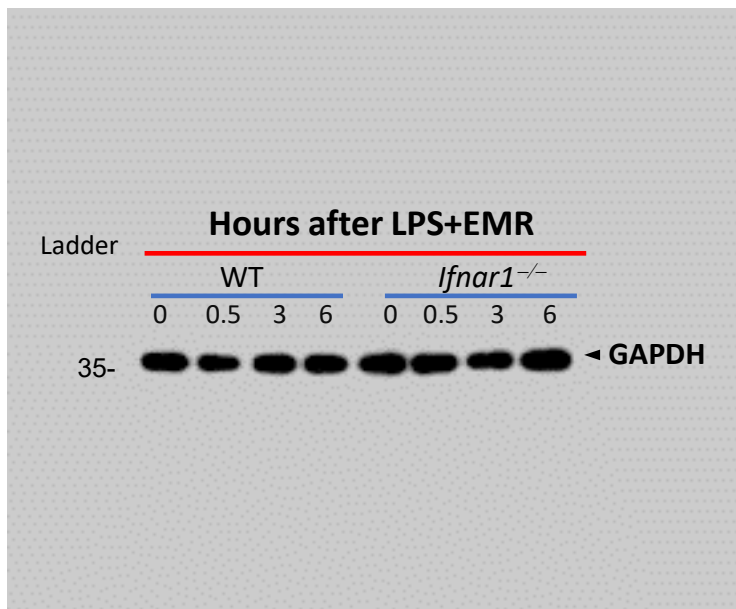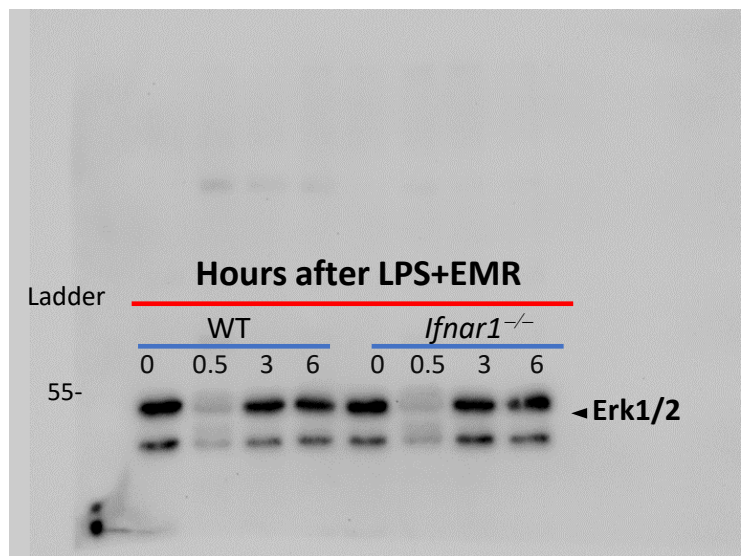

**Fig. 5C panels**

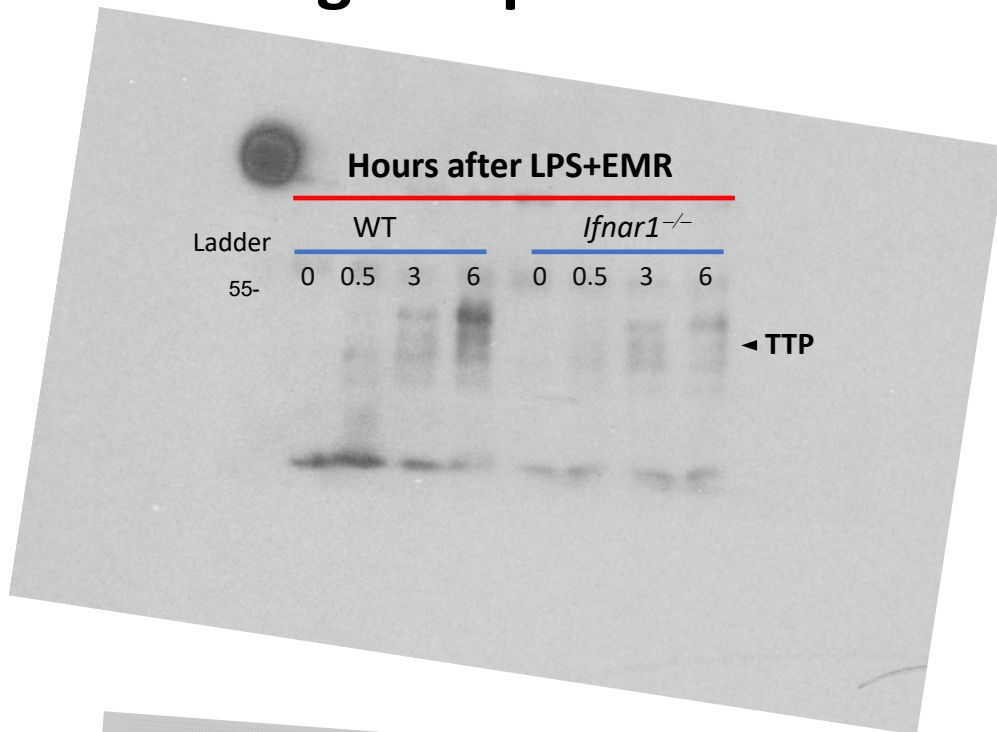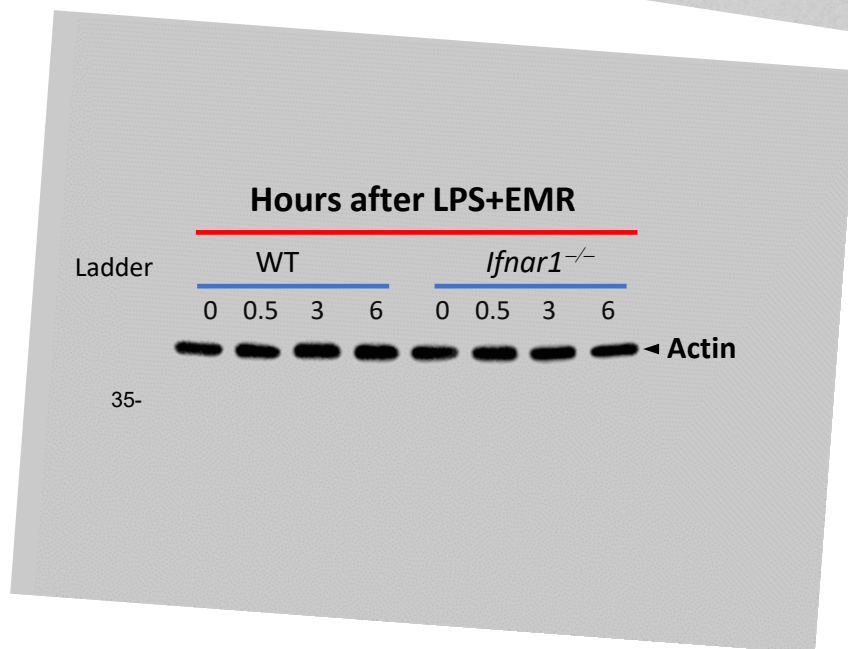

**Fig. 5D panels**

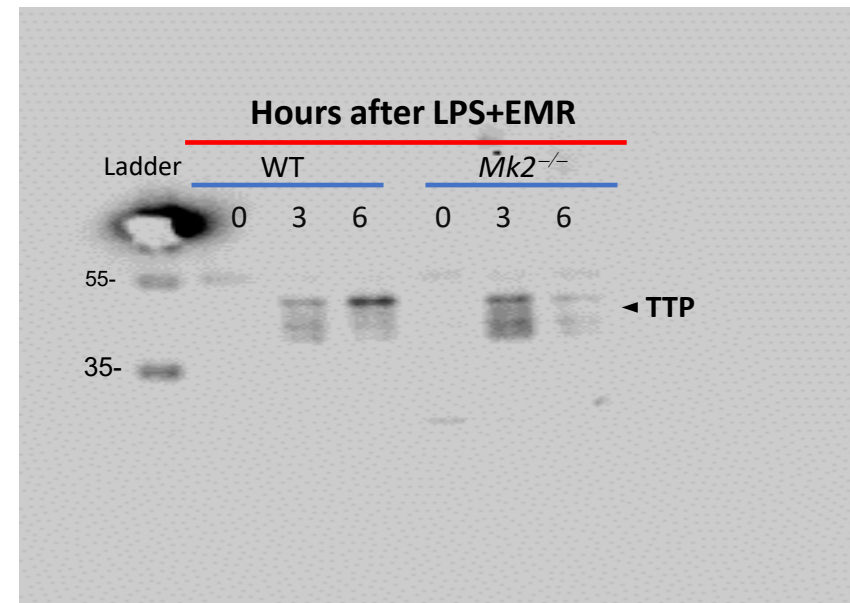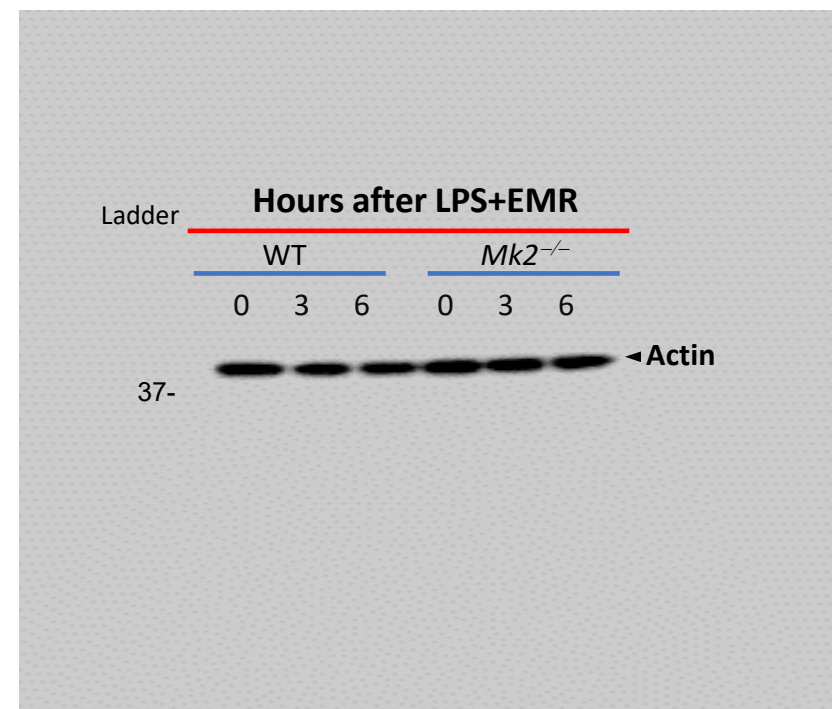

Fig. 6D panels

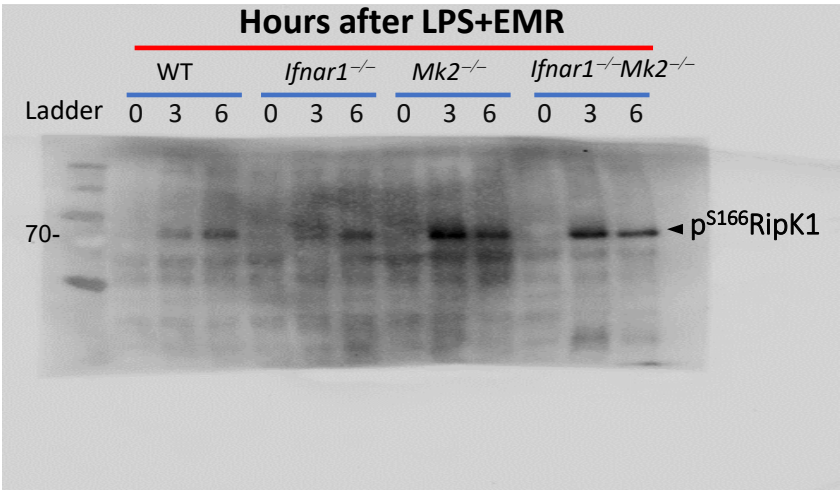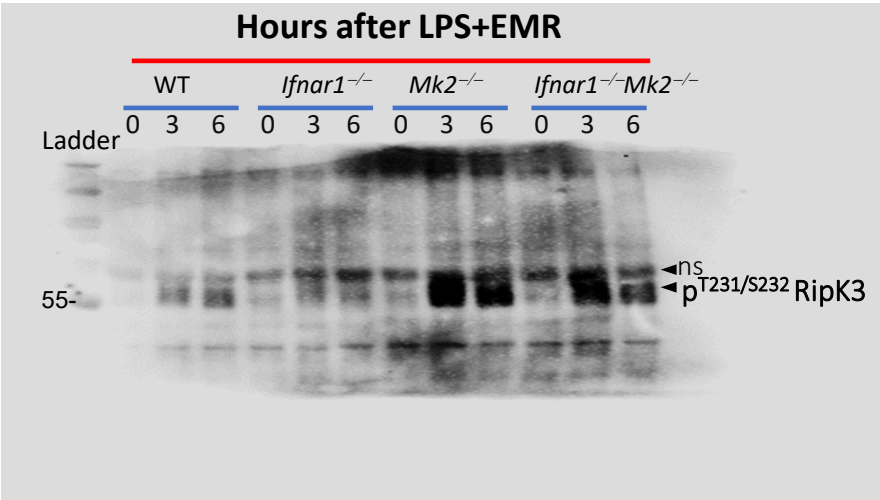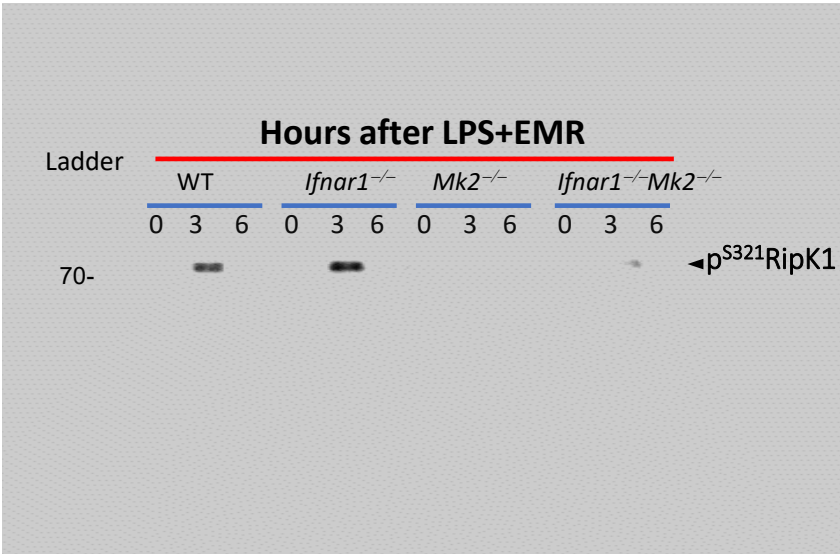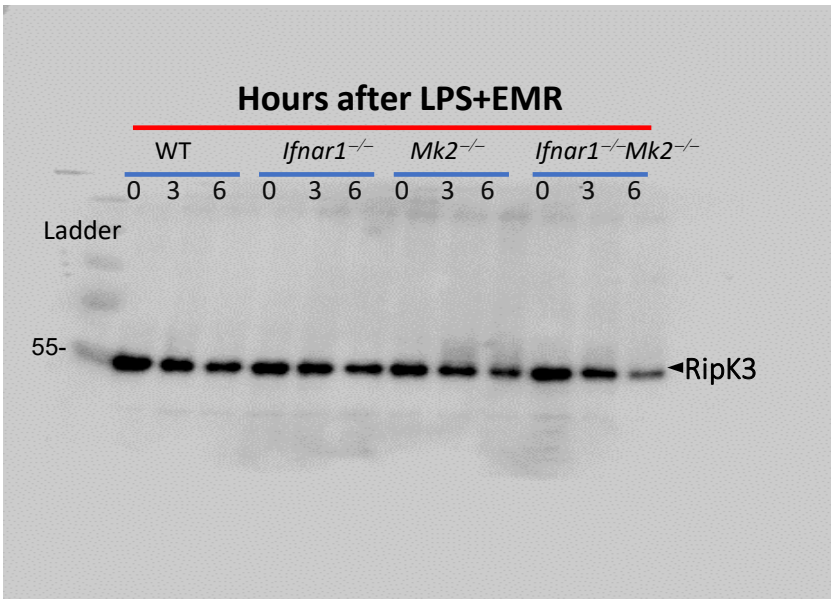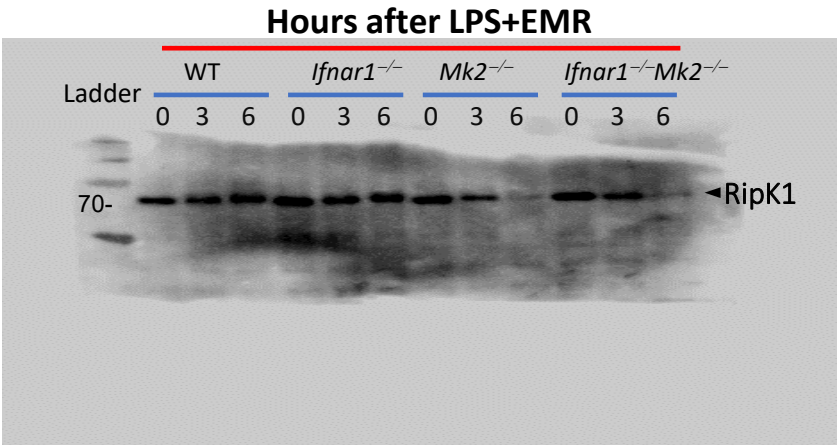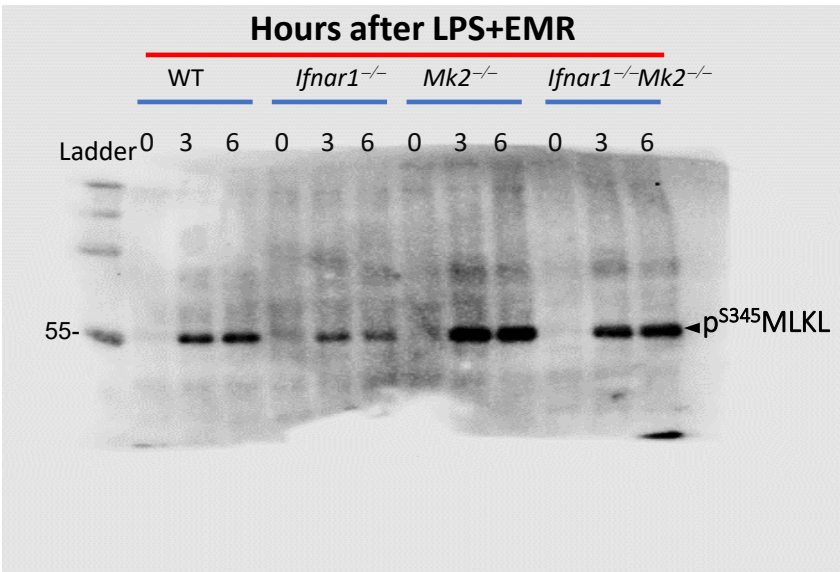

# Fig. 6D panels

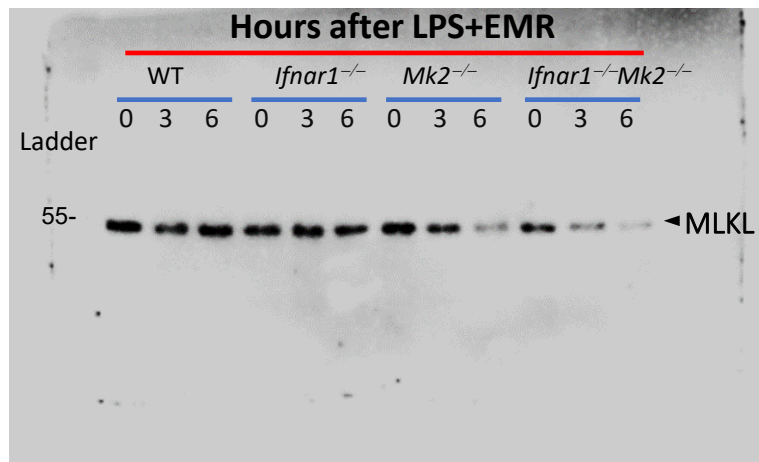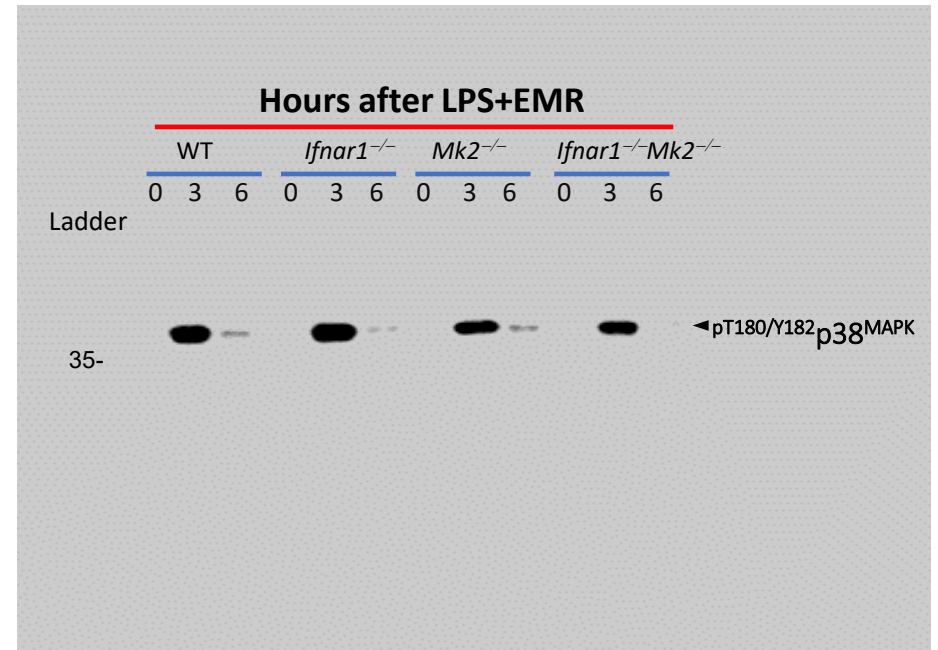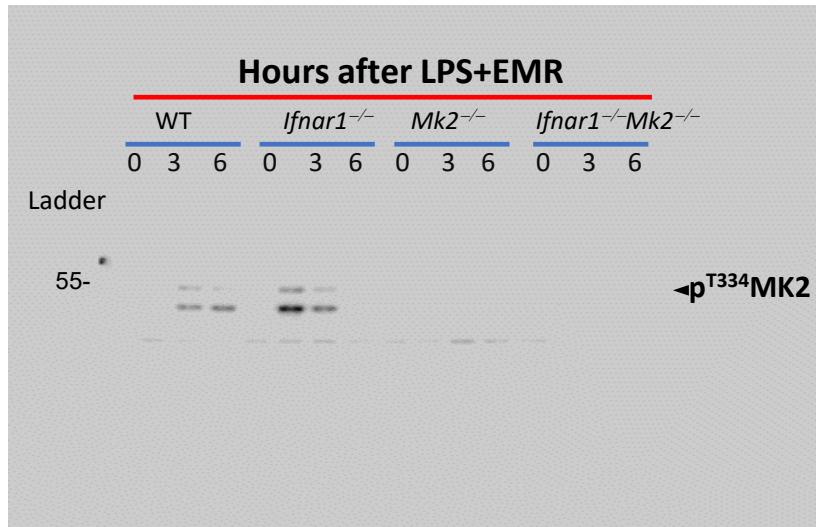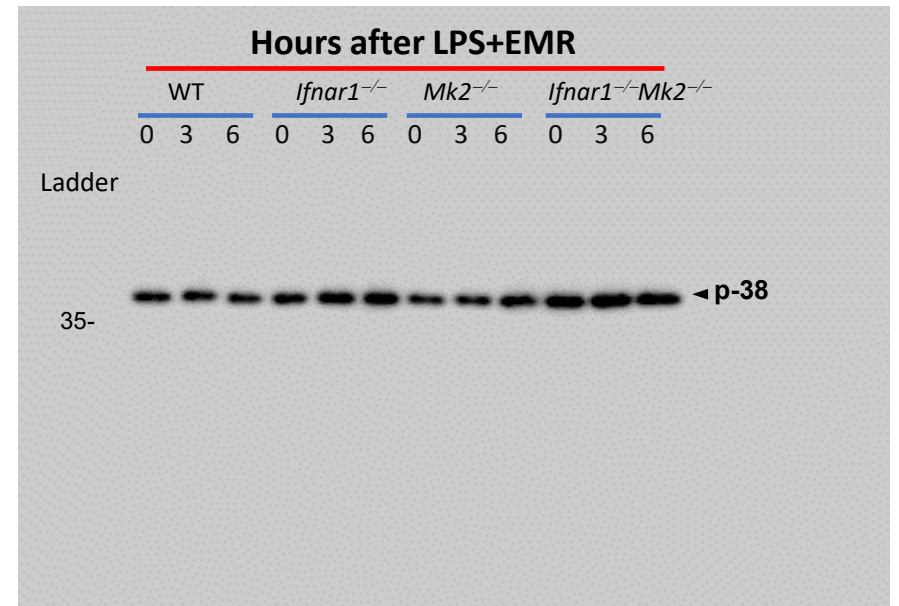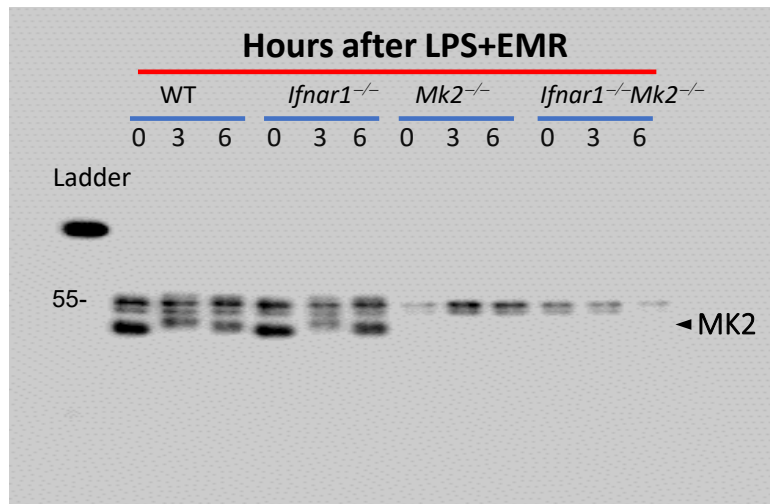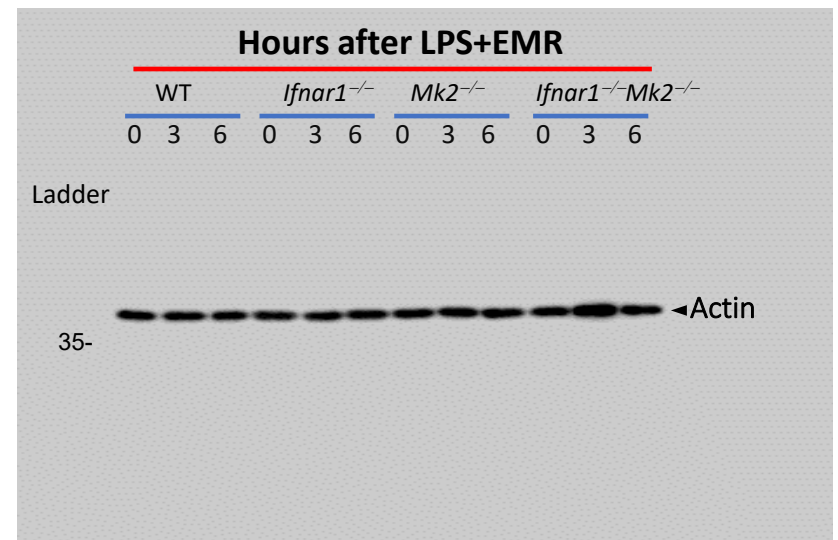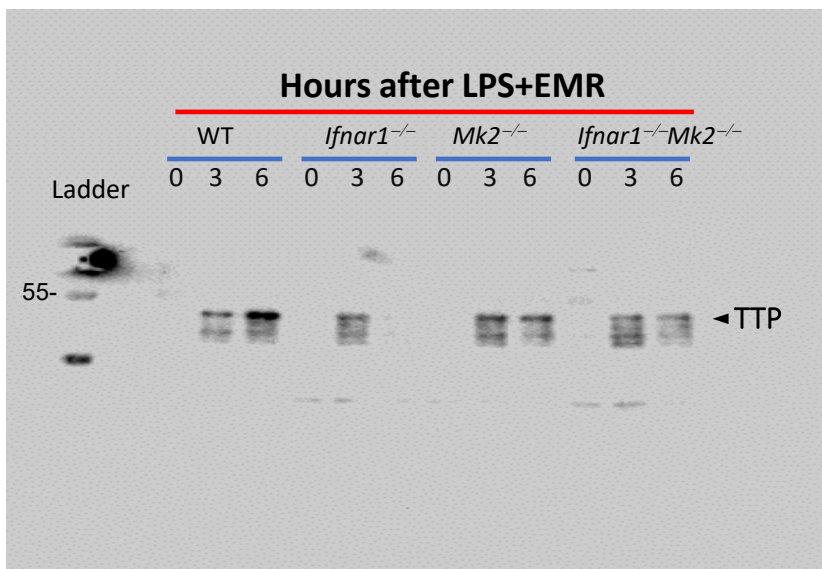

**Fig. S1M panels**

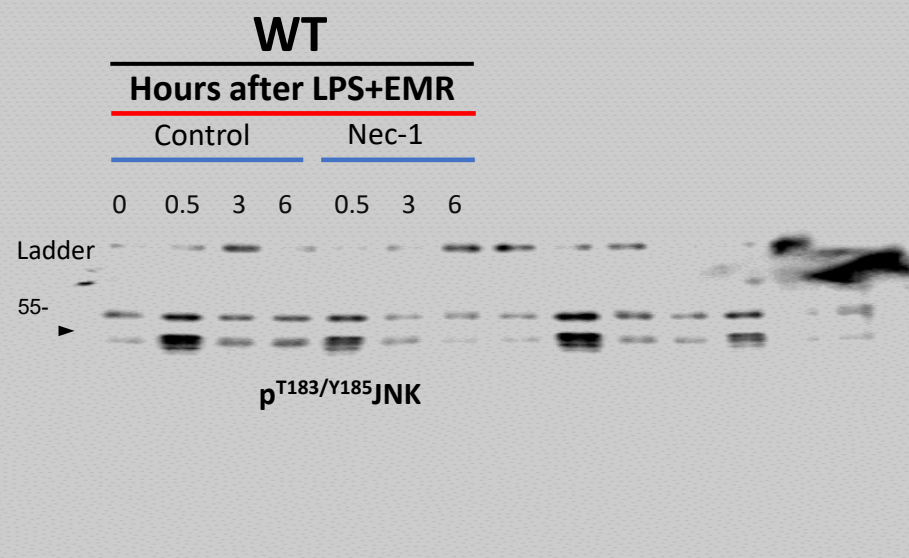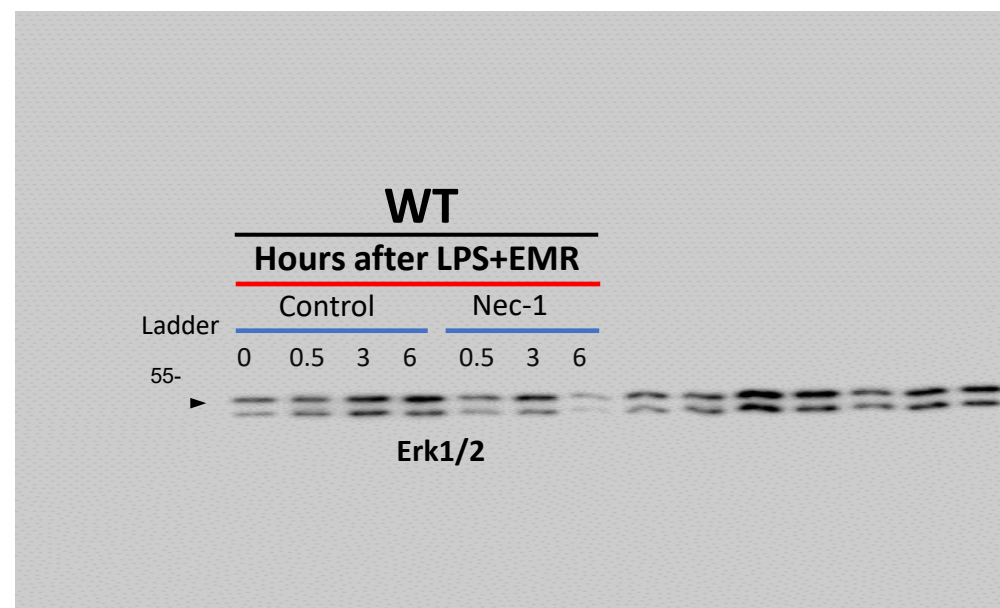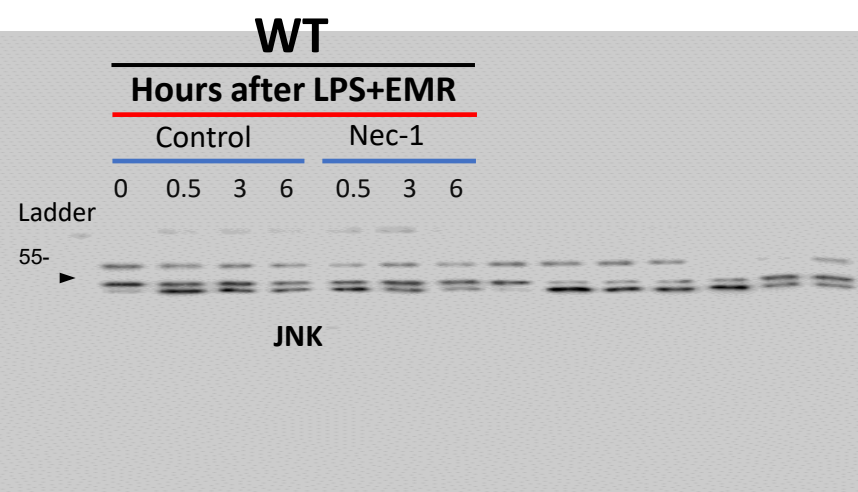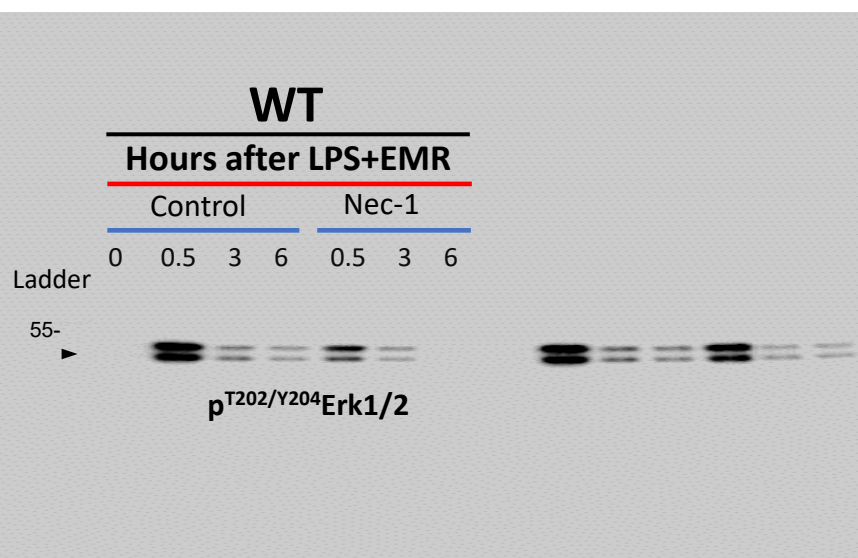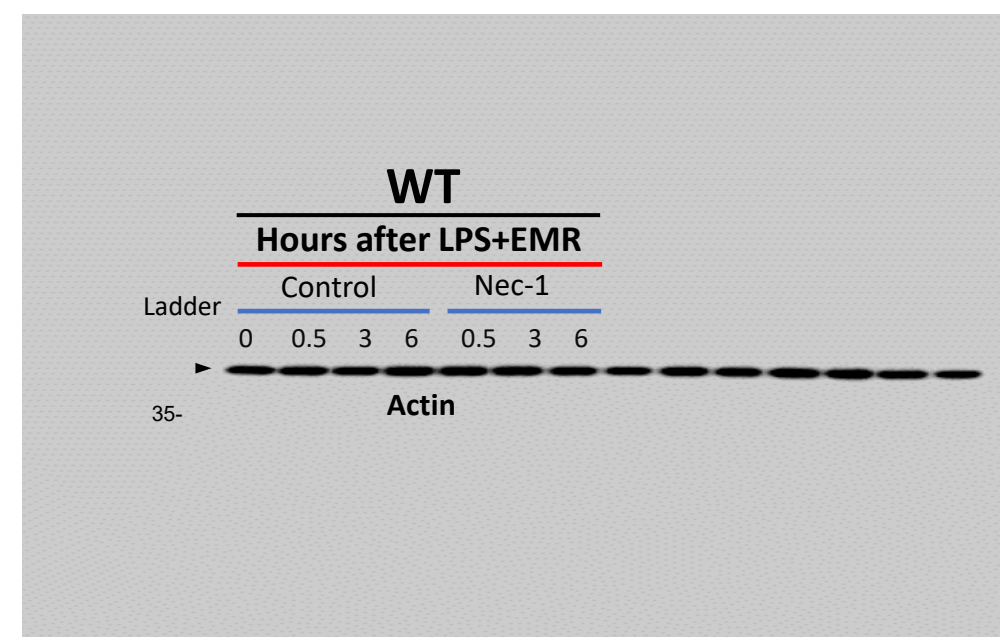

Fig. S3C panels

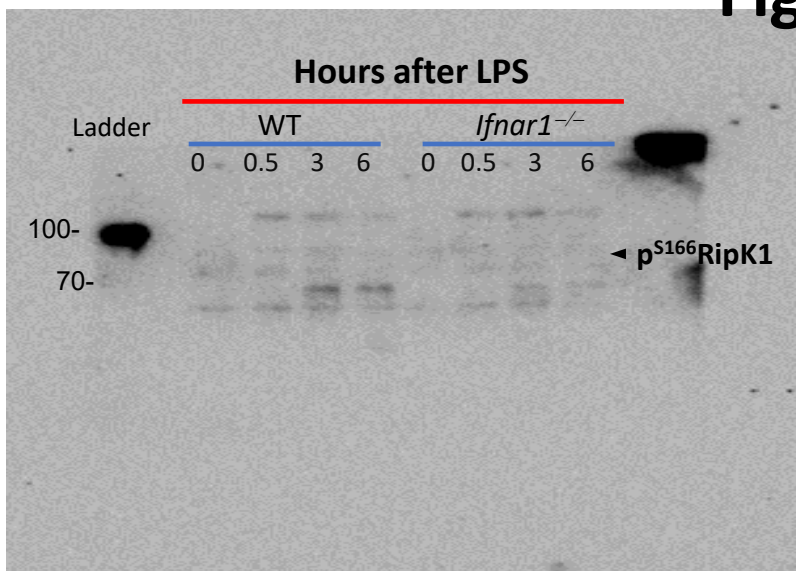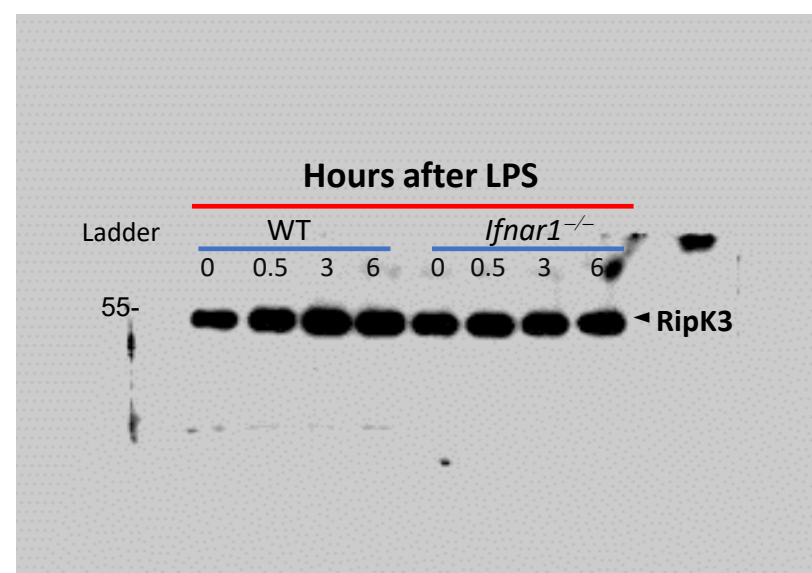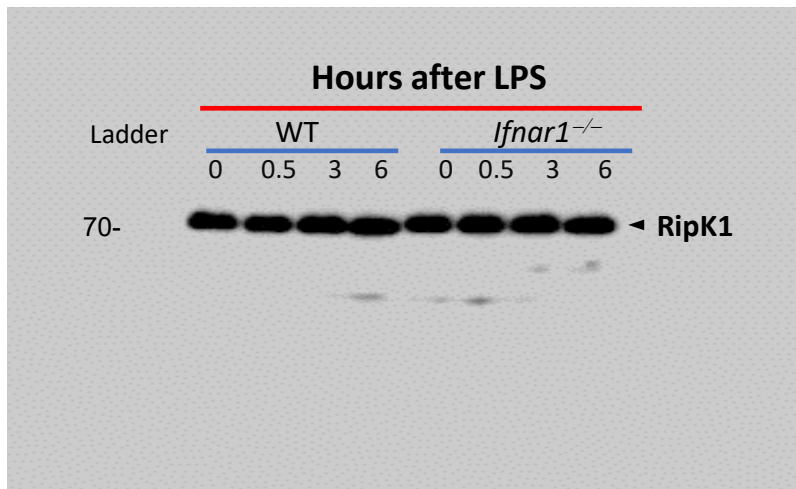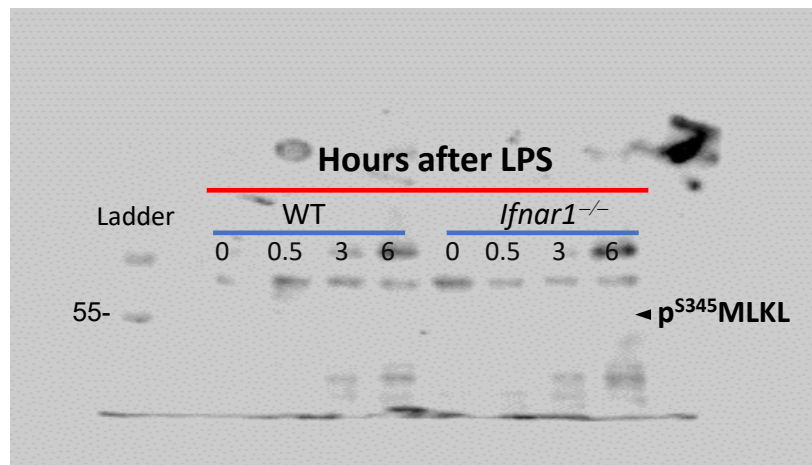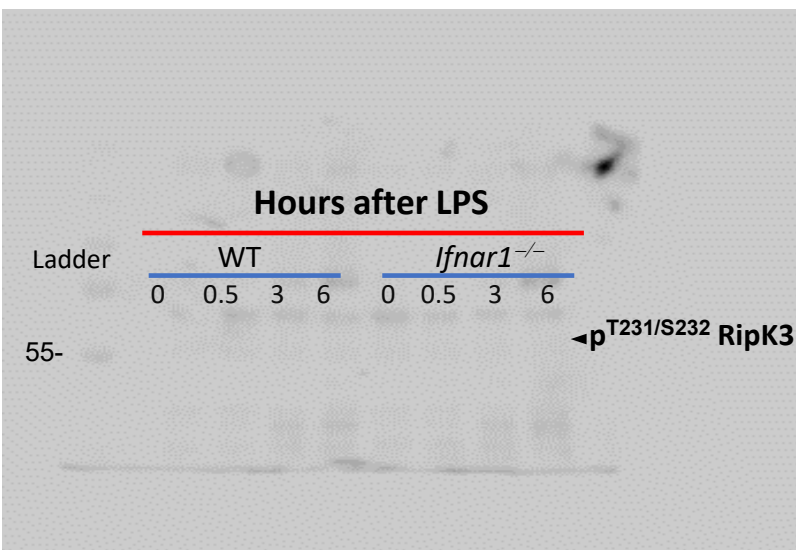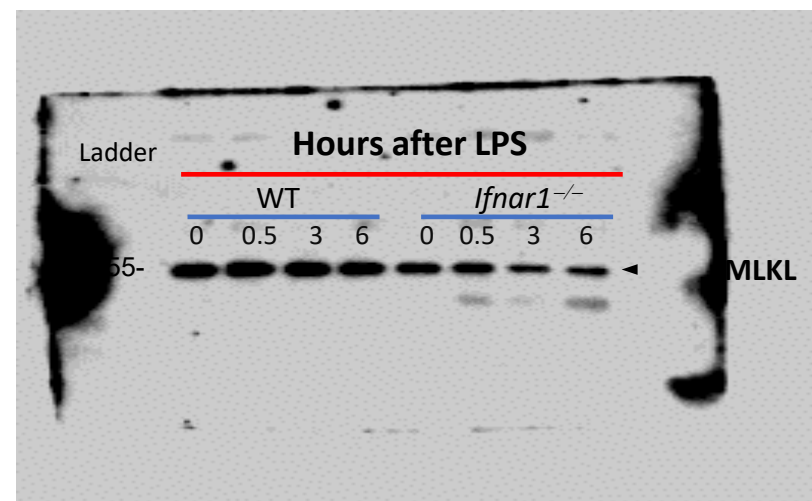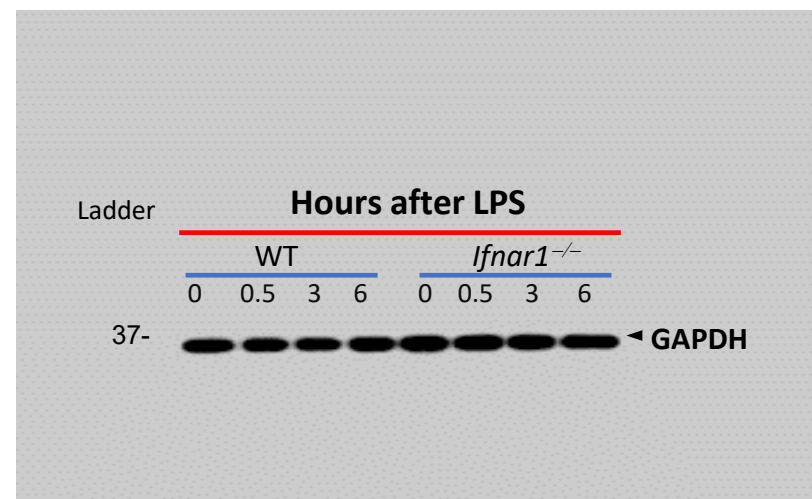

Fig. S3D panels

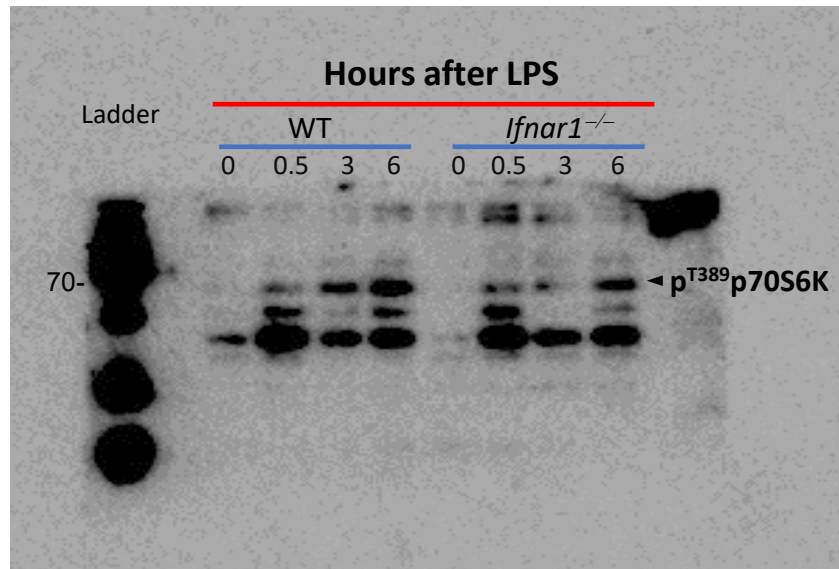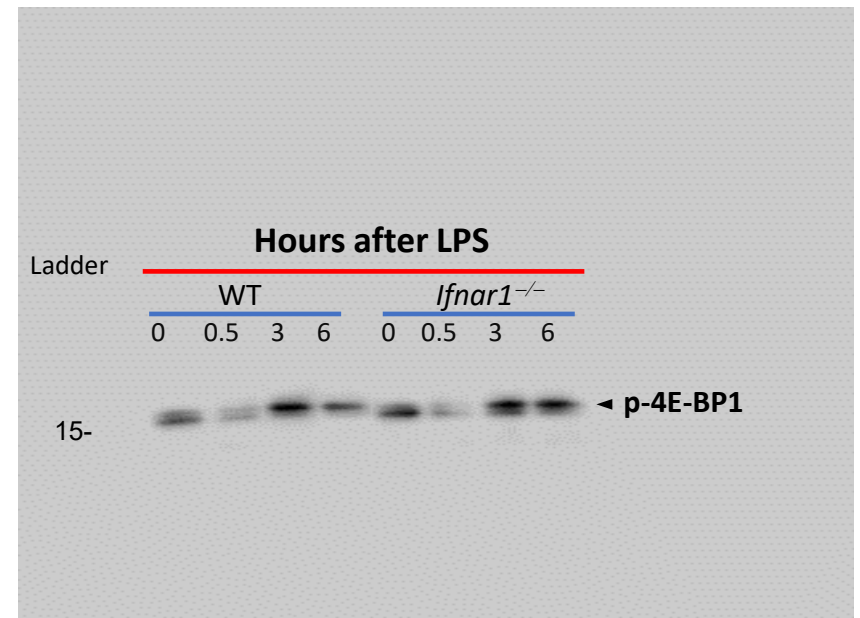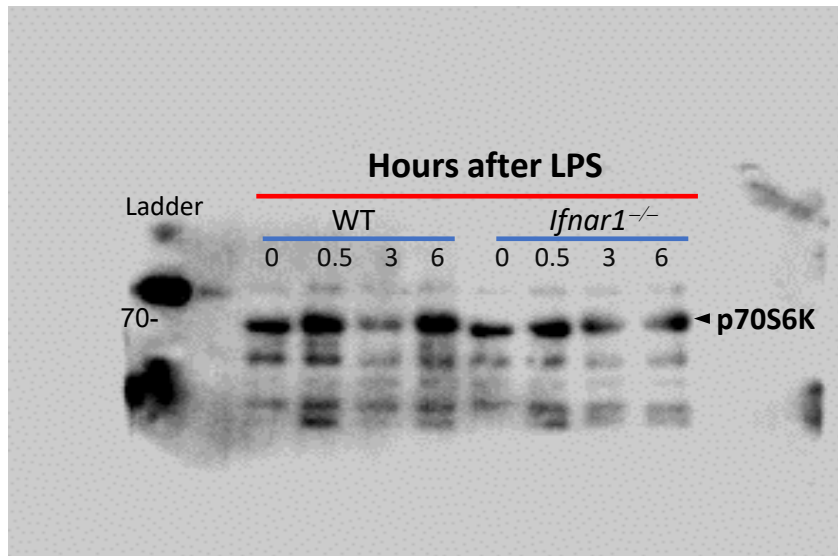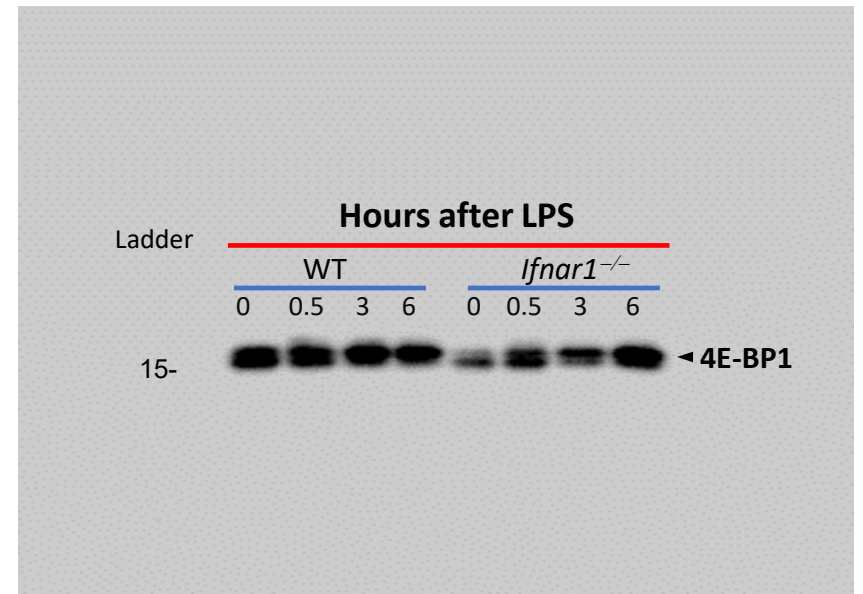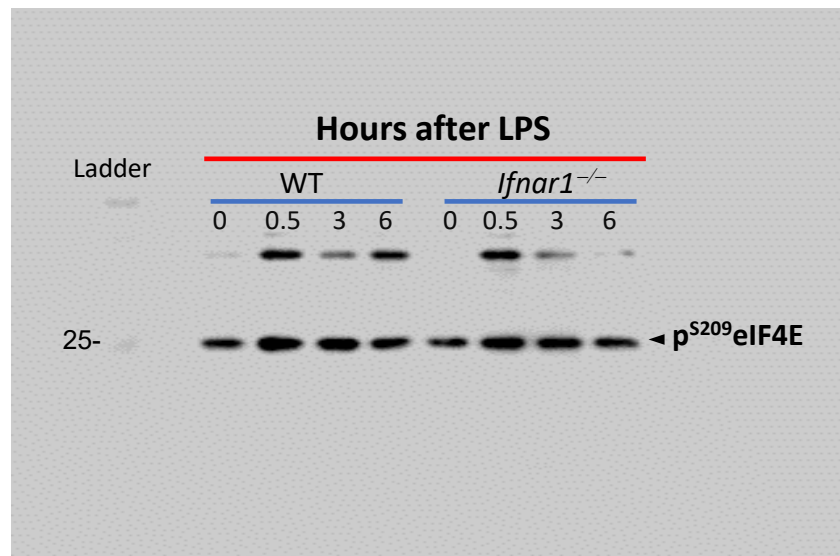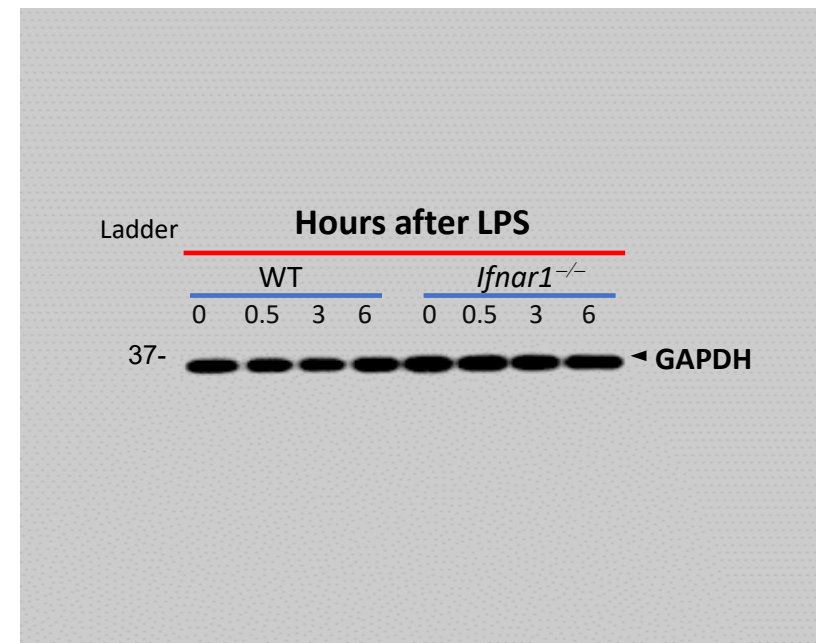

# Fig. S5 panels

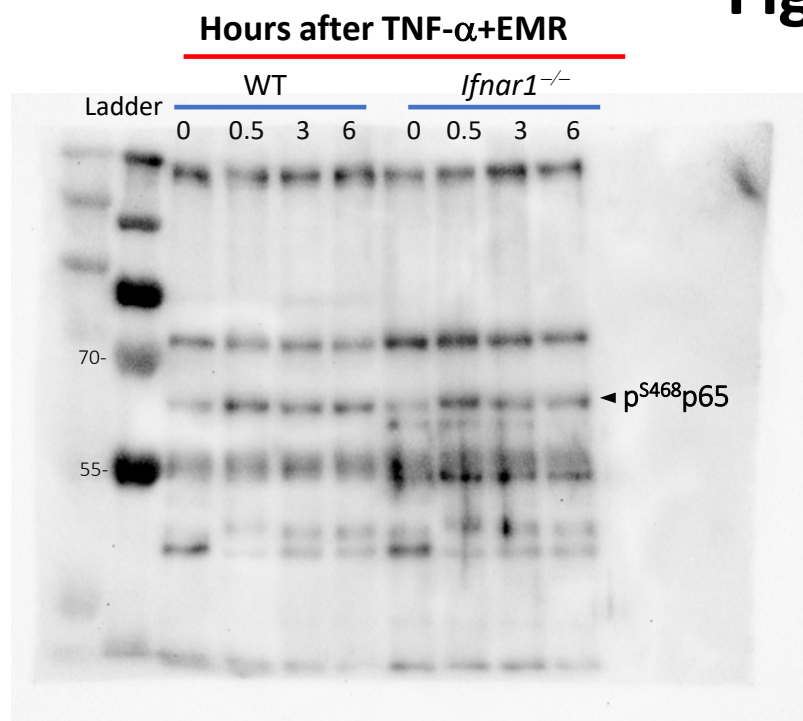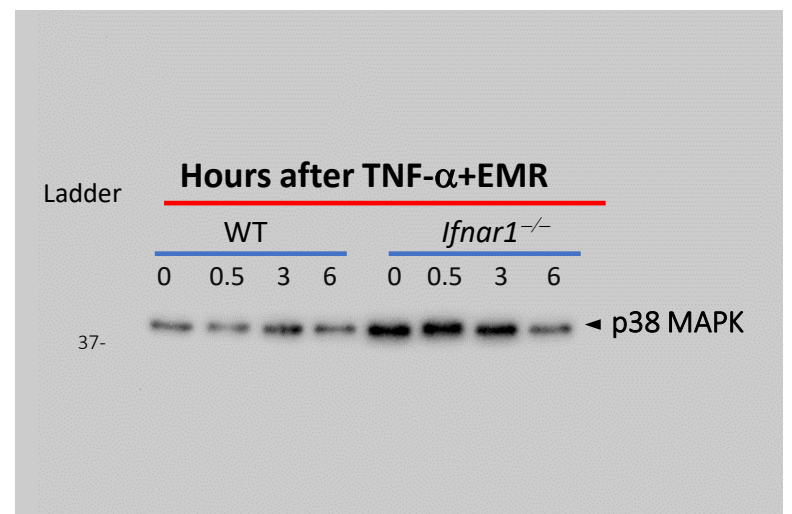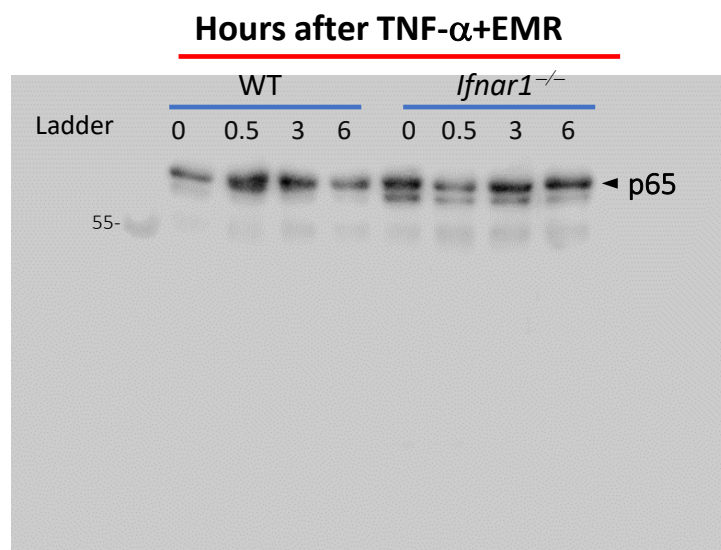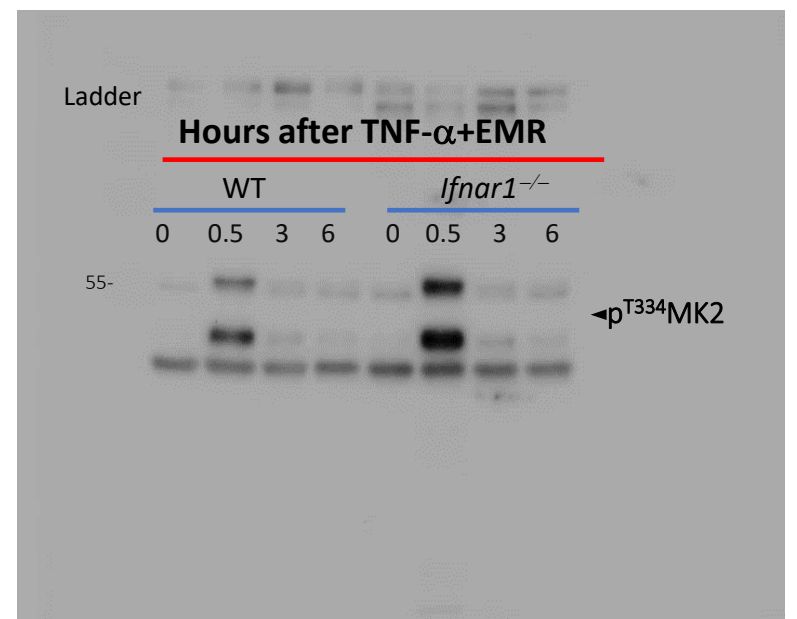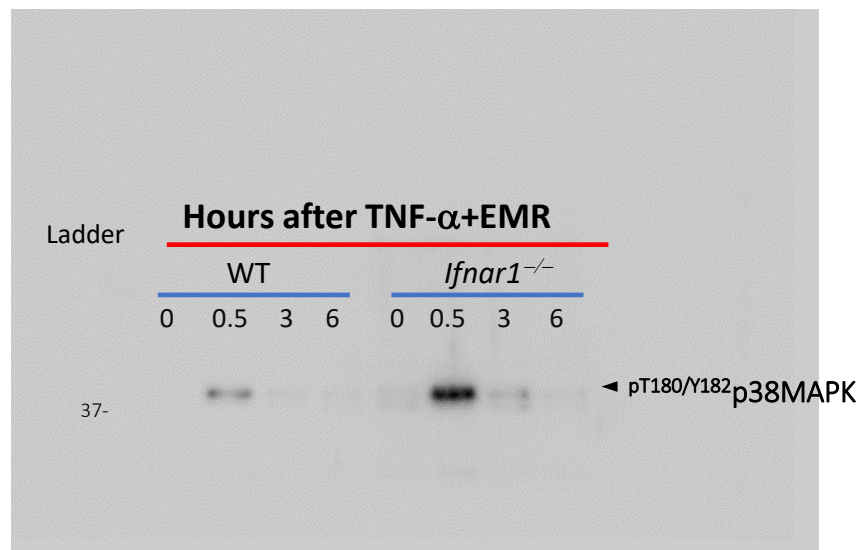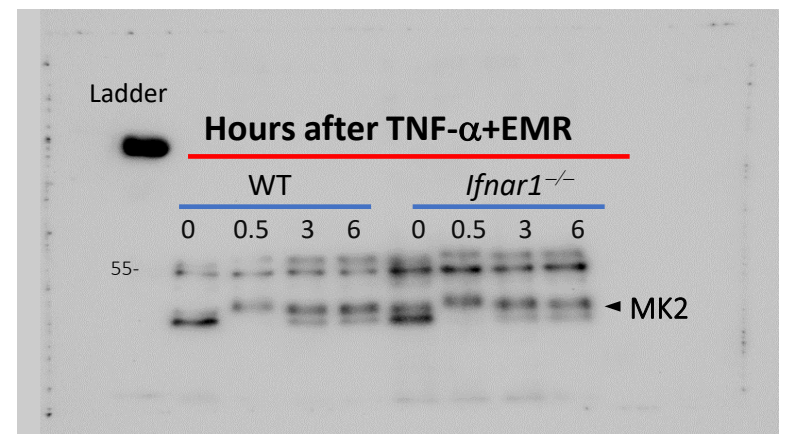

# Fig. S5 panels

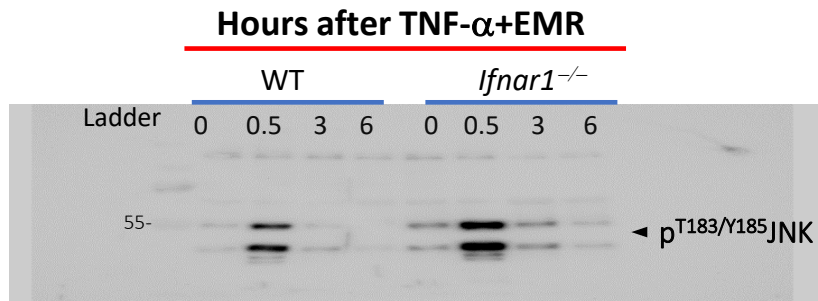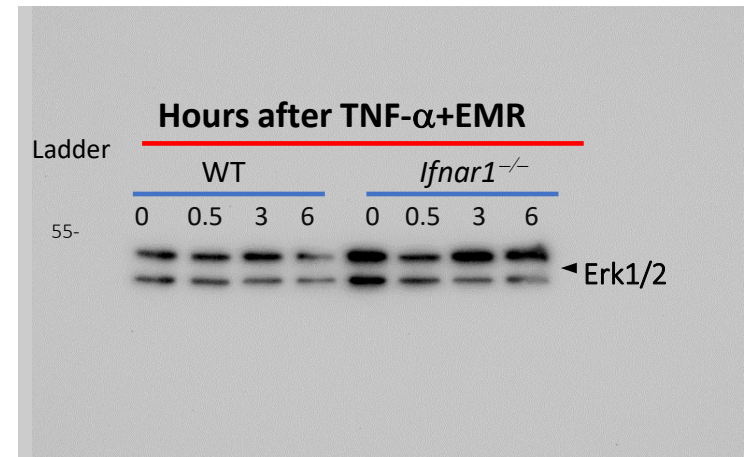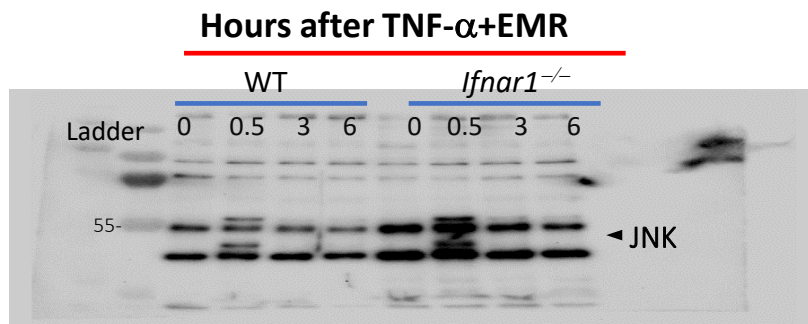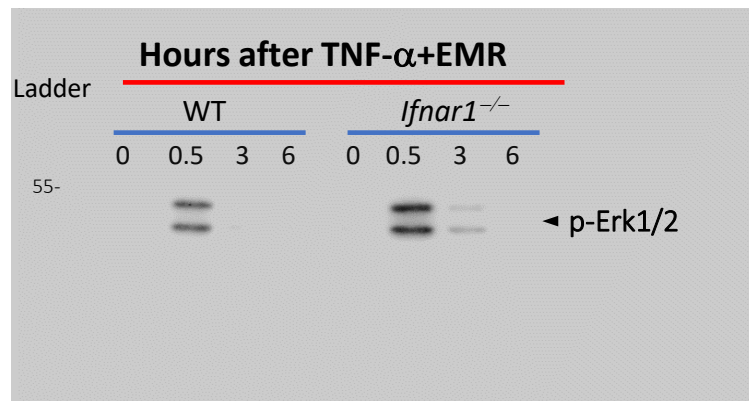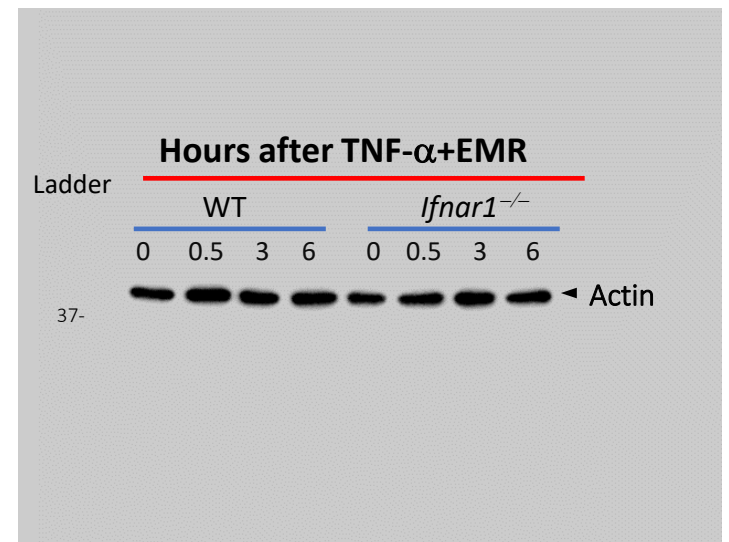

**Supplement:** Supplementary file 8 — Supplementary material

How the deposited data were processed for this re-analysis (not part of the article)

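Bone marrow-derived macrophages (BMDMs) from WT and Ifnar1-/- mice were left untreated or treated for 6 h with LPS, IFNβ, zVAD, LPS+zVAD, IFNβ+zVAD, LPS+zVAD+Nec-1 or IFNβ+zVAD+Nec-1, and their RNA was hybridized to one-colour Agilent mouse arrays. There were 2 arrays in each of the 16 groups and 32 arrays in all. The authors' scanner software, Feature Extraction, wrote one text file per array. According to the file headers and columns, the processed signal is an intensity from which the authors' software had subtracted the local background and removed trends within the array, with surrogate values for dim spots. No scaling between arrays was applied to these intensities as deposited. The same files hold the mean signal and the background of each spot. The authors also deposited one table of the series with log2 values that they had normalized between arrays. That table was used as an alternative, and the scanner files as the main source. The array annotation is on the mm9 (NCBI37) assembly.
The processed signal was taken to log2 and quantile-normalized over the spots that are not controls. Spots marked as outliers by the scanner software were left out, and replicate spots of a probe were averaged. Of 55681 probes, 33153 were given a gene symbol, which together name 24029 symbols. Names came from the probe's transcript accession for 27656 probes, from a current symbol of the RefSeq gene table of GRCm38.p6 for 3401, from a synonym for 321 and from the array file's own symbol for 1775, and 22528 probes had none. The paper's methods use the same share of arrays, 50%, but ask only for expression above background. Here a probe was retained when it was well above background in at least 50% of the arrays. This left 21470 probes and, with the brightest probe per symbol, 16025 genes. Of these, 283 had a missing value on at least 1 array and were left out of the tests of sets and lists, which used 15742 genes. Genes under the filter were not tested. Among those the paper shows in figures or discusses, these were Il23r, Il36a, Cxcl5, Ccl22, Il12a, Il36g, Il23a and Il12b. Ifnar1 has 3 probes. On 2 of them every WT array lay above every Ifnar1-/- array, and on the brightest the ranges overlapped, with a lowest WT value of 9.04 and a highest Ifnar1-/- value of 12.44 log2.
Each gene was fitted with limma as 16 group means over the 32 arrays, which leaves 16 residual degrees of freedom, with moderated statistics and Benjamini-Hochberg adjustment over the genes tested in each comparison. A gene was called changed at an adjusted p under 0.05. There were 15 comparisons with counts of genes, and 33 with those fitted for single genes. Differences between the changes of 2 genotypes or 2 backgrounds were tested as interactions in the same fit. When a group was at the background of the arrays, its fold change is given as a lower bound. Sets from Reactome (870 sets of 10 to 6000 genes) were tested with fgsea on genes ranked by log2 fold change and called at an adjusted p under 0.05 and an absolute normalized enrichment score (NES) above 1.5, the limits of the paper's methods. MSigDB collections other than Reactome were not used, since the reference data held none. Lists of genes were written by hand in advance, for ARE-containing transcripts named by the paper, interferon-stimulated genes, genes induced by TNF and NF-κB, cholesterol synthesis, NRF2 targets, the cytosolic and the mitochondrial ribosome, initiation factors, MAPK kinases, mRNA editing, RNA modification and, as a control, sex-linked genes. They were tested with camera at a preset correlation of 0.01, over 150 tests of lists, and again with fry and with an estimated correlation. Further lists, of genes induced by glucocorticoids and of olfactory receptor genes, were chosen after values had been seen. Permutations in fgsea used the seed 42.
The genes named in the text are those the paper names, the members of the hand-written lists, and the 5 genes with the largest change in each direction among those called in a comparison. Ccl4, 4933438K21Rik, Fkbp5, Per1 and the other glucocorticoid-response genes were chosen after their values were seen.
The arrays lie on 4 slides of 8 arrays. Each slide holds 1 genotype with 1 replicate number and all 8 treatments, at positions that are the same on each slide. The WT slides were scanned on 2 different days, 1 of them at 2 µm and the other at 3 µm, and both Ifnar1-/- slides on another day at 3 µm. The median share of probes well above background was 64.8% and 60.6% on the WT slides and 54.2% and 52.9% on the Ifnar1-/- slides. A fit with the slide as a block used it as a fixed effect within a genotype and for interactions, and as a random effect between genotypes, where a fixed effect cannot be separated from genotype. Whether the replicate numbers pair the arrays was checked by correlating, across genes, the difference between replicates 1 and 2 of one group with that of another. The correlation was 0.32 to 0.67 over 28 pairs of WT groups (median 0.48), 0.17 to 0.58 over 28 pairs of Ifnar1-/- groups (median 0.44) and 0.00 to 0.33 over 64 pairs between genotypes (median 0.16). The numbers therefore pair arrays within a genotype, where they share a slide, and a fit with the replicate number as a block was run as an alternative.
With 2 arrays per group, the precision rests on the spread pooled over the groups. The SD across genes of the difference between the 2 arrays of a group was 0.44 to 0.78 log2 in 15 of the groups and 1.07 log2 in Ifnar1-/- LPS+zVAD+Nec-1. The median net signal was 87.22 to 154.6 on the WT arrays and 63.54 to 85.07 on the Ifnar1-/- arrays. The fit was tested on simulated data in which 200 of 16025 genes were changed, 100 of them by 2 log2 and 100 by 1 log2. Every simulation used each gene's spread pooled over the 16 groups, drawn independently between genes. Results for comparisons of 2 groups therefore differ only by the random draw. For LPS+zVAD against LPS in WT cells, 109 genes were called, 5 of them false, and the calls found 71 of the larger and 33 of the smaller changes. For Ifnar1-/- against WT in LPS+zVAD, 135 were called, 5 of them false, with 86 and 44 found. For the difference between the genotypes' responses, 69 were called, 5 of them false, with 54 and 10 found.
The alternatives were a shift of each array to a common 75th percentile, a normexp background correction with an offset of 50, the authors' normalized table, no filter on dim probes, a filter on all arrays, a filter by group, the mean of the probes of a gene, the replicate block, the slide as a block, a trend and robust prior, a fit of only the arrays compared, a threshold of at least 2-fold, and the leaving out of each of the 32 arrays in turn. The sets were also ranked by limma's moderated statistic and tested with camera and fry. A fit without the Ifnar1-/- LPS+zVAD+Nec-1 arrays was added after seeing the data. Tests of sequence motifs in 3' untranslated regions were not run, since no reference for these regions was at hand. The tools were R 4.3.3 with limma 3.58.1, fgsea 1.28.0, statmod 1.5.0 and data.table 1.17.8, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9.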

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

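The tests of the smaller zVAD response, of the rise with zVAD alone and of the glucocorticoid genes, apart from their further list, were chosen only after the result was seen, and so were the values that decide the tests of array brightness, sex and DNA linked to the targeted locus.
The responses of the 2 genotypes to LPS+zVAD, relative to untreated cells, differed in 2612 genes by a direct test of the difference, 1833 higher and 779 lower in Ifnar1-/- cells. Leaving out 1 array moved this count to between 1444 (without Ifnar1-/- LPS+zVAD replicate 2) and 2774 (without WT LPS+zVAD replicate 1). Each slide holds arrays of 1 genotype, and an additive difference between slides would add equally to every treatment and cancel here, so the slides alone would not give these 2612 genes. Dimmer Ifnar1-/- arrays would lower dim genes relative to bright ones. With LPS+zVAD this relation is there between the genotypes, with a median of -0.14 log2 in the dimmest of 3 equal groups of all genes and 0.25 in the brightest, and with 752 genes called higher and 513 lower in the dimmest against 1652 and 681 in the brightest (Spearman correlation of fold change and mean intensity 0.10 across genes). The median net signal differed more in untreated cells, with 145.2 and 154.6 on the WT and 77.12 and 75.17 on the Ifnar1-/- arrays, than with LPS+zVAD (112.9 and 96, and 70.39 and 69.13). In untreated cells the median of the dimmest group minus that of the brightest was 0.00 log2 (-0.09 to 0.10 between single arrays of the genotypes), against -0.39 log2 (-0.48 to -0.28) with LPS+zVAD. Array brightness alone would not give this difference between treatments, and a cause of the lower dim genes that acts only with the treatment stays open. The quantile scaling stays open for the balance of directions, since the higher share fell from 70.2% to 57.3% under a shift to a common 75th percentile.
For the change with zVAD added to LPS, 576 genes differed between the genotypes, 434 higher and 142 lower in Ifnar1-/- cells. The count was 1 in a fit of only the arrays compared, 2084 with the slide as a block, and 140 without Ifnar1-/- LPS+zVAD replicate 2. In Ifnar1-/- cells zVAD added to LPS changed 1366 genes, which the paper does not report, with 761 higher and 605 lower, against 5546 in WT cells. With the slide as a block these counts were 3117 and 7674. Without Ifnar1-/- LPS+zVAD replicate 1 the Ifnar1-/- count was 378, and without any 1 of its 4 arrays it was at most 662. A candidate explanation for part of the difference between the genotypes with LPS+zVAD is a smaller response to zVAD in Ifnar1-/- macrophages. Across genes, which are not independent replicates, the difference between the genotypes and the change with Nec-1 in WT cells had correlations of 0.25 and 0.36 on arrays of different replicates. Whether a weaker effect of zVAD follows from the genotype or from the separate cultures of each genotype was not tested.
In WT cells Nec-1 added to LPS and zVAD changed 4553 genes, 2971 higher and 1582 lower, which the paper does not report. Without WT LPS+zVAD replicate 2 the count was 2592, and a fit of only these arrays called 0, with 5982 genes at an unadjusted p under 0.05 in the fit of all arrays. Hbegf fell by 3.30 log2 (adjusted p = 0.000157), Ripk3 by 1.51 log2 (adjusted p = 0.000477) and Ripk1 by 0.82 log2 (adjusted p = 0.000614). Tnf, Cxcl1 and Ifnb1 had log2 fold changes of -1.31, -2.91 and -2.39 (adjusted p = 0.442, 0.158 and 0.0901). The changes with zVAD and with Nec-1 had a correlation of -0.92 across genes, and the shared LPS+zVAD arrays alone would give -0.5. With the replicates split so that no array was shared it was -0.78 and -0.79. Between LPS+zVAD+Nec-1 and LPS, 20 genes differed, with 1056 at an unadjusted p under 0.05. Both parts of each comparison lie on the same slides, and no other technical explanation was tested.
Untreated Ifnar1-/- and WT macrophages differed in 1400 genes, 867 higher and 533 lower in Ifnar1-/- cells. The paper compares the genotypes at the level of all genes only with LPS+zVAD. In the other treatments the genotypes differed in 4574 genes with LPS, 7044 with IFNβ, 1320 with zVAD, 7016 with IFNβ+zVAD, 6477 with LPS+zVAD+Nec-1 and 6762 with IFNβ+zVAD+Nec-1. The untreated count was 529 without WT untreated replicate 2, the zVAD count 504 without Ifnar1-/- zVAD replicate 2 and the LPS count 2573 without WT LPS replicate 1. A fit of only the arrays compared gave 103 genes with zVAD, 2264 with LPS and 540 with LPS+zVAD+Nec-1, and it lowered the counts with IFNβ+zVAD and IFNβ+zVAD+Nec-1 to 4525 and 4232. The replicate block raised the counts, to 2302 in untreated cells, 2236 with zVAD and 5918 with LPS. Genotype, slide and scan day cannot be told apart in these comparisons. A difference in sex would part Xist and the Y-linked genes. Of 80 readings of 5 probes of Ddx3y, Eif2s3y, Kdm5d and Uty in each genotype, 5 were well above background in WT and 0 in Ifnar1-/- cells. In untreated cells Xist differed by 0.30 log2 (adjusted p = 0.739), and 0 of the 4 Y-linked genes passed the filter. DNA of the donor strain around the targeted Ifnar1 locus could account only for genes near it. By the positions in the array annotation (mm9), 12 of the 99 genes within 20 Mb were called in untreated cells. This was 12.1%, against 1388 (8.7%) of 15926 others (Fisher's exact test, 2-sided p = 0.213). The others are genes farther away or on other chromosomes, with Ifnar1 itself and any gene without a position. The loss of IFNAR1 itself and the separate cultures of each genotype stay open.
zVAD alone changed 1 gene in WT cells over all genes, Ccl4, which rose by 4.83 log2 (standard error 0.69, adjusted p = 0.0206), and 896 genes had an unadjusted p under 0.05. The adjusted p of Ccl4 ranged from 7.55e-05 to 0.858 over the alternatives and reached 0.513 with 1 array left out. The count of genes was 50 without WT zVAD replicate 1 and 0 without WT untreated replicate 2. In the TNF and NF-κB list, 25 of 45 genes were higher adjusted over the list alone, 44 had a positive change, and the median was 1.54 log2 (camera, adjusted p = 5.1e-35, with fry 0.0122). The interferon-stimulated genes had a median of 0.84 log2 (adjusted p = 1.58e-11, with fry 0.018) and the ARE-containing transcripts named by the paper 2.78 log2 (adjusted p = 2.11e-12, with fry 0.0238). The list rose on both zVAD arrays, by a median of up to 1.88 log2, and 40 genes had both zVAD arrays above both untreated arrays, where chance gives 16.7%. One array that received a stimulus by mistake would not give these 40 genes. In Ifnar1-/- cells the median was 0.46 log2, with 0.99 on one array and 0.09 on the other, with 42 of 45 genes positive (camera, adjusted p = 1.53e-18, with fry 0.431), and limma called 0 genes over all genes (60 at an unadjusted p under 0.05, up to 2 in other fits). The difference between the genotypes had a median of -0.86 log2 over the list, which camera called (adjusted p = 9.38e-20) and fry did not (adjusted p = 0.29). By limma 0 single genes differed, with 164 at an unadjusted p under 0.05. A position effect on the slide, the same for each treatment, cannot be told apart from an action of zVAD in the rise of these genes, because the Ifnar1-/- arrays at that position differ from each other. An action of zVAD by itself stays open.
The genotypes' changes with zVAD added to IFNβ differed in 1 gene, 4933438K21Rik (log2 difference 3.60, standard error 0.49, adjusted p = 0.0102), with 220 genes at an unadjusted p under 0.05. It rose by 2.82 log2 in Ifnar1-/- cells and changed by -0.78 log2 in WT cells. The count was 0 under the percentile shift, the normexp correction, the authors' normalized values, the stricter filter, the trend and robust prior, a fit of only these arrays, and without Ifnar1-/- IFNβ replicate 1, and it was 21 without Ifnar1-/- IFNβ+zVAD replicate 1. No explanation was tested for this gene.
In Ifnar1-/- cells Nec-1 added to IFNβ and zVAD changed 258 genes, 171 higher and 87 lower, against 0 in WT cells by limma (620 at an unadjusted p under 0.05, up to 24 in other fits). The Ifnar1-/- count was 34 without Ifnar1-/- IFNβ+zVAD+Nec-1 replicate 1, 5 in a fit of only these arrays and 670 with the slide as a block. The difference between the genotypes' changes was called in 1 gene, Fkbp5 (4.67 log2, standard error 0.55, adjusted p = 0.00138), with 855 at an unadjusted p under 0.05. Fkbp5 rose by 4.86 log2 in Ifnar1-/- cells (adjusted p = 3.03e-06). It is induced by glucocorticoids, as are Per1, Tsc22d3, Zbtb16, Klf9 and Ddit4. A list of 11 such genes, written after some of their values were seen, had a median of 2.68 log2, with 9 genes called higher (fry, adjusted p = 4.45e-08). On single arrays its median over untreated cells was 2.25 and 2.49 log2 in Ifnar1-/- IFNβ+zVAD+Nec-1 and 1.37 and 2.67 in Ifnar1-/- LPS+zVAD+Nec-1, where LPS+zVAD without Nec-1 gave 1.07 and 1.21. The array with 2.67 is the one that lacks the LPS response. On the WT arrays with Nec-1 it was -0.31 to 0.06.
Nec-1 itself would raise these genes in WT cells too, where the list had a median of -0.27 log2. Loss of IFNAR1 without Nec-1 would raise them with IFNβ+zVAD, where the median of this list between the genotypes was -0.21 log2, with 3 genes positive and 8 negative. A position on the slide would raise them on the WT arrays at the same positions, where limma called 0 of the 11 genes (620 of all genes at an unadjusted p under 0.05). A further list of 23 glucocorticoid-induced genes, written before its values were looked at, had a median of 0.33 log2 in Ifnar1-/- cells, with 17 genes higher (fry, adjusted p = 0.0111), and of -0.07 log2 in WT cells, with an interaction median of 0.42 log2 (fry, adjusted p = 0.0296). This further list was also higher in Ifnar1-/- than in WT cells with IFNβ+zVAD and no Nec-1, by a median of 0.43 log2, with 14 genes positive and 9 negative (fry, adjusted p = 0.0296, with camera 0.752), so a difference between the genotypes of that size in it does not need Nec-1. A glucocorticoid in the Ifnar1-/- cultures that received Nec-1 may account for the pattern with IFNβ+zVAD+Nec-1, for which the further list is weak support. On the Ifnar1-/- LPS+zVAD+Nec-1 array that has the LPS response the further list had -0.34 log2, between the -0.45 and -0.22 of LPS+zVAD without Nec-1, which goes against a glucocorticoid in every such culture. A response to Nec-1 that needs the absence of IFNAR1 cannot be told apart from it, as 1 gene in the interaction does not separate them and each genotype was cultured and treated separately. The values of Ifnar1-/- cells with IFNβ+zVAD+Nec-1 are open to this effect, among them the fall of the TNF and NF-κB list by a median of -1.14 log2 (fry, adjusted p = 0.038).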

How the results depend on the processing

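Of the tests reported here, the fit without the Ifnar1-/- LPS+zVAD+Nec-1 arrays was chosen only after the result was seen, and the other alternatives were set before the data were examined. Where a count moved by more than 1.5 times or a call changed, the cause was not tested, apart from the 2-fold threshold and the adjustment over 8 treatments, which lower a count by construction.
The count for IFNβ against untreated WT cells (5780) was 3812 at a 2-fold threshold and otherwise within 1.5 times, and that for IFNβ+zVAD (6144) was 3743 with only the arrays compared. In the comparison of LPS+zVAD with LPS (5546) only the arrays compared gave 1682. Nec-1 added to LPS and zVAD (4553) had 2959 at 2-fold and 0 with only the arrays compared, where the fit of all arrays had 5982 at an unadjusted p under 0.05. LPS+zVAD against untreated WT cells (8226) moved in no alternative fit by more than 1.5 times. In Ifnar1-/- cells that comparison (4654) gave 2943 at 2-fold. Ifnar1-/- against WT with LPS+zVAD (6022) gave 3991 at 2-fold, and in untreated cells (1400) the count was 2302 with replicate block, 873 with only the arrays compared and 902 at 2-fold. The difference between the genotypes' responses to LPS+zVAD (2612) rose to 4895 with the slide as a block.
Counts at or near 0 in the limma fit of all arrays depended on the setting. For IFNβ+zVAD against IFNβ (0 genes, 637 at an unadjusted p under 0.05) the count was 1 under the 75th percentile shift, 6 with normexp, 1 in the authors' normalized values, 15 without a filter, 1 with the stricter filter, 17 with the filter by group, 6 with replicate block, 21 with the slide as a block and 3 without the Ifnar1-/- LPS+zVAD+Nec-1 arrays. For Nec-1 added to IFNβ and zVAD (0 genes, 620 at an unadjusted p under 0.05) it was 3 with normexp, 2 in the authors' values, 24 without a filter, 19 with the filter by group, 2 with replicate block and 4 with the slide as a block. IFNβ in Ifnar1-/- cells (0 genes, 255 at an unadjusted p under 0.05) gave 1 with normexp, 1 in the authors' values and 12 without a filter. zVAD alone in WT cells (1 gene) gave 4 with the stricter filter, 3 with the filter by group, 25 with the slide as a block, 4 with the trend and robust prior, 0 with only the arrays compared (896 at an unadjusted p under 0.05 in the fit of all arrays) and 36 without the Ifnar1-/- LPS+zVAD+Nec-1 arrays. The interaction of zVAD and IFNβ (0 genes, 251 at an unadjusted p under 0.05) gave 3 without a filter, 4 with the filter by group and 1 with the slide as a block. The difference between the genotypes' changes with zVAD added to IFNβ (1 gene, 220 at an unadjusted p under 0.05) gave 0 under the percentile shift, normexp, the authors' values, the stricter filter, the trend and robust prior and only the arrays compared, 7 without a filter, 6 with the filter by group and 2 with the slide as a block.
Leaving out 1 array at a time gave a range for each count, in which the lone array of its group is assumed to vary like the arrays of the other groups. IFNβ+zVAD against IFNβ gave 8 to 52 genes, IFNβ against untreated 3995 to 4585, IFNβ+zVAD against untreated 4356 to 5054, and Nec-1 added to IFNβ and zVAD 6 (without WT IFNβ+zVAD+Nec-1 replicate 1) to 209 (without replicate 2). LPS+zVAD against LPS gave 3563 to 5255, Nec-1 added to LPS and zVAD 2592 to 4341, and LPS+zVAD against untreated 6700 to 7392 in WT and 2564 (without Ifnar1-/- LPS+zVAD replicate 1) to 3280 in Ifnar1-/- cells. Ifnar1-/- against WT gave 3955 to 5191 with LPS+zVAD and 529 to 833 in untreated cells. IFNβ in Ifnar1-/- cells gave 0 to 2, zVAD alone 0 to 50, the difference between the genotypes' LPS+zVAD responses 1444 to 2774, the interaction of zVAD and IFNβ 0 to 5, and the difference between the genotypes' changes with zVAD added to IFNβ 0 to 21. Genes both raised by zVAD with IFNβ and lowered by Nec-1 numbered 8 to 12, against 0 in the fit of all arrays (77 at unadjusted p under 0.05).
The count of enriched Reactome sets depended on the test. For IFNβ+zVAD against IFNβ (6 sets) ranking by the moderated statistic, camera, camera with an estimated correlation and fry each called 0, and with 1 array left out 8 to 58 were called. For Nec-1 added to IFNβ and zVAD (23 sets) the statistic gave 49, the percentile shift 49, camera 40, the estimated correlation 0 and fry 0, with 0 to 44 with 1 array left out. For LPS+zVAD against LPS (25 sets) these were 71, 55, 90, 0 and 428, with 14 to 32 with 1 array left out. For Ifnar1-/- against WT with LPS+zVAD (61 sets) they were 100, 110, 128, 0 and 665, with 52 to 77 with 1 array left out. The difference between the genotypes' responses (20 sets) gave 55 under the percentile shift, 0 with the estimated correlation and 270 with fry, and 17 to 33 with 1 array left out. Of 150 tests of hand-written lists camera called 64 and 4 with the estimated correlation.
In all, 4 sets reversed under fry between Ifnar1-/- and WT cells with LPS+zVAD, with a negative NES and a fry result in the higher direction. The fry adjusted p was 0.00898 for the innate immune system, 0.00728 for destabilization of mRNA by tristetraprolin, 0.000153 for mRNA stability by binding of AU-rich elements and 0.00161 for 3'-UTR-mediated translational regulation. fgsea compares a set with the other genes and fry tests it alone, and most of the changed genes were higher in Ifnar1-/- cells (68.5%).
Zfp36 was called in 6 treatments by limma, in 3 by the methods' t-test and in 1 after adjustment over the 8 treatments. The overlap of genes raised by zVAD with IFNβ and lowered by Nec-1 (0) was 1 with normexp, 1 in the authors' values, 6 without a filter, 7 with the filter by group, 1 with replicate block and 2 with the slide as a block. Of the 100 genes raised most by zVAD with IFNβ, 97 were lowered by Nec-1 when both replicates chose and measured them. It was 62 when they were chosen on replicate 1 and measured on replicate 2, and 70 in the other order.
For named genes, 1441 of 1524 values under these alternatives kept their direction and side of the threshold, 18 lost the call and 56 gained it. The direction changed in 0 values with a call in either fit (reversed) and in 9 values with a call in neither (moved). With 1 array left out 533 of 580 kept both, 38 lost the call, 0 gained it and 9 moved. Most gains came from the fit of only the arrays compared (17) and the fit without the Ifnar1-/- LPS+zVAD+Nec-1 arrays (14). For named sets 428 of 560 values kept both, 20 lost the call, 26 gained it, 4 reversed and 82 moved, and with 1 array left out 304 of 384 kept both, 11 lost the call, 12 gained it and 57 moved. The replicate block changed the call of 4 named genes out of 132, all gained, and of 0 of 80 named sets, and of 24 summary counts it moved the 4 given above. The gains were Ifit1 (adjusted p = 0.0233), Marco (0.0262) and Map2k6 (0.0487) between the genotypes with LPS+zVAD and Pml with LPS+zVAD in Ifnar1-/- cells (0.0158), and over the alternatives their adjusted p ranged from 0.00073 to 0.0751, 0.00063 to 0.0943, 0.00715 to 0.634 and 0.00509 to 0.145.
Signal over background limits the genes that can be measured. The arrays held 44.5% to 78.1% of probes well above background, and Il23r, Il36a, Cxcl5, Ccl22, Il12a, Il36g, Il23a and Il12b were under the filter. A fold change against cells in which a gene is at background is a lower bound, and it moves with the background correction, as for Oasl1 in Ifnar1-/- cells (11.54 log2, or 8.59 with normexp). Among the alternatives set in advance, those on the nonamer motif of AU-rich elements in 3' untranslated regions, on ATTTA at least 3 times and on the length of these regions as a covariate were not run, because no reference sequence of these regions was at hand.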

Differences from the paper's values

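No test in this part was chosen after the result was seen, apart from the fit without the Ifnar1-/- LPS+zVAD+Nec-1 arrays. The paper gives its array values in figures, and 12 of them were read by eye, of which 9 did not differ from the values here by more than an error. For genes the error was the spread between replicates. For sets it was the SD of the NES over the fits with 1 array left out. The precision of reading by eye was not part of it. The sets tested here are Reactome sets and hand-written lists, and sets of the same name in the paper may have other members.
The rise of Oasl1 with LPS+zVAD in Ifnar1-/- cells is about 12 log2 in Fig. 3A of the paper, read by eye, and 11.54 log2 here, with an error of 0.43. The figure could be read only to 0.5 log2, which is more than this difference, and the untreated cells are at background, so that the rise is measured only as at least 1570-fold. Of the alternatives set before the data were examined, the difference was within the error under the 75th percentile shift (11.75), without Ifnar1-/- untreated replicate 2 (11.83) and without Ifnar1-/- LPS+zVAD replicate 2 (11.61). It was larger than the error with normexp (8.59), in the authors' normalized values (9.94), without Ifnar1-/- untreated replicate 1 (11.24), without Ifnar1-/- LPS+zVAD replicate 1 (11.46), and with no filter, the filter by group, the mean of the probes, the replicate block, the slide as a block, the trend and robust prior and only the arrays compared, all of which gave 11.54.
For signaling by interleukins between IFNβ+zVAD and IFNβ in WT cells, the NES is about 1.8 in Fig. 1B of the paper, read by eye, and 1.14 here. It did not differ under the 75th percentile shift (1.26), without WT IFNβ replicate 2 (1.55) and without WT IFNβ+zVAD replicate 1 (1.53), and differed when ranked by the moderated statistic (-0.88), in the authors' normalized values (0.89), with replicate block (1.14), without WT IFNβ replicate 1 (-1.23) and without WT IFNβ+zVAD replicate 2 (-0.99).
For translation in WT relative to Ifnar1-/- cells with LPS+zVAD, the NES is about -1.7 in Fig. 3B of the paper, read by eye, and -1.45 here. By the error for sets it differed under every alternative run for this set, with -1.63 ranked by the moderated statistic, 1.47 under the 75th percentile shift, -1.45 in the authors' normalized values, -1.46 with replicate block, and -1.43 to -1.40 with 1 array left out. That error rests on this narrow range with 1 array left out. A gap as small as that to -1.63 may come from reading by eye.
The paper states that inflammatory pathways are enriched when zVAD is added to IFNβ. Here signaling by interleukins was not called (NES 1.14, adjusted p = 0.737) and neither were the chemokine receptor set (NES 1.59, adjusted p = 0.18) or the TLR4 cascade (NES 1.27, adjusted p = 0.59). The TNF and NF-κB list rose, with a median of 0.76 log2 and 42 of 45 genes higher (camera, adjusted p = 2.33e-17), though fry did not call it (adjusted p = 0.175). The chemokine set was called in the authors' normalized values (1.90, adjusted p = 0.0426) and without WT IFNβ replicate 2 (1.77, adjusted p = 0.0324). The TLR4 cascade was called without WT IFNβ replicate 2 (1.81, adjusted p = 0.00859) and without WT IFNβ+zVAD replicate 1 (1.68, adjusted p = 0.0411).
It gives Il1 and Cxcl1 among the cytokines raised with IFNβ+zVAD. Here Il1a was called relative to untreated cells (4.75 log2, adjusted p = 0.0207, and 0.144 without WT IFNβ+zVAD replicate 2), and Il1b and Cxcl1 did not pass the threshold (adjusted p = 0.201 and 0.0537). Cxcl1 passed it with normexp (0.0475), the stricter filter (0.0444), the slide as a block (0.0282), the trend and robust prior (0.0445) and only the arrays compared (0.0331). Il1b passed it with only the arrays compared (0.0385). Both passed it in the fit without the Ifnar1-/- LPS+zVAD+Nec-1 arrays, chosen after seeing the values (0.00635 for Cxcl1 and 0.00267 for Il1b).
In the paper Nec-1 significantly reduces the inflammatory response to IFNβ+zVAD. Here the chemokine receptor set was lower with Nec-1 (NES -1.95, adjusted p = 0.0251), a call that camera (0.0828), camera with an estimated correlation (0.976) and fry (0.865) did not give and that was lost without WT IFNβ+zVAD replicate 2 (0.877), without WT IFNβ+zVAD+Nec-1 replicate 1 (0.512) and without replicate 2 of that group (0.125), while signaling by interleukins was not called (NES -1.39, adjusted p = 0.408) and neither was the TLR4 cascade (NES -1.25). Without WT IFNβ+zVAD replicate 1 both were called (-1.64, adjusted p = 0.047, and -1.71, adjusted p = 0.0326). The TNF and NF-κB list was lower in 43 of 45 genes (camera, adjusted p = 1.96e-13, with fry 0.357). By limma 0 genes were called between IFNβ+zVAD+Nec-1 and IFNβ+zVAD (620 at an unadjusted p under 0.05), with up to 24 in other fits and 209 without WT IFNβ+zVAD+Nec-1 replicate 2. The adjusted p for Tnf, Cxcl1 and Cxcl2 was 1 and at the lowest 0.987, 0.81 and 0.789.
LPS+zVAD gives similar results to IFNβ+zVAD in the paper, with inflammatory pathways higher than with LPS. Here the TLR4 cascade had an NES of 1.04 (adjusted p = 0.728) and signaling by interleukins -1.01 (1.03 in the authors' normalized values). The TNF and NF-κB list was higher with LPS+zVAD, called by camera but not by fry, and Ifnb1 was called higher. Tnf, Cxcl1 and Cxcl2 were not called (adjusted p = 0.235, 0.0722 and 0.0889). Cxcl1 was called under the 75th percentile shift (0.0384), with normexp (0.0408), the slide as a block (0.0388) and only the arrays compared (0.0245). Cxcl2 was called in the authors' normalized values (0.0251), with the slide as a block (0.0371) and only the arrays compared (0.027). In the fit without the Ifnar1-/- LPS+zVAD+Nec-1 arrays, chosen after seeing the values, Cxcl1 (0.00949), Cxcl2 (0.0284) and Tnf (0.0131) were called, and Tnf in no other.
The paper states that inflammatory genes are upregulated in Ifnar1-/- cells with necrosome activation, which can be read relative to untreated or to WT cells. Relative to untreated Ifnar1-/- cells, Tnf rose by 8.04 log2 with LPS+zVAD and Il6 at least 2460-fold here. Compared with WT cells in LPS+zVAD, 0 genes of the TNF and NF-κB list were called higher and 3 lower by limma, and the log2 difference was -0.04 for Tnf, 0.02 for Il6 and 0.28 for Cxcl1. Cxcl3, Il1a and Il1b, at 3.06, 0.97 and 1.69 log2, were called only in a fit of the arrays compared (adjusted p = 0.00882, 0.0335 and 0.0148).
Detoxification of reactive oxygen species and translation are enriched in Ifnar1-/- cells in the paper. Here their NES was 1.31 (adjusted p = 0.402) and 1.45 (adjusted p = 0.11). Both were called by fry (adjusted p = 4.26e-07 and 6.09e-05), and translation also when ranked by the moderated statistic (NES 1.63, adjusted p = 0.00624). The list of NRF2 targets was called higher by camera and by fry. Mitochondrial translation was called higher too (NES 1.87, adjusted p = 0.00114), though not by camera with an estimated correlation (adjusted p = 0.667).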

Other observations

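The tests of the array that lacks the LPS response, of the olfactory receptor genes and of the TNF and NF-κB list across replicates were chosen only after the result was seen.
The array labelled Ifnar1-/- LPS+zVAD+Nec-1 replicate 2 lacks the response to LPS. Over 1093 genes raised by LPS in Ifnar1-/- cells, its median rise over untreated cells was 0.03 log2, while the other Ifnar1-/- arrays with LPS had 1.22 to 1.87 and those without LPS -0.06 to 0.31. A block of the LPS response by Nec-1 would lower the other array of the group too, which had 1.22 log2. A wrong label or RNA of cells that received no LPS may account for it. The array is nearest to Ifnar1-/- IFNβ+zVAD+Nec-1 replicate 2, with an SD across genes of 0.39 log2, and its own replicate, the nearest array with LPS, is at 1.07 log2. In the rise of the LPS genes no other Ifnar1-/- array was out of place, so no exchange with an array labelled as without LPS was found. This rise cannot show an exchange among arrays without LPS. By the SD, some of those are nearest to another treatment, as IFNβ replicate 2 to zVAD replicate 2 (0.29 log2, against 0.52 to its own replicate). In genes that LPS raises, Ifnar1-/- LPS+zVAD+Nec-1 replicate 2 adds to the pooled standard error of every comparison.
Interferon-stimulated genes rise with LPS+zVAD in Ifnar1-/- cells from a lower level. In untreated cells the list of 25 such genes had a median of -5.78 log2 between the genotypes, and with LPS+zVAD of -5.59 log2. The lower starting level is consistent with the larger rise of some members, such as Oasl1, without a level above that of WT cells. IFNβ itself changed 0 genes in Ifnar1-/- cells by limma (255 at an unadjusted p under 0.05, up to 12 in other fits), and a position effect of the IFNβ arrays on the slides would have left changed genes there.
zVAD acting on its own, without IFNβ, may account for part of the change with zVAD added to IFNβ. The changes with zVAD in IFNβ-treated and in otherwise untreated WT cells had a correlation of 0.38 across genes, and of 0.19 and 0.35 on arrays of different replicates, with 0 genes by limma in the interaction (251 at an unadjusted p under 0.05, up to 4 in other fits). Of the 100 genes that rose most with zVAD added to IFNβ on one replicate, 67 and 73 rose again on the other, and 53 and 71 were raised there by zVAD alone.
The fall of zVAD-raised genes with Nec-1 across all genes cannot be told apart from the effect of the shared IFNβ+zVAD arrays. The correlation was -0.39, against -0.5 for unchanged genes, and without shared arrays it was -0.09 and -0.05. Of the 100 genes chosen on one replicate, 62 and 70 were lowered by Nec-1 on the other, where 41.3% and 41.1% of all genes were lowered. In the TNF and NF-κB list, where shared arrays would not act across replicates, at least 40 of the 45 genes were lowered by Nec-1 on the arrays of the replicate that did not give the rise. In Ifnar1-/- cells zVAD added to IFNβ gave this list a median of 1.15 log2, with 41 genes higher (camera, adjusted p = 8.54e-31, with fry 0.0822), and limma called 1 gene over all genes, 4933438K21Rik.
Olfactory receptor genes, 259 of which passed the filter, lie near the background, with a median log2 intensity of 5.92 against 9.82 over all genes. Between Ifnar1-/- and WT cells with LPS+zVAD their median was -0.50 log2, or -0.27 with normexp, and it was 0.22 log2 between LPS+zVAD and LPS in WT cells. Dimmer Ifnar1-/- arrays would lower them in untreated cells as well, where the median was -0.04 log2. No biological explanation was tested. Sets with many such genes, such as olfactory signaling, may take part of their enrichment from values of this kind, which was not tested.
Between IFNβ+zVAD and IFNβ in WT cells, interferon-stimulated genes had a median of -0.01 log2 (camera, adjusted p = 0.918), MAPK kinases 0.08 (0.333) and RNA modification -0.01 (0.737). The median was higher for NRF2 targets, with 0.14 (0.00611), cholesterol synthesis 0.42 (0.000125, with fry 0.587) and the ARE-containing transcripts 0.69 (0.00894, with fry 0.601). Relative to untreated cells, IFNβ+zVAD raised the interferon-stimulated genes by a median of 3.87 log2, with 23 of 25 called, and the TNF and NF-κB list by 2.60 log2, with 31 of 45 called.
Some cytokine genes were too dim for the filter and are given as bounds. With IFNβ+zVAD, Il23r rose at least 20.0-fold over untreated WT cells, and at least 5.66-fold with IFNβ. With LPS+zVAD in Ifnar1-/- cells, Cxcl5 rose at least 49.7-fold, Ccl22 at least 19.5-fold and Il12a at least 13.5-fold.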
